# Engineered Living Systems With Self‐Organizing Neural Networks: From Anatomy to Behavior and Gene Expression

**DOI:** 10.1002/advs.202508967

**Published:** 2026-02-20

**Authors:** Haleh Fotowat, Laurie O'Neill, Léo Pio‐Lopez, Megan M. Sperry, Patrick Erickson, Tiffany Lin, Michael Levin

**Keywords:** biorobotics, neuroengineering, plasticity, self‐organizing neural nets

## Abstract

A great deal is known about the formation and architecture of biological neural networks in animal models, which have arrived at their current structure‐function relationship through evolution by natural selection. Little is known about the development of such structure–function relationships in a scenario where neurons are allowed to grow within evolutionarily‐novel, motile bodies. Previous work showed that ectodermal tissue excised from *Xenopus* embryos, develops into a three‐dimensional mucociliary epidermal organoid ex vivo and exhibits movements distinct from age‐matched tadpoles. These ‘biobots’ are autonomous, self‐powered, and able to move through aqueous environments. Here, we report a new type of biobot, the neurobot, composed of mucociliary epidermis and neural tissue. We show that neural precursor cells implanted in explanted *Xenopus* ectodermal tissue develop into mature neurons, extending processes both toward the surface and among each other. These self‐organized neurobots exhibit unique morphology, more complex movements, and different responses to neuroactive drugs compared to non‐neuronal counterparts. Calcium imaging confirms neuronal activity in neurobots. Transcriptomics reveals increased transcript variability, expression of genes related to nervous system development, a shift toward ancient genes, and up‐regulation of neuronal genes linked to visual perception.

## 1 Introduction

Sensing cues from the environment and translating them into appropriate responses is the fundamental function of the nervous system in all animals. Critically, nervous systems endow animals with the ability to generate context‐ and experience‐dependent changes in their behavior. Nervous systems are also known to be plastic and adapt both structurally and functionally, on a much shorter timescale, to changes in sensory and/or motor effectors that might occur in the lifetime of an organism, for example, as a result of injury, amputation, or sensory deprivation [1, 2, 3, 4]. The capacity of an animal's nervous system to adapt to a new body plan is especially striking when the underlying sensory‐motor architecture is drastically altered. For example, ectopically induced eyes in the tails of *Xenopus* tadpoles have been shown to confer light sensitivity to otherwise eyeless hosts [5]. What are the limits of neuroplasticity in developing nervous systems? And how might wild‐type neurons establish coherent patterns and functional circuits when placed in an entirely new motile embodiment? Creating truly novel configurations of biological material allows us to probe the plasticity of evolutionary hardware to adapt on developmental (not evolutionary) timescales to truly novel circumstances and has applications for regenerative medicine, human augmentation, and biological engineering.

Two‐dimensional (2D) neuronal cell cultures grown in‐vitro provide one of the earliest demonstrations of neurons developing and functioning in a completely non‐native environment. These systems have been an extremely powerful tool for studying neural development, modeling emergent complex neural dynamics, and investigating disease mechanisms [6, 7]. Although 2D neuronal cell cultures are powerful and highly accessible systems, they lack the three‐dimensional (3D) architecture and cellular diversity of the brain, which limits their ability to model its complex circuit behaviors [8]. Recent advances in stem cell biology have enabled the creation of brain organoids, 3D self‐organizing neural tissues derived from pluripotent stem cells that can model some aspects of human neurodevelopment in vitro [8, 9]. These structures have layered neural circuits, spontaneous oscillations, early cortical‐like activity [10], have been used as a powerful tool to investigate neuropsychiatric disorders [11], and been more recently shown to have the capacity for basic forms of learning and memory [12]. Both 2D neural cultures and 3D brain organoids, however, remain non‐motile, lack the capacity to generate sensorimotor behaviors on their own, and have to be interfaced with computers or robotic systems via microelectrode arrays to perform simple tasks [13, 14, 15, 16]. Self‐contained biohybrid robots powered by muscular or neuromuscular actuation have been created by embedding muscle or combinations of neurons and muscle cells within synthetic scaffolds [17, 18, 19, 20]. These biohybrid robots, however, are not built exclusively using biological tissue, are not fully embodied, do not self‐assemble, and require external stimulation for propulsion. Another related field is that of hybrots ‐ neural structures repurposed to drive engineered bodies, such as brains and fungi operating robotic vehicles [21, 22, 23, 24]. However, engineered robotics doesn't offer the full complexity and compatibility of biological tissues.

We sought to establish a fully biological model system in which we could investigate the morphology and function of self‐organizing neural networks in novel motile embodiments, gain deeper insight into the evolutionary developmental biology of the nervous system, and inform the design of future innervated biological robots. Here, we provide the initial characterization of an inexpensive, highly‐accessible, self‐assembling biobot model to answer fundamental questions about the persistence, morphology, and functional impact of wild‐type neural cells in a non‐standard body and identify possible sensory or behavioral endpoints for future investigation.

When ectodermal tissue is excised from the animal pole of a late blastula stage *Xenopus* embryo, and allowed to develop *ex vivo*, it will develop into a self‐motile, self‐powered 3D mucociliary epithelial organoid [25, 26], which we will refer to herein as biobot. These biobots express the four cell types normally present in the embryonic skin of *Xenopus* tadpoles. These include multiciliated cells (MCCs), mucus‐secreting goblet cells, ionocytes that regulate ionic homeostasis of epidermis, and small secretory cells (SSCs) [27, 28]. MCCs function as motor effectors, generating flow through the spontaneous beating of their cilia. As a result, these biobots are capable of navigating aqueous environments, generating a suite of stereotyped movement trajectories and velocities [25]. Ciliary beating frequency is thought to be under serotonergic control, with the SSCs secreting serotonin and stimulating an increase in ciliary beating frequency through serotonergic receptors expressed on MCCs [29].

Building upon this knowledge, we set out to explore what would happen if we provided these biobots with the raw materials needed to build a nervous system. Previous theoretical work suggests that nervous systems evolved primarily to coordinate and modulate movement rather than to support complex cognition [30, 31]. From this perspective, introducing neurons into biobots offers a unique opportunity to test whether even nascent neural circuits can shape or enrich spontaneously generated behavior, providing an experimentally tractable platform for probing early principles of neural organization. Moreover, it may offer a way of testing hypotheses linking neurons, ciliary function, and movement trajectories in an accessible model, which otherwise have been limited to paleontological data [32, 33]. The availability of ciliary biobots could help test models of motion patterns inferred from the geometry and microstructure of trails left on/in sediment by Cambrian ctenophores and fossil larvae with ciliary swimming bands [34, 35].

We show that neural precursor cells harvested from *Xenopus* embryos and implanted into biobots indeed differentiate into functional neurons that extend processes both within the construct and toward its outer surface. Neurobots exhibit marked differences in morphology and behavior relative to their non‐neuronal counterparts, suggesting the emergence of neural influences on movement. Transcriptomic profiling further reveals significant upregulation of genes associated with nervous system development in neurobots compared to non‐neuronal biobots [36, 37, 38, 39], including, intriguingly, genes important for processing light stimuli. Through detailed characterization of this novel composite system, we establish a platform that reveals its key features while enabling the generation of future mechanistic hypotheses.

## 2 Results

### 2.1 Neurobots Can Be Constructed by Implanting Exogenous Neural Precursors Into *Xenopus* Ectodermal Explants

To characterize the structure and function of nervous systems that self‐assemble within a novel embodiment, we established an experimental procedure for implanting biobots with neural precursor cells during the first few minutes of their formation. As shown previously, biobots can be constructed by excising tissue from the animal hemisphere of a Nieuwkoop and Faber stage 9 *Xenopus laevis* embryo (animal cap). Over the course of 30 minutes, the excised tissue gradually heals, initially forming a “bowl” shape before closing into a spherical structure [25]. We used this brief time window before tissue closure to introduce neuronal precursor cells into the interior of the healing tissue (Figure 1a (i, ii)‐top left panel).

**FIGURE 1:**
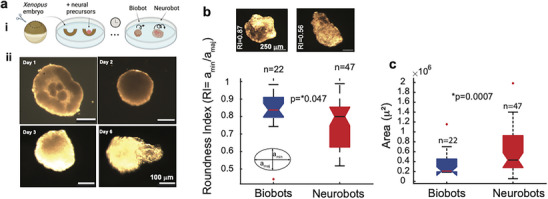
Construction and development of a neurobot. (a) Neural precursor clumps were placed in the center of an animal cap “bowl”, excised from the animal pole of a *Xenopus laevis* embryo before it fully closed during healing. The composite forms gradually into first a sphere and then a more elongated shape, which is mobile by Day 3. (b) Top panels: examples of two neurobots, one more rounded than the other. Bottom panel: Roundness Index (RI) was calculated by fitting an ellipse on the image of the bot and calculating the ratio between the minor and major axes. Neurobots tended to be less rounded than biobots (Kruskal–Wallis test, *p* = 0.047). (c) Neurobots were significantly larger than biobots (Kruskal–Wallis test*, p* = 0.0007). The central line on the box plot shows the median, and the bottom and top edges of the box indicate the 25th and 75th percentiles, respectively. The whiskers show the extent of the extreme data points not considered outliers, and the outliers are shown using the ‘+’ symbol.

To obtain neural cells, we took advantage of the fact that if the animal cap is excised and dissociated at the late blastula to early gastrula stage, and the dissociated cells are allowed to remain separated for 3 hours or more, they will assume a neural fate [40, 41]. To generate aggregates of neural precursors, we dissociated animal caps from approximately 50 embryos, allowed the cells to remain separated for 3 hours, and then reaggregated them. Clumps of these reaggregated cells were subsequently placed inside a freshly excised animal cap prior to its full closure (Figure 1a (i, ii), top left panel, see Methods). Within 30 minutes the formed composite assumes a spherical shape, and by the second day, it is fully healed (Figure 1a (ii), top right panel). As with non‐neuronal biobots, by the third day, multiciliated cells start appearing on their outer surface, and the bots start moving around in the dish. Similar to biobots, neurobots have a lifespan of about 9–10 days without being fed, and survive by consuming maternal yolk platelets present in all early *Xenopus* embryonic tissue [25].

Comparison of the gross morphology of neurobots and biobots revealed that, by Day 6, neurobots tend to exhibit a more elongated shape than biobots and become significantly larger (Figure 1b,c). To investigate whether the difference in size and elongation is simply due to implanting the animal caps with additional cells, we generated a third type of bot (sham neurobots) in a manner similar to neurobots, except that the implanted cells were not allowed to remain separated for 3 hours. Instead, they were reaggregated shortly after dissociation (within 30 minutes) to prevent the induction of neural fate. We found that the sham neurobots were not elongated and did not show a significant size difference compared to biobots (Figure S1a,b). These results suggest that the elongation and increase in size may be due to neuronal growth within neurobots.

### 2.2 Implanted Neural Precursor Cells Differentiate Into Neurons, Making Projections Within the Neurobot as Well as Toward the Cells Lining the Outer Surface

To determine whether the implanted cells had indeed differentiated into neurons, we fixed and stained the neurobots with an antibody that specifically binds to acetylated α‐ tubulin, which is abundantly present in neurons and multiciliated cells (see Methods; neurons and multiciliated cells are readily distinguishable from each other due to their distinctive morphology). We found that the implanted neural precursor cells indeed differentiate into neurons (Figure 2). The neurons extend their processes not only within the neurobot, but also toward the outer surface (see arrows in Figure 2c,d). Such projections toward the cells lining the surface of the bot suggest the possibility of neurons modulating the activity of surface effectors including multiciliated cells and/or the activity of those that modulate the ciliary beating frequency, for example, small secretory cells.

**FIGURE 2:**
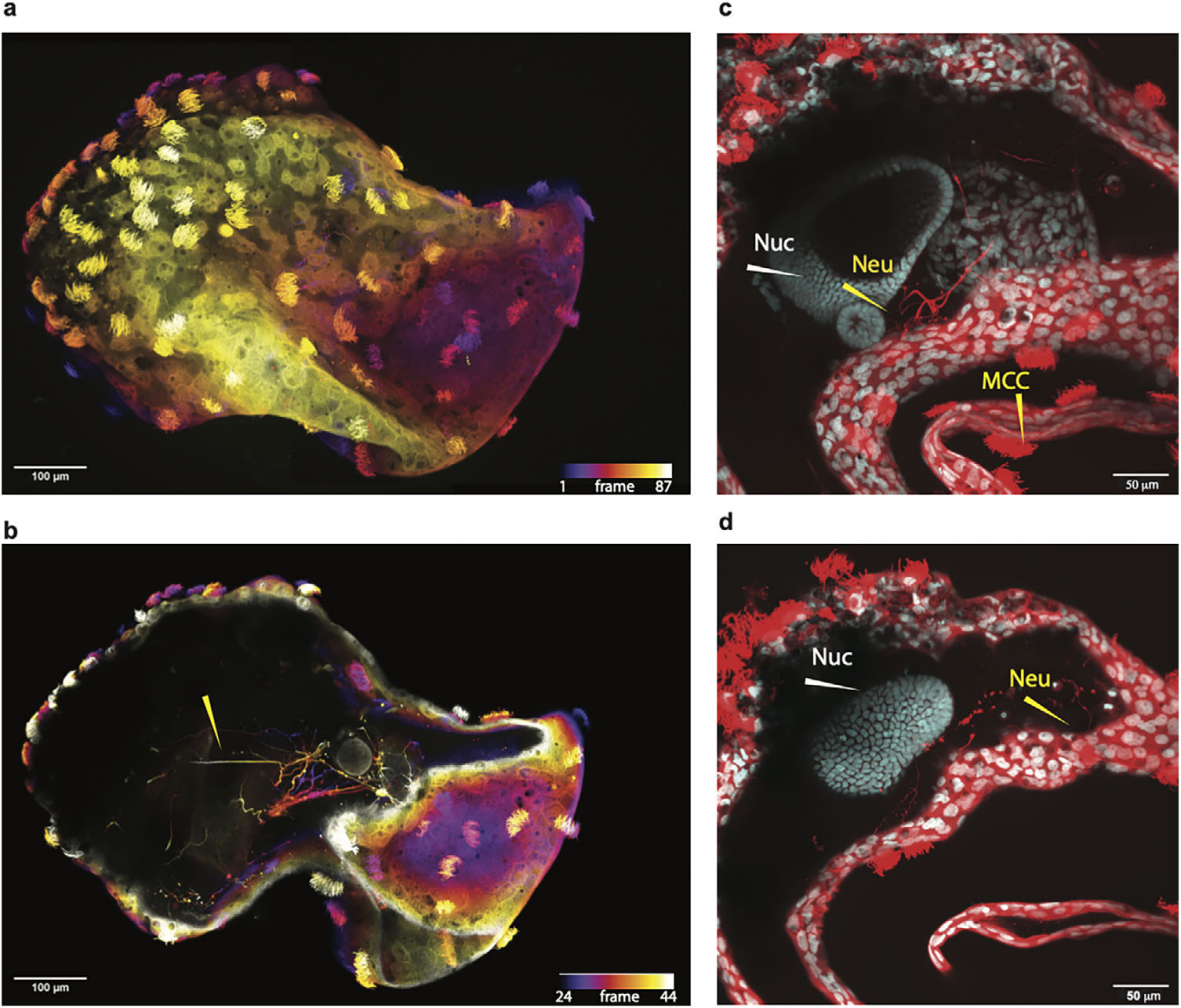
Implanted neural precursors develop into neurons and extend their processes throughout the neurobot. (a,b) *Z‐*projection of confocal image stack of a neurobot labeled with acetylated α‐tubulin, which stains neurons and cilia of the multiciliated cells. (b) is the staining of the same neurobot as shown in (a) with fewer projected planes, rendering neural processes inside the bot visible. Color code corresponds to depth within the bot (confocal plane number). (c,d) Subregions of the same neurobot, showing neural processes projecting toward surface cells. Red shows the acetylated α‐tubulin stain, and cyan depicts a nuclear (Hoechst) co‐label (Nuc). Yellow arrows point to neural processes (Neu) or multiciliated cells whose cilia are stained (MCC). White arrows point to nuclear staining (Nuc).

In a subset of neurobots, we performed co‐labeling with acetylated α‐tubulin and microtubule‐associated protein 2 (MAP2). MAP2 preferentially labels neuronal cell bodies and dendrites and is absent from axons [42], whereas acetylated α‐tubulin is most abundant in stable microtubules within proximal axons and present at lower levels in dendrites [43]. We observed clear MAP2 expression in neurobots, with distinct and partially overlapping labeling patterns between MAP2 and acetylated α‐tubulin. This differential distribution suggests that neurobots develop both axonal and dendritic compartments (Figure 3a–c).

**FIGURE 3:**
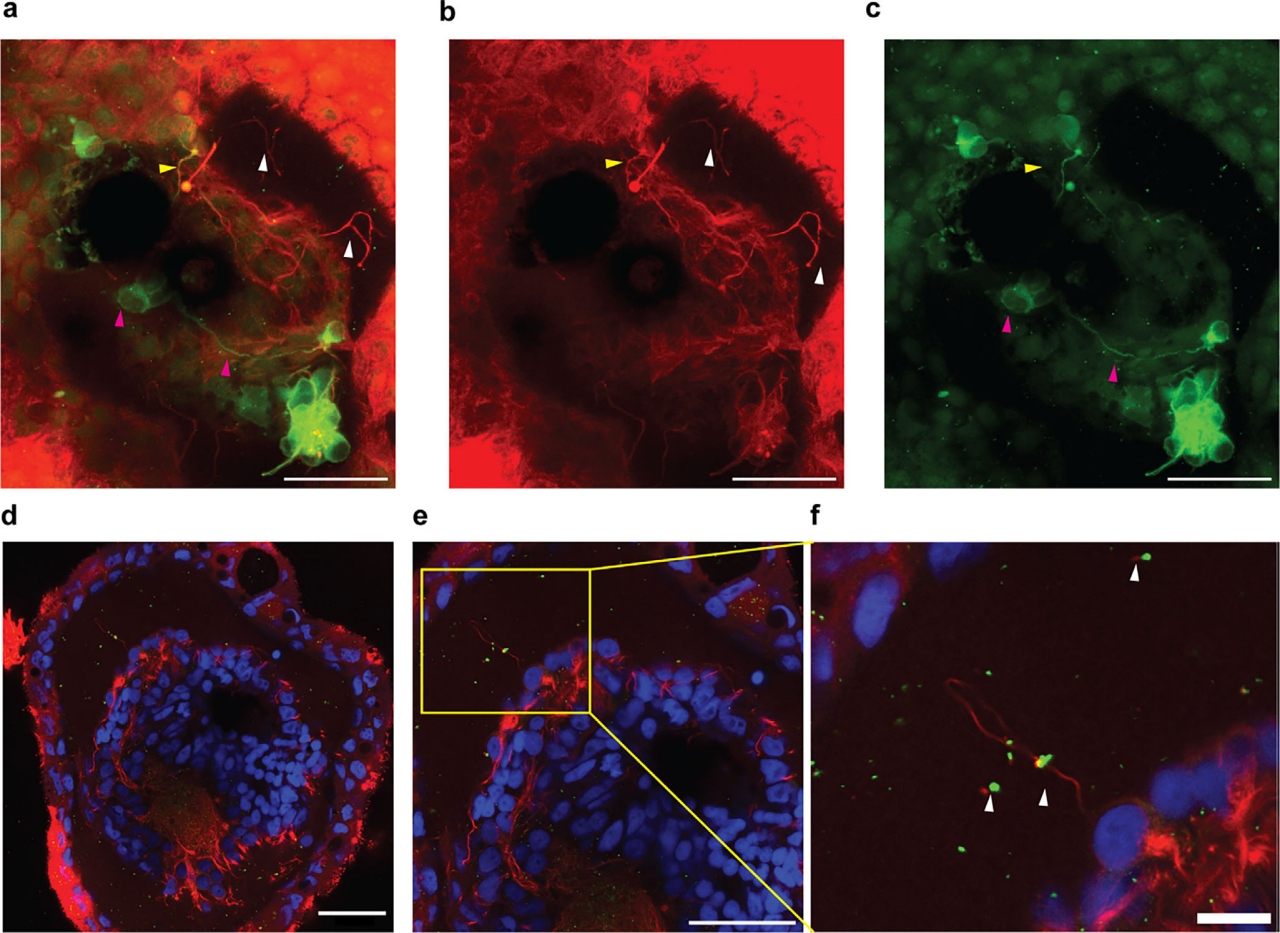
Immunostaining for acetylated α‐tubulin, MAP2, and synapsin‐1 reveals the presence of axons, dendrites, and synapses within neurobots. (a–c) Z‐projection of 11 confocal sections (total depth: 22 µm). Acetylated α‐tubulin (red) and MAP2 (green) are shown as: (a) merged image, (b) acetylated α‐tubulin channel, and (c) MAP2 channel. Yellow arrowheads mark regions of overlap; white arrowheads indicate sites labeled only for acetylated α‐tubulin; pink arrows denote regions labeled only for MAP2. Scale bar, 40 µm. (d–f) Distribution of putative synapses in a neurobot. Green puncta correspond to anti‐synapsin‐1 staining, red indicates acetylated α‐tubulin, and blue denotes nuclei. (e) Higher magnification of the neurobot shown in (d). (f) Enlarged view of the boxed region in (e). Scale bars, 40 µm (e) and 10 µm (f).

To evaluate the presence of synaptic structures, we co‐labeled neurobots with an anti‐synapsin‐1 antibody, which serves as a presynaptic marker by labeling synaptic vesicles. Numerous synapsin‐1‐positive puncta were detected throughout the neurobots, frequently colocalizing with regions positive for acetylated α‐tubulin (Figure 3d–f, Secondary‐antibody‐only control: Figure S2). This overlap suggests that stable microtubule‐rich processes in the neurobots contain presynaptic specializations or vesicle clusters, consistent with the formation of putative synaptic contacts.

There was considerable variability in the pattern of neural growth among different neurobots. No two neurobots showed identical neural architecture (Figure S3). This is not surprising given the variability of initial conditions resulting from their manual construction and the inevitable variability of the amount of implanted tissue. This variability, however, allowed us to investigate correlations between various physical and behavioral characteristics of neurobots, which we will discuss in more detail in the following sections. Despite these variabilities, we found that neural processes in most neurobots tended to emanate from one or more nuclear regions (labeled using a nuclear stain), presumably corresponding to the implanted clumps of cells (Figure 1a and Figure 2c,d; Figure S3). Interestingly, these regions were often surrounded by regions with seemingly no nuclear staining (Figure 2b–d; Figure S3). The presence of these seemingly empty spaces is intriguing. We hypothesize that these regions may be acellular, may contain support structures such as the extracellular matrix (ECM), and/or may be occupied by neural processes that lack acetylated α‐tubulin, a marker of stable microtubules found in mature neurons but absent from immature ones. Support for the ECM hypothesis includes cases in which we observed neurites traversing long distances in this empty space along a straight line (Figure 2b, yellow arrow).

In order to test these hypotheses, we stained neurobots with phalloidin dye, which stains F‐actin filaments, which are present in all eukaryotic cells [44]. Additionally, we performed Second Harmonic Generation imaging to assess the presence of collagen fibers [45], which are the most common component of ECM. Although we found some evidence for collagen fibers and puncta, their expression was rather sparse (Figure S4b, green arrows; Figure S4e). This space may therefore contain other ECM proteins that do not form fibrils such as proteoglycans, laminins, or fibronectin [46]. Similarly, phalloidin staining was largely absent from this space and mostly overlapped with acetylated α‐tubulin, with only a few instances of differential labeling (Figure S4c,d). These findings suggest that the space is predominantly acellular but may still contain a small number of neural processes, consistent with the observed sparse labeling of acetylated α‐tubulin and synapsin‐1 within this region (Figure 3d–f). Future experiments are needed to further investigate the molecular composition of this space.

### 2.3 Neurobot Neurons Are Functional

To assess whether neurons within neurobots are functional, we built neurobots using neural cells extracted from embryos with genetically encoded calcium indicators (GCaMP6s, see Methods); this tool is commonly used to study neural activity [47]. We used a custom‐built widefield fluorescence microscope with a large field of view that enabled measurement of calcium activity in freely moving neurobots. Because the focal plane of the microscope was fixed in our setup, neural activity could only be recorded within a single plane of focus. It was therefore critical to maintain regions of interest within that focal plane, which proved challenging, particularly in neurobots exhibiting extensive rotational movements (See e.g., neurobot shown in Video S3). Neurobots with a flatter, disc‐like shape would be less likely to generate rotational movements and would therefore help maintain regions of interest in focus [48] (see Methods). Figure 4 shows an example of calcium signals recorded from a freely moving flattened neurobot, which exhibited circular movements around its center (Video S1). Motion‐corrected videos were then analyzed to extract the fluorescent activity (see Methods, Video S2). We found that the implanted cells indeed show calcium activity in all recorded neurobots. We occasionally observed synchronized activity in nearby or distant regions of interest (see e.g., arrowheads in Figure 4c), which may result from connectivity between these regions, although this could also be attributable to chance.

**FIGURE 4:**
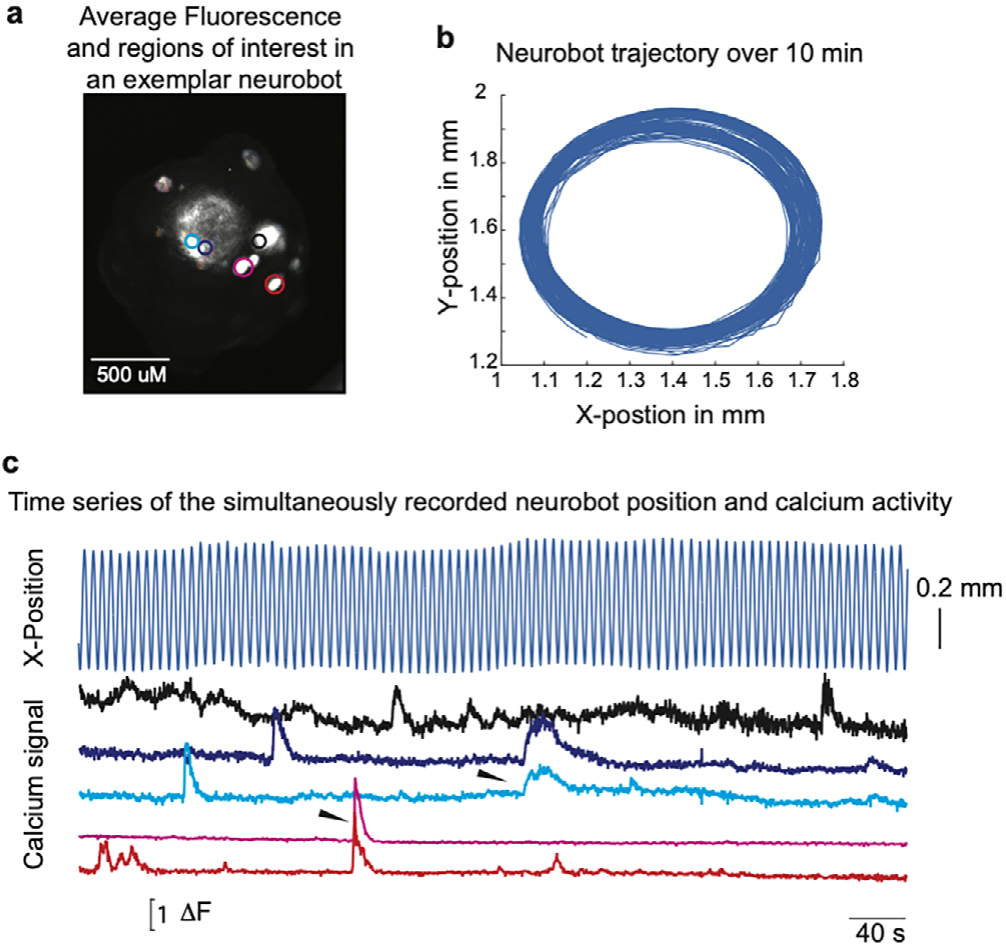
Calcium imaging in freely moving neurobots shows that the implanted cells are indeed active. (a) Average fluorescence of a freely moving neurobot containing neurons expressing GCaMP6s after motion correction (10 minutes of movement imaged at 5 frames per second). Colored circles correspond to regions of interest identified by the suite2p software, which could be single or multiple units. (b) Movement trajectory of the same neurobot. (c) The top curve shows the X‐position of the neurobot over time. The 5 bottom curves show baseline‐subtracted fluorescence activity of units labeled in panel (a). Arrowheads point to synchronized activity in some nearby (two shades of blue) and more distant (red and pink) ROIs.

We found that keeping regions of interest in focus over longer periods of time was still quite challenging even in flattened neurobots. Further, although we did not formally study the impact of flattening on the movement patterns of neurobots, we found that they were in general less likely to move compared to regular ones. Consequently, we were unable to obtain repeated measurements of specific calcium activity sequences or movement patterns for statistical correlation analyses. Moreover, since every neurobot showed a different pattern of neural expression (Figure S3), findings in one neurobot could not be reproduced and confirmed in others. An important future direction will be to develop methods that enable consistent neural expression and experimental paradigms permitting repeated observation of directional movement and controlled rotation of regular, non‐flattened neurobots. Achieving these capabilities will be essential for rigorously linking neural activity to behavior.

### 2.4 Neurobots Tend to be More Active and Show an Increase in Their Movement Complexity, Compared to Non‐Neural Biobots

To investigate whether neural activity could influence bot movement, we recorded the spontaneously generated movements of both biobots and neurobots. We reasoned that if neurons exhibit spontaneous and variable activity patterns, as observed in our calcium imaging experiments, and if those neurons can modulate the bot's behavior, then neurobots should exhibit movement dynamics that differ from those of their non‐neural counterparts. We Recorded the spontaneous movements of the bots in small 8‐well plates over 30 minute periods (*n *= 46 neurobots and 48 biobots, Figure 5a, Video S3: single neurobot moving, Video S4: neurobots moving in an 8‐well plate). We then used an automatic tracking software [49] to measure the position of each bot at each video frame. Figure 5b shows the details of the 2D trajectories of the 8 neurobots depicted in panel (a). There was a large degree of variability in these trajectories, with some bots moving in circular/oval trajectories with relatively constant diameter (Figure 5b, bots #3, #8); bots that followed circular trajectories varying in diameter over time (Figure 5b, bot#4); ones that made more complex, sometimes spirograph‐like patterns (Figure 5b, bots #1, #5, #6); those that were seemingly following the dish's boundaries (Figure 5b, bot #7); bots that circled over very small areas (Figure 5b, bot #2); and those that did not move at all (data not shown). Interestingly, all moving bots tended to exhibit repeating behavioral motifs.

**FIGURE 5:**
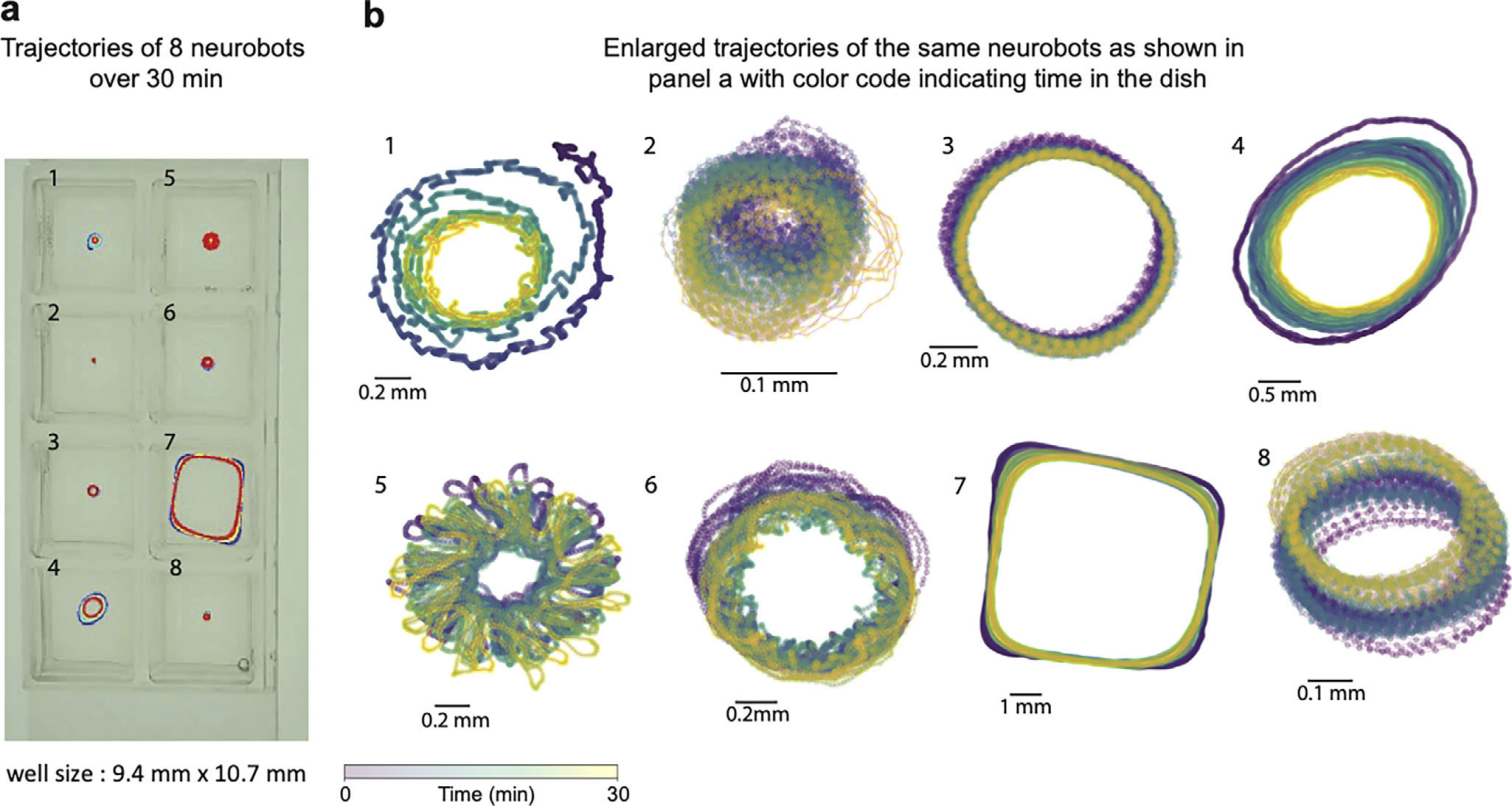
Neurobots show diverse and periodic patterns of spontaneous movement. (a) Exemplar trajectories of neurobots moving in an 8‐well plate over a 30‐minute trial. (b) Details of the trajectories of the same bots as shown in panel (b). The color gradient indicates time during the trial.

With the positional information obtained from tracking, we used custom Python code to extract 4 kinematic parameters from the bots to compare neurobots with biobots. These were the total distance travelled, average speed, average acceleration, and the percentage of the well that was traversed in 30 minutes (see Methods). We found no significant difference in the total distance traveled, the percentage of the well covered, and average speed and acceleration (Figure S5). However, we found that the minimum movement speed of neurobots was significantly higher than that of biobots, indicating that neurobots tended to move more than biobots, remaining idle less often.

We had observed that some bots show simpler circular movement trajectories with relatively constant radii (e.g., Figure 5b‐bot #3), whereas others showed changes in their circling radius (e.g., Figure 5b‐bot #4) or a generally more complex movement pattern (e.g., Figure 5‐ bot #5). More complex movement patterns in neurobots would support the hypothesis that neural activity may play a modulatory role in their spontaneously generated movements. To further investigate potential differences in the movement patterns of neurobots and their non‐neural counterparts, we used a spectral analysis, calculating the Welch power spectral density (PSD) of the trajectory time series along the *x* and *y* coordinates (Figure 6a,b, two exemplar trajectories and their corresponding time series on the *x*‐coordinate, see Methods). We then detected significant peaks in the *x* and *y* PSDs, summed the number of unique peaks in *x* and *y* PSDs, and defined this number as the Complexity Index (CI, Figure 6c). In this analysis, a CI of one indicates a circular trajectory with constant diameter (where both *x* and *y* PSD have one peak at the same location), and the number increases as the trajectory becomes more complex. A complexity index of zero signifies non‐moving bots. We further used a time‐frequency analysis (wavelet‐transform) and surrogate data to confirm the significance of the power at the peaks identified in the Welch analysis (see Methods).

**FIGURE 6:**
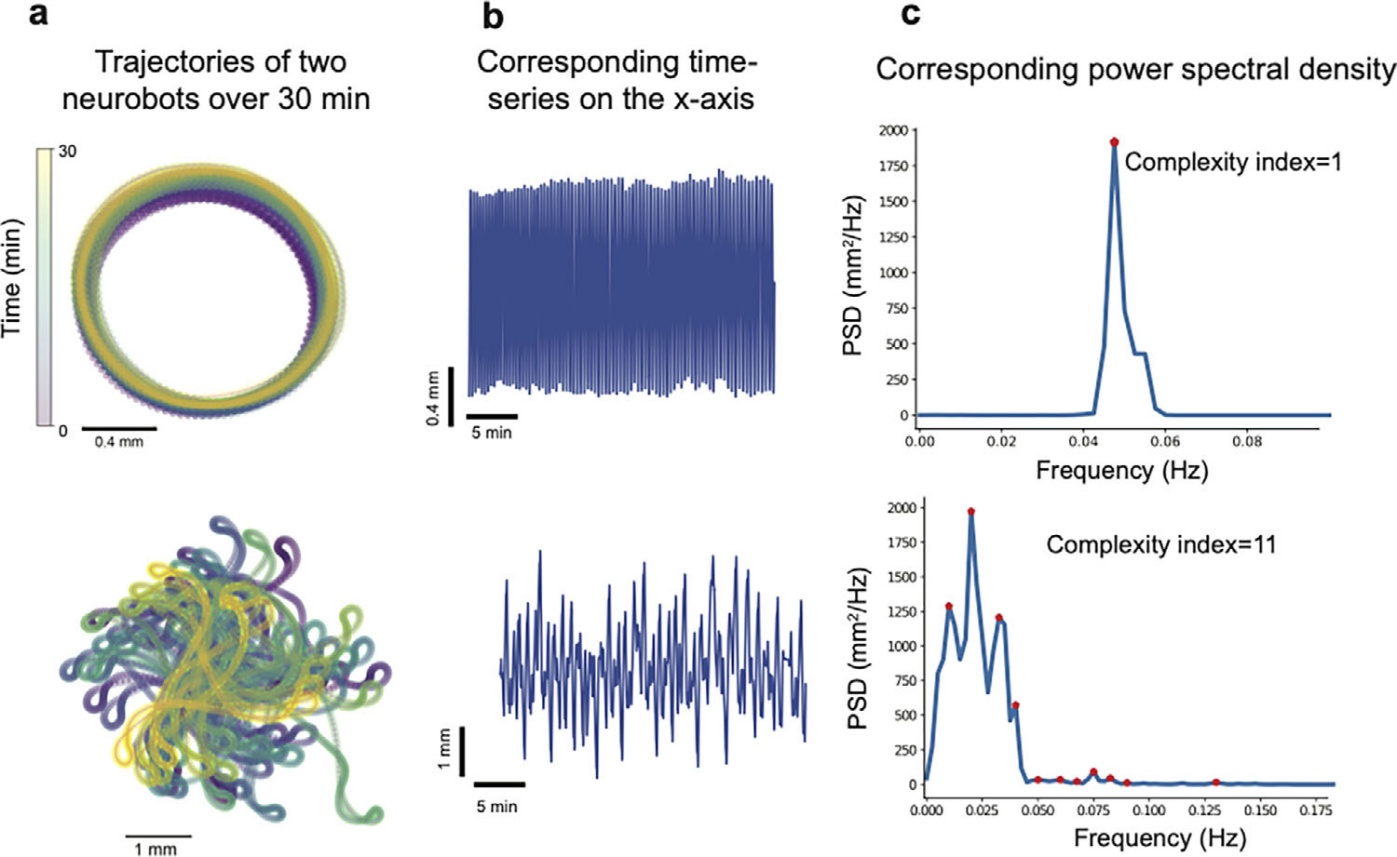
The number of peaks in the power spectral density was used to quantify the complexity of movement trajectories. (a) Examples of simple (top panel) and complex (bottom) trajectories. (b) Time series of the movement amplitudes projected on the *x*‐axis. (c) Power spectral densities corresponding to time series in panel (b) Red stars mark the location of significant peaks.

Interestingly, we found that neurobots showed a significantly higher degree of trajectory complexity compared to biobots (Figure 7a). This increased complexity could not be explained by the roundness or size of the biobots and neurobots, as these variables were not significantly correlated (Figure 7b,c). The increased complexity of neurobots could be a result of increased variability in the beating frequency of cilia in MCCs, changes in their spatial distribution, changes in the 3D structure of the bot, or changes in the activity or distribution of other cell types (including neurons) that may modulate the ciliary beating frequency, among other factors. When we measured this index in sham neurobots, we also found an increase, albeit not significant, relative to biobots (Figure S1c), indicating that the increased complexity we observe in neurobots is at least partially due to factors other than neural signaling. Like biobots, sham neurobots were more likely to show longer periods of immobility, and their minimum speeds were not significantly different from those of biobots (Figure S1d). Finally, consistent with the finding that minimum speed was significantly higher in neurobots (Figure 7d), we found that most inactive bots (Npeaks = 0) were in the biobot category, with 6 out of 48 (12.5%) biobots inactive, whereas only one out of 47 (2.1%) neurobots was inactive.

**FIGURE 7:**
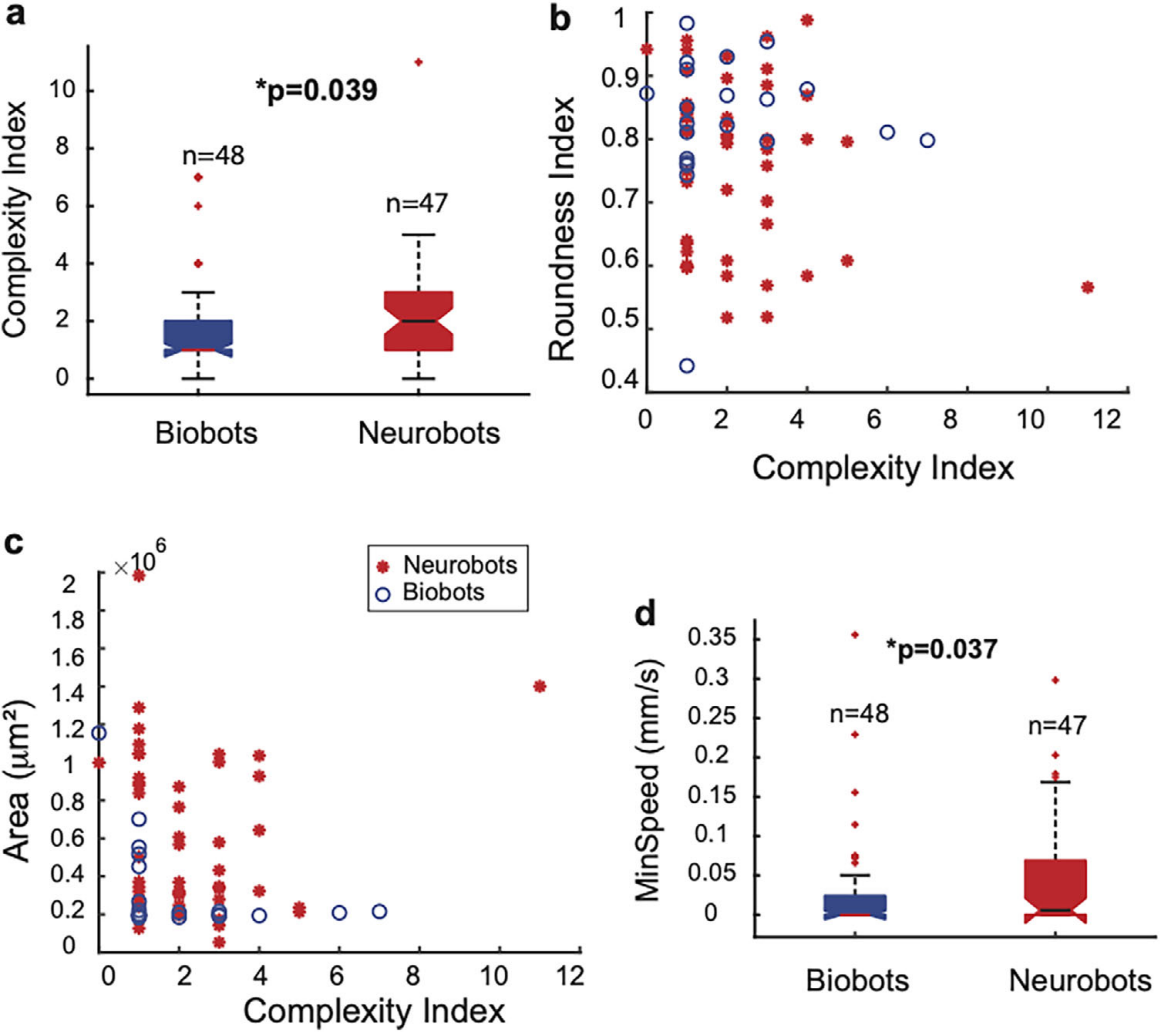
Neurobots show differences in movement patterns compared to biobots. (a) Neurobots have more complex trajectories than biobots (Kruskal–Wallis test, *p* = 0.039), and (b) this complexity is not correlated with their roundness (Pearson correlation coefficient = −0.15, two tailed *t*‐test *t*(45) = 45, *p* = 0.2), or (c) their area (Pearson correlation coefficient = −0.03, two tailed *t*‐test *t*(df) = 45, *p* = 0.76). (d) Neurobots were more likely to be active (have non‐zero minimum speed) than biobots (Kruskal–Wallis test, *p* = 0.037).

### 2.5 A Seizure‐Inducing Drug Differentially Affects the Behavior of Neurobots and Biobots

To further investigate whether neural activity could play a role in modulating trajectory complexity, we performed pharmacological experiments, treating groups of neurobots and biobots with entylenetetrazole (PTZ), a GABA_A_ receptor antagonist used for its seizure‐inducing effects in animal studies [50]. Although we do not know the identity of neuronal constituents of neurobots, we reasoned that a positive result, for example, an increase in the complexity index after PTZ treatment, could be an indirect indication of the presence of GABAergic control of movement. To test this, we performed experiments in which we video recorded the movement of neurobots and biobots in regular media and compared the complexity indices after they were transferred to dishes containing 15 mM PTZ. To get an estimate on the baseline complexity index and account for potential variability due the transferring, we followed the experimental protocol depicted in Figure 8a.

**FIGURE 8:**
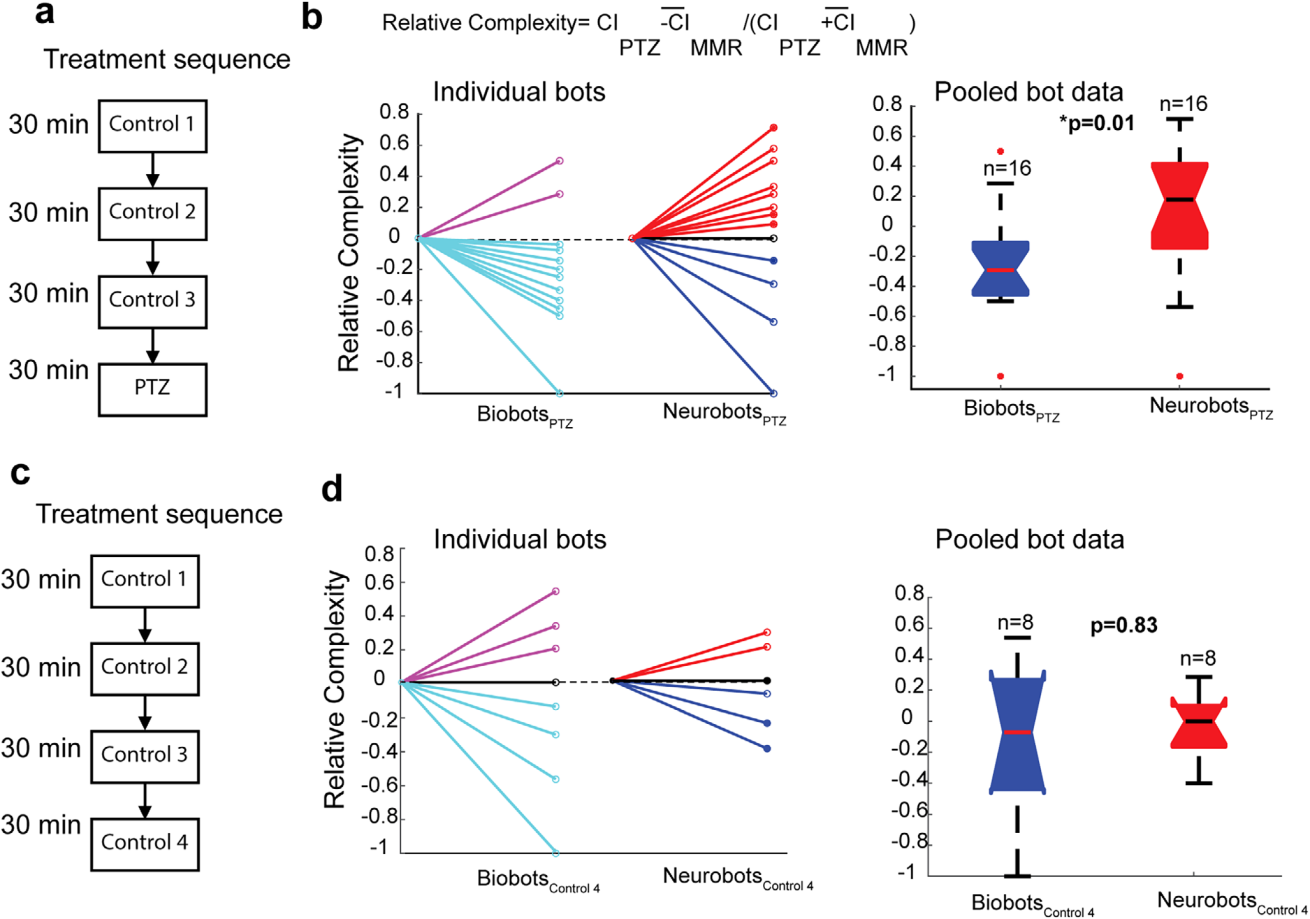
PTZ differentially impacted the movement of neurobots and biobots. (a) Experimental protocol for testing the effect of PTZ on the movement of neurobots (*n* = 16) and biobots (*n* = 16). Movement of bots was measured in control media, across three transfers for 30 min. The bots were then transferred to a dish containing 15 mM PTZ solution, and their behavior was measured for another 30 min. (b) Relative complexity was defined as the complexity index measured while in PTZ, relative to the average complexity index measured for three consecutive controls. Although most biobots reduced their complexity index relative to control (cyan lines: decreased complexity, purple lines: increased complexity), the relative complexity index for neurobots was equally likely to increase or decrease (red and blue lines). The relative complexity of zero corresponds to the average CI for the three controls (black). Filled circles indicate neurobots cultured in zolmitriptan prior to testing. Neurobots showed significantly higher relative complexity compared to biobots (Kruskal–Wallis test, *p* = 0.01). (c,d) Show the results from control experiments where the PTZ treatment block was replaced with another control step. Trajectory complexity was equally likely to increase or decrease in the absence of PTZ. There was no significant difference between the relative complexity of biobots and neurobots (Kruskal–Wallis test, *p* = 0.01).

The behavior of bots (16 neurobots and 16 biobots) was video recorded for 30 minutes in 8‐well plates filled with regular media (control 1), after which the bots were transferred to the second and third sets of dishes containing regular media (control 2, control 3). The bots were then transferred to dishes containing PTZ (Figure 8a). For each bot, we calculated the CIs for the three control conditions and used the average to calculate relative complexity measures for PTZ and the wash. To control for non‐specific effects that may occur upon the fourth transfer, we performed the same sequence of transfers for a second set of bots (8 neurobots and 8 biobots), where the fourth transfer was into wells that contained regular media and not PTZ (Figure 8c).

We found that all except two biobots showed a relative decline in their movement complexity while in PTZ (Figure 8b), thereby significantly reducing the CI relative to control (one‐sample *t*‐test, *t*(df) = 15, *p* = 0.009). The effect of PTZ on biobots suggests that PTZ may act on GABA receptors expressed by non‐neuronal cells or exert other off‐target effects. Indeed, GABAergic receptors are present on goblet cells lining the surface of both biobots and neurobots, which could indirectly modulate movement through altered mucus secretion (see Discussion).

The majority of neurobots, on the other hand, showed increased complexity relative to control, although a few did show a decline (Figure 8b, left panel). As a result of this dichotomy in the impact of PTZ, the average CI in neurobots was not significantly different relative to control (one‐sample *t‐*test, *t*(df) = 15 *p *= 0.39). When we compared the relative complexity after PTZ treatment, however, we found a significant difference between neurobots and biobots, with neurobots showing significantly higher values for relative complexity (Figure 8b, right panel). This effect was not observed when we transferred bots to the control media a fourth time (Figure 8c,d), confirming that the observed effect was specific to PTZ. The variability of the impact of PTZ on neurobots is in fact not surprising given the potential variability in the identity and the degree of expression of neurons (Figure S3). What is very interesting is the significant differential impact on the biobots and neurobots. Because neurobots are biobots + neurons, the fact that most of them showed an increase in their CI suggests a role for neural activity acting against the default inhibitory effect of PTZ on the movement of biobots. Alternatively, neural expression could indirectly contribute to these effects through its impact on the expression of MCCs or other cell types present on the outer surface of the bots.

### 2.6 Neurobots Show Significant Differences in the Distribution of MCCs, and Their Roundness Is Anti‐Correlated With the Degree of Neural Expression

To quantify the overall amount of neural expression and its relationship with neurobot morphology and behavior, we used the confocal images of neurobots immunostained with acetylated α‐tubulin antibody, which labels neurons and cilia in the MCCs. Using this data, we traced the neural processes and quantified the position of the MCCs using Imaris software (Figure 9a,b, see Methods). In this analysis, we did not distinguish between axons or dendrites and could not determine whether these processes belonged to individual neurons. We could, however, obtain rough estimates of the total amount of neural tissue and the degree of branching by calculating the total length of neurites and the number of terminals, which were defined as the number of nerve endings, agnostic of their identity (i.e., axonal or dendritic). Figure 9 (top panels) shows two examples of such traces in cases of neurobots with very few and many neurites. We calculated the correlation between the degree of neural growth, expression of MCCs, bot size, and shape, as well as the CI of the trajectories across all neurobots for which we had both behavioral and structural data (Figure 9c). We also calculated the correlation of all these parameters with the relative amount of neural tissue that was implanted on Day 1 as the neurobots were constructed. This ratio was calculated by dividing the area of the implanted clumps by that of the external shell (Figure 9c: Neu/Ect, Figure 1a (ii), see Methods).

**FIGURE 9:**
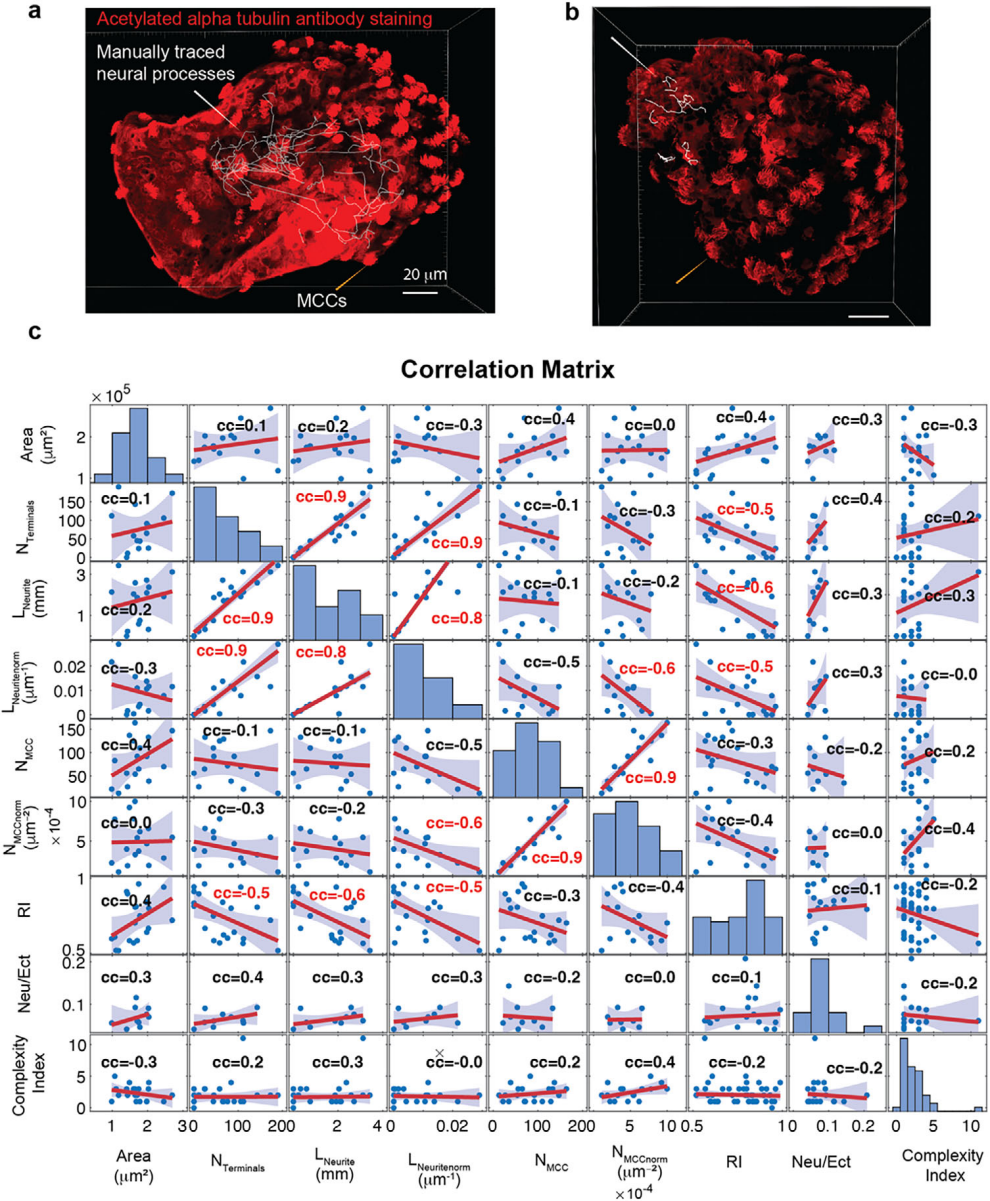
Pair‐wise correlations between size, shape, neural expression, and movement complexity in neurobots. (a,b) Examples of neurobots stained with acetylated α‐ tubulin which labels multiciliated cells and neurons. Overlaid white curves show the neural processes traced using Imaris software. Orange arrow heads point to exemplar multiciliated cells (a) Example of a neurobot with a high degree of innervation *N*_terminals _= 327, *L*_Neurite _= 7635.9 mm. (b) Example of a neurobot with small degree of innervation *N*_terminals _= 40, *L*_Neurite _= 753.8 mm. (c) Pairwise correlation between structural parameters of all stained neurobots and Complexity Index, *N*_terminals_ = total number of endings, *L*_Neurite _= total length of neurites, *L*_Neuritenorm _= total length of neurites normalized to area, *N*_MCC _= total number of multiciliated cells on the surface, *N*_MCCnorm _= *N*_MCC_ normalized to area, RI = Roundness Index, Neu/Ect = ratio of the areas of neural implant to ectoderm shell. White and yellow arrows point to the position of manually traced neural processes and multiciliated cells. Pearson correlation coefficients are depicted for each pair. Values in red correspond to statistically significant correlations (two‐tailed Student's *t‐*test, *P *< 0.05). A robust linear regression was used for linear fits. The full model statistics are provided in Spreadsheet S1).

Based on this analysis, we found that the total number of neuron terminals was highly correlated with both absolute (Pearson correlation coefficient = 0.9, *t*‐test, *t*(df) = 20, *p* = 2.63e‐09) and area‐normalized neural length (neurite density, Pearson correlation coefficient = 0.9, *t*‐test, *t*(df) = 17, *p* = 2.77e‐06). Interestingly, we found a significant negative correlation between neurite density and MCC expression density (Pearson correlation coefficient = −0.6, *t*‐test, *t*(df) = 12, *p *= 3.33e‐02); neurobots with higher neurite density tended to have lower overall density of MCCs. Consistent with this finding, we found that biobots (which do not have neurons) have a significantly higher density of MCCs compared to neurobots (Figure S6, Kruskal–Wallis test, *p* = 0.027). Additionally, we found a significant negative correlation between the Roundness Index (RI) and neurites’ absolute length (Pearson correlation coefficient = −0.6, *t‐*test, *t*(df) = 20, *p* = 5.09e‐03), neurites’ normalized length (Pearson correlation coefficient = −0.5, *t*‐test, *t*(df) = 17, *p* = 1.72e‐02), and total number of terminals (Pearson correlation coefficient = −0.5, *t*‐test, *t*(df) = 20, *p* = 1.72e‐02). That is, the more elongated the bot, the more neural expression, suggesting that the elongation could be a result of neural processes growing within the neurobot. This hypothesis is consistent with the finding that sham neurobots were not different from biobots in their RI (Figure S1a, Kruskal–Wallis test, *p* = 0.89). We did not find a significant correlation between CI and neural expression metrics although the neurobot with the highest complexity index also had the largest number of terminals and neurite length (see the outlier data point in the panels). Similarly, we found only a small correlation (non‐significant) between the relative amount of implanted tissue and the degree of neural expression metrics.

Previous studies showed that treatment with zolmitriptan, which is a selective 5‐hydroxytryptamine (5‐HT) 1B/1D receptor agonist, increased the degree of ectopic (but not native) neural growth in *Xenopus* embryos [51]. We investigated whether this treatment would have an impact on the degree of neural growth in neurobots, where the neurons are all ectopic. Interestingly, we found that this treatment increased the degree of neural expression in neurobots as well, although it did not have a significant effect on any of the behavioral measurements including trajectory complexity (Figure S7). In this group, we found a tight correlation between the ratio of neural implant to ectoderm shell and total number of terminals, as well as total neural length (Figure S7). These results indicate that neurons in a neurobot behave as ectopic, not native, cells. Notably, 4 of the 16 neurobots in the PTZ study presented in the previous section were cultured in zolmitriptan (filled circles Figure 8b; Figure S7), three of which showed an increase in relative complexity. This result points to the possibility that this treatment may bias neural expression toward those that respond to PTZ that is, GABAergic neurons. Further experiments are required to characterize the impact of zolmitriptan treatment on the neural expression patterns within neurobots.

In summary, neural growth in neurobots significantly impacts their shape and the distribution of MCCs, and this growth could be potentially increased by modulating serotonergic signaling. The degree to which neural expression contributes to trajectory complexity remains elusive. The lack of observed correlation between neurite growth and complexity index points to the potential heterogeneities in cell type expression and connectivity profiles of neurites across neurobots.

### 2.7 The Three Types of Bots Exhibit Significantly Different Patterns of Gene Expression

Like the structure and function of the central nervous system, transcriptomes are typically viewed as products of a long evolutionary history of selection. In standard organisms, they are further shaped by ongoing neural inputs [52, 53]. What would the transcriptome of a novel construct with a nervous system look like? With this question in mind, we next asked what changes to default biobot transcriptomes, if any, would be induced by the presence of neural tissue. To characterize the transcriptome of neurobots and compare it to its non‐neuronal counterparts (i.e., biobots and sham neurobots), we performed bulk RNA sequencing of their tissue. For each bot type, four biological samples were included (neurobots: NB1‐4, biobots: BB1‐4, sham neurobots: SH1‐4). Due to the small size of the bots, and, therefore, the small amount of RNA, each sample comprised tissue from multiple bots (see Methods).

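Biobots are animal caps of Xenopus laevis embryos that close into ciliated spheres, and neurobots are animal caps implanted with neural precursor cells that had been kept dissociated. Sham neurobots carried an implant of cells that were allowed to reaggregate shortly after dissociation, which by the paper's methods keeps them from a neural fate. The 12 RNA samples were 4 pools of each kind of bot. Neurobot pools held 14 bots (NB1) or 12 bots (NB2, NB3 and NB4), biobot pools held 16 (BB1), 6 (BB2 and BB3) or 5 bots (BB4), and sham pools held 5 (SH1 and SH4) or 6 bots (SH2 and SH3). NB1 and BB1 were sequenced in a first submission that held no sham pool. The authors aligned the reads to the X. laevis genome with Hisat2, counted them on genes with FeatureCounts and deposited the read counts without normalization and the FPKM values of 44478 genes, of which 6473 had no read in any library. Total counts ran from 28633187 to 37985824 per neurobot library (median 33555701), from 29664449 to 35995421 per biobot library (median 31954064) and from 27265034 to 36028614 per sham library (median 29257375). Between 30569 and 32605 genes had at least 1 count in a neurobot library, against 28892 to 29998 in a biobot library and 29573 to 31524 in a sham library. FPKM computed from the counts, the gene lengths and DESeq2's size factors equalled the deposited FPKM (largest relative difference 5.1e-15). Each comparison was fitted on the counts of its own 8 libraries with edgeR's quasi-likelihood test after TMM normalization, over the genes that passed edgeR's expression filter, and a gene is called higher or lower where its Benjamini-Hochberg adjusted p was under 0.05. In counts simulated from these libraries with 200 genes changed by 2 on the log2 scale, the test recovered 92.5% of the changed genes for neurobots against biobots, 91% for neurobots against shams and 97% for shams against biobots. It made 5, 15 and 13 false calls in those simulations, among 23755, 24243 and 22415 genes. The changed genes were drawn only from genes with mean counts well above the filter's minimum, so recovery at few counts was not measured. Expression of single genes is given in CPM, counts scaled to the library total after TMM normalization over all libraries. Where every library of a group had 3 counts or fewer, the fold difference was computed against 3 counts and is a lower bound. Many genes of this allotetraploid frog are listed as a pair of homeologs with the suffixes .L and .S, and reads of near-identical sequence are uncertain between the members of a pair. Of the 1218 pairs with both homeologs called between neurobots and biobots, 1162 changed in the same direction.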

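Across all genes, the Pearson correlation of FPKM between pools of the same kind had a median of 0.966 in neurobots (0.911 to 0.997 over 6 pairs of pools), 0.986 in biobots (0.977 to 0.994) and 0.991 in sham neurobots (0.977 to 0.996). Genes are not independent replicates, so each r describes a pair of libraries. NB1 was the pool farthest from its group, with r between 0.911 and 0.943 with the other neurobot pools, which had r between 0.989 and 0.997 among themselves. Without the pools of the first submission the median was 0.990 in neurobots and 0.993 in biobots; the first submission held only 1 pool of each of these kinds and gives no value within a group. Mean r within groups exceeded mean r between groups by 0.0512 (exact permutation test over the 5775 partitions of the 12 libraries into 3 groups of 4, one-sided p = 0.000346). With Spearman's rank correlation the medians were 0.953 in neurobots, 0.951 in biobots and 0.952 in sham neurobots.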

We found a high degree of correlation between normalized gene expression levels among all samples within each group (Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced, FPKM [54]), indicating reliability and repeatability of the results (Figure 10a). Moreover, we found that gene expression levels in biobots and sham neurobots were much more correlated to one another than to neurobots (Figure 10a, see Methods). Similarly, neurobots could clearly be separated from shams and biobots based on the principal component analysis on the normalized gene expression value (FPKM) of all samples (Figure 10b, see Methods).

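Between biobots and sham neurobots, r had a median of 0.983 (0.971 to 0.992 over 16 pairs of libraries). Neurobots had a median r of 0.880 with biobots (0.846 to 0.942) and of 0.907 with sham neurobots (0.874 to 0.952). NB1 lay closest to the other bot types, with r from 0.922 to 0.942 with biobots and from 0.941 to 0.952 with sham neurobots, whereas NB2, NB3 and NB4 had r from 0.846 to 0.896 with biobots and from 0.874 to 0.917 with sham neurobots. The mean r among the 8 biobot and sham libraries exceeded their mean r with neurobots by 0.0856 (one-sided exact permutation p = 0.00202, the smallest that the 495 splits allow). Without NB1 and BB1 the difference was 0.0978 (one-sided exact permutation p = 0.00833, the smallest that 120 splits allow), with medians of 0.984 between biobots and shams and 0.876 between neurobots and biobots.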

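In the deposited FPKM values, with genes centred and not scaled, the first principal component held 56.8% of the variance and the second 27.75%. The 10 genes with the largest weights held 82.55% of the squared weights of the first component and 30.86% of those of the second. The first component therefore describes mainly a few genes. Scores on the first component were 3621, 14700 and 13540 for NB2, NB3 and NB4, but -4925 for NB1, which lay within the range of the biobot scores (-8430 to -4299). Sham pools ranged on the same component from -9916 (SH2) to 7952 (SH1). The difference in mean score between the 4 neurobot pools and the 8 others was not larger than the spread between pools gives (two-sided exact permutation p = 0.0545). With 1 library left out at a time, this exact permutation p ran from 0.00909 without SH1 to 0.182 without NB4, and it was 0.025 without the first submission. On the second component neurobots scored from -272.9 to 14760 and the others from -7129 to 1836 (two-sided exact permutation p = 0.00808), and its share of the variance dropped to 18.4% without NB2. On log2(FPKM + 1) the first component held 57.1% of the variance (31.95% after scaling to unit variance), and every neurobot pool (39.6 to 92.3) scored above every other pool (-43.6 to -28.5; two-sided exact permutation p = 0.00202, the smallest that 495 splits allow).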

**FIGURE 10:**
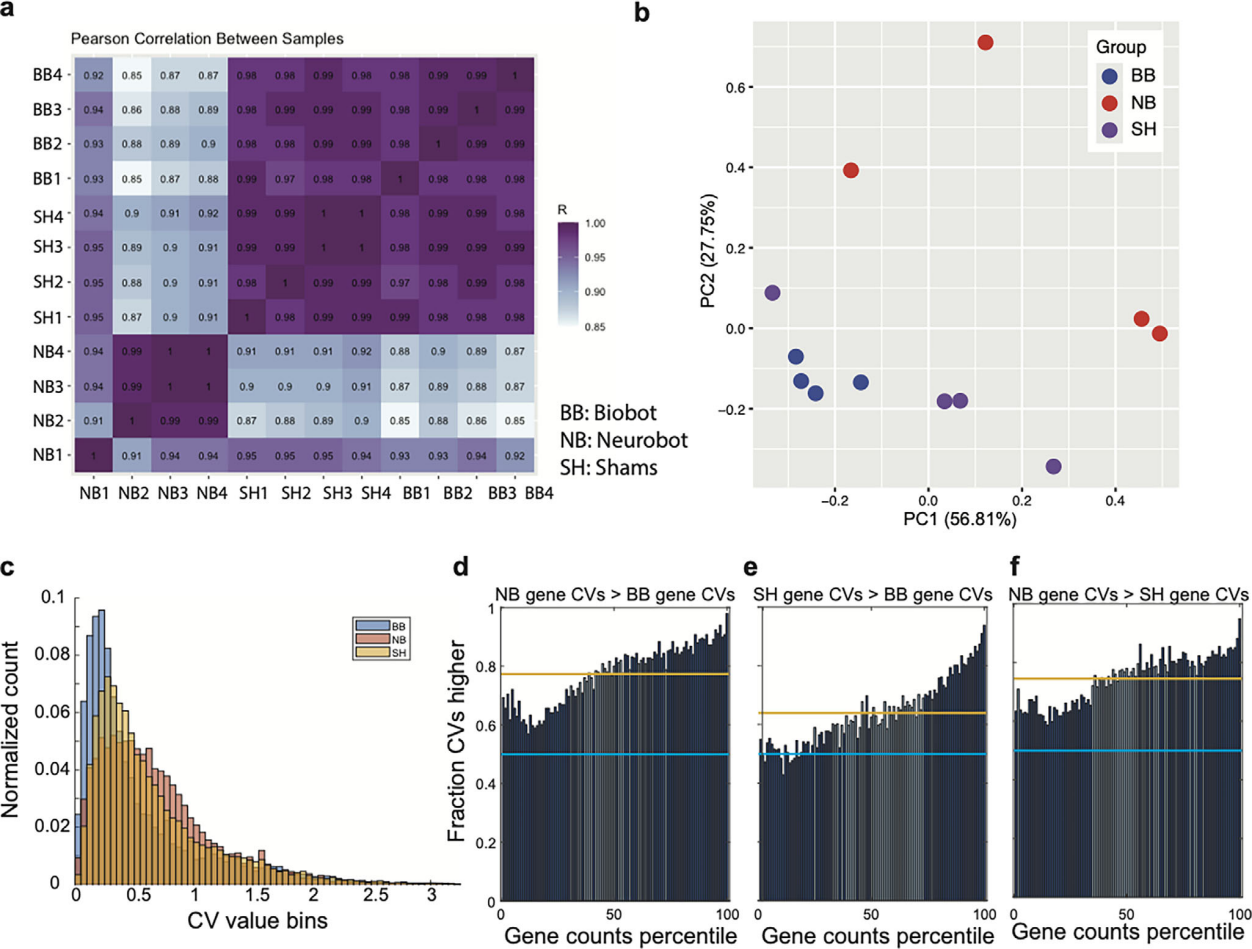
Comparison of gene expression and its variability between neurobots, biobots, and sham neurobots. (a) Pearson correlation of gene expression within and across groups of neurobots (NB), sham neurobots (SH), and biobots (BB). The closer the value to 1, the more similar the expression patterns. (b) Principal component analysis of gene expression values. Each dot corresponds to one sample, which contained multiple bots of one kind. (c) Histograms of coefficients of variation (CV) in gene counts (FPKM) in neurobots (red), biobots (blue), and sham neurobots (yellow). Neurobots showed a significantly higher variability in their gene counts compared to both biobots and shams, and shams showed a higher variability compared to biobots (Kruskal–Wallis test with multiple comparisons using Tukey's honestly significant difference test; *p* < 0.00001). Genes with higher counts showed a higher degree of variability in their expression when comparing neurobots with biobots and shams (d,e). Dark blue bars mark the bins where the difference in CV was significantly different from what is expected if the ranking of genes were randomly shuffled. Similarly, genes with low levels of expression showed lower coefficient of variation than expected by chance. The *p*‐value of each bin was defined as the proportion of the bin fractions from the distribution that were further in absolute value from the distribution mean than the true bin fraction. Bins with *p*‐values of *p *< 0.05 were deemed statistically significant and were colored dark blue. All other bins were colored light blue. The mean bin value from the distributions was plotted as an orange line. (f) Same as (d,e) but comparing neurobots with shams. Bin values above 0.5 (light blue line) indicate that more than half of the CVs in that bin had higher values in that comparison.

We next compared the gene count variability across the samples of biobots, neurobots, and sham neurobots on a gene‐by‐gene basis (Figure 10c–f). 

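The coefficient of variation of each gene was computed from FPKM as in the paper's methods, over the pools NB2 to NB4, BB2 to BB4 and SH1 to SH4. The paper left NB1 and BB1 out to reduce the effect of variability between batches. The standard deviation over pools was multiplied by the square root of the mean number of bots per pool, a factor of 3.46 for neurobots, 2.38 for biobots and 2.345 for sham neurobots, before division by the mean. Over the 24302 genes with a value above 0 in each of these pools, the median coefficient of variation was 0.776 in neurobots, 0.450 in sham neurobots and 0.318 in biobots. Without the factor for pool size the medians were 0.224, 0.192 and 0.134 in the same order. Leaving NB2 out brought the neurobot median down to 0.259, against 0.334 in biobots over the same 25561 genes. With all 4 pools of each kind the median was 1.05 in neurobots and 0.544 in biobots over 24425 genes, and it was lower in sham neurobots (0.454) than in biobots (0.548) over 24615 genes. No p across genes is given, because genes are not replicates.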

We found that neurobots showed a significantly higher variability, quantified by coefficient of variation (CV, see Methods) in their normalized gene counts (FPKM) across neurobot samples, compared to both biobots and shams, and samples of sham neurobots showed a higher variability compared to samples of biobots (Figure 10c). We then compared pairs of groups (e.g., NB and BB) to determine the fraction of genes that had a greater CV in normalized gene count in one group than the same gene in the other group. For the chosen pair of groups, genes were ranked by the mean count value across all pools of both groups, and the CV of each gene's counts across the pools of each group was calculated (Figure S10, see Methods). The CV list was split into 100 bins (percentiles) containing an equal number of genes, and the fraction of genes in the bin for which the CV of the first group was greater than that of the second group was found and plotted.

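Of the 25127 genes compared between neurobots and biobots, 77.35% had the larger coefficient of variation in neurobots, and of the 25403 genes compared between neurobots and sham neurobots, 74.5% did. Equal spread per bot, which the factor for pool size assumes, gives 50% with 3 pools against 3 and 46.5% with 3 against 4, and equal spread between pools, whatever their size, gives 67.9% against biobots and 67.0% against shams once the factor is applied. In the 100 bins of genes ranked by mean FPKM, the share ran from 56.75% to 97.6% against biobots and from 57.9% to 94.5% against shams. Over these pools both shares depended on NB2. Without it only NB3 and NB4 were left, the pair of libraries with the highest r (0.9974), and the shares were 40.6% and 30.5%. Equal spread per bot gives 42.3% and 39.1% with 1 neurobot pool fewer, and equal spread between pools 56.3% and 54.7%. Then 3 and 0 bins were left above 50%. With NB1 and BB1 included the shares were 77.6% and 88.7%, and without NB2 they were then 68.3% and 78.5%, above the 58.2% and 68.3% of equal spread between pools (alternatives without single pools chosen after seeing the data). Without NB3 the shares were 74.2% and 71.15%, without NB4 74.5% and 72.5%, and leaving out any single biobot or sham pool gave shares from 72.6% to 80.2%.

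**Figure D1:**
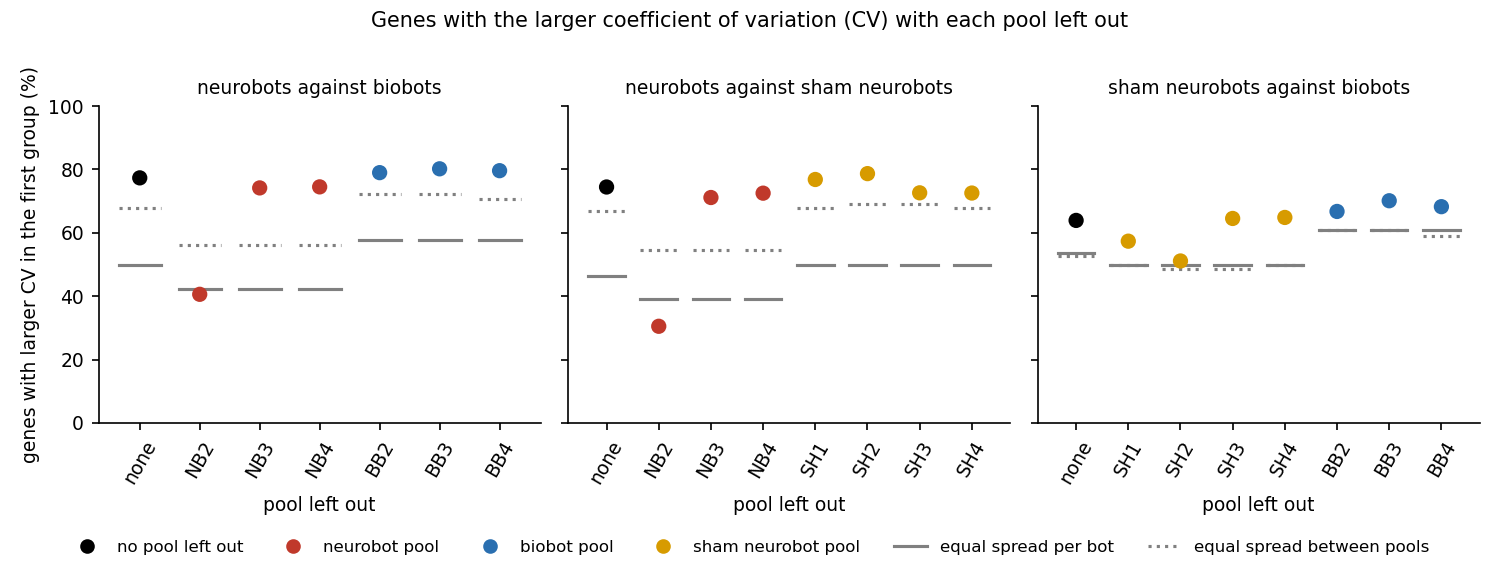
Percent of genes with the larger coefficient of variation in the first group of each comparison, with all the pools used and with each pool left out in turn; the grey marks give the percent for that number of pools with equal spread per bot (solid) and with equal spread between pools whatever their size (dotted). Neurobots against biobots falls from 77.35% to 40.6% and neurobots against shams from 74.5% to 30.5% when NB2 is left out.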

We found that in all bins, more than half of the neurobot genes showed higher CV compared to the biobot and sham group (Figure 10d,f; cyan horizontal line is at 0.5). 

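Sham neurobots had the larger coefficient of variation than biobots for 63.9% of 24945 genes, with 91 of the 100 bins above 50% and bins from 44.4% to 93.6%. With 4 sham pools against 3 biobot pools, equal spread per bot would give 53.5% and equal spread between pools 52.7%. Leaving out SH2 lowered the share to 51.1% and the bins above 50% to 46, and leaving out SH1 gave 57.4% and 75 bins. The other 5 pools, left out in turn, gave shares from 64.5% to 70.1%. Including BB1, so that all 4 pools of both kinds entered, reversed the direction: 37.45% of the genes had the larger coefficient of variation in shams, with 8 bins above 50%, where equal spread between pools would give 37.4% because BB1 raises the factor of biobots.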

For the sham neurobot group, genes in most, but not all bins showed higher CV compared to biobots (Figure 10c). In addition, we found a trend for genes with higher normalized counts showing a higher degree of variability in their expression when comparing neurobots with biobots and shams (Figure 10d,f). This pattern was significantly different from what is expected from chance in most bins (dark blue bins), that is, relative to the average CV calculated across all bins regardless of the order (orange line, see Methods). 

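Against biobots, the share of genes with the larger coefficient of variation in neurobots rose from 65.8% in the 10 bins of lowest FPKM to 91.0% in the 10 bins of highest FPKM, and against shams it rose from 65.6% to 85.4%. The rank correlation between bin and share was 0.953 and 0.914, respectively, across bins of genes, which are not independent replicates. In 1000 shuffles of the gene order, 38 bins lay above and 31 below the shuffled values in the comparison with biobots, and 30 above and 32 below in the comparison with shams. The trend did not hold without NB2: over the pools that were left the rank correlations were -0.133 and -0.923.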

The overall higher variability seen in neurobots and shams compared to biobots could be due to several factors. First, in both neurobots and shams, the implanted cells are harvested from ∼50 embryos, whereas a biobot is made out of a single embryo. Moreover, higher variability in the implanted bots is expected due to the high variability in the size of the implants in both neurobots and shams. However, these are likely not the only factors involved, as neurobots showed significant differences in their gene count variability compared to shams. Neural differentiation, therefore, likely plays an important role in the increased variability in gene counts seen in neurobots.

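Comparing shams with biobots, the same share rose from 51.6% to 85.4% over the bins of expression, with a rank correlation of 0.949. With no factor for pool size, 64.9% of genes had the larger coefficient of variation in neurobots than in biobots (80 bins above 50%) and 56.4% had it in neurobots than in shams (69 bins), while the share for shams against biobots was 64.7% (95 bins). When the pools of the first submission were added, neurobots had the larger value for 77.6% of genes against biobots and for 88.7% against shams. The paper reasons that implanted cells came from many embryos and that implants varied in size in both neurobots and shams, and, because neurobots also differed from shams, it proposes that neural differentiation plays an important role in the variability of neurobots.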

Additionally, we found that neurobots included a significantly larger number of genes that were differentially expressed relative to biobots and sham neurobots (Figure 11a,b), whereas biobots exhibited a smaller subset of differentially expressed genes relative to sham neurobots (Figure 11c). Moreover, the number of significantly upregulated genes (*p* < 0.05, red dots with positive fold change) in neurobots compared to biobots and shams (6774 and 6859 genes, respectively), were much higher than those that were significantly downregulated (red dots with negative log fold change, 3578 in neurobots vs biobots and 4010 in neurobots vs shams), resulting in highly asymmetric volcano plots (Figure 11a,b). This was not the case when comparing shams with biobots (Figure 11c, 1733 upregulated and 1429 downregulated genes). These results are consistent with a gain‐of‐function as a result of neural growth in neurobots.

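Of 24082 genes tested between neurobots and biobots, 7657 were called, and of 24542 genes tested between neurobots and sham neurobots, 8065 were called. Between sham neurobots and biobots 1306 of 22764 genes were called. The 4 libraries of one group lay entirely above or below the 4 of the other for 33.6%, 35.0% and 16.4% of the tested genes in these comparisons, where chance gives 2.86%. DESeq2 called 10380, 10853 and 3146 genes, including 7645, 8049 and 1304 of those called by edgeR. In the simulations, with 200 changed genes, DESeq2 made 66, 65 and 46 false calls, or 25.4%, 25.6% and 18.7% of its calls. A false share depends on how many genes changed, and the simulated spread was taken from edgeR's fit. These percents therefore do not give the share of false calls among DESeq2's calls in the data. With each library left out in turn, between 6477 (without NB4) and 11009 genes (without NB1) were called against biobots and between 6162 (without SH3) and 11067 (without NB1) against shams. The number for shams against biobots changed more than 1.5 times with every library left out. It was 482, 2828, 447 and 285 without SH1, SH2, SH3 and SH4, and 2884, 407, 501 and 349 without BB1, BB2, BB3 and BB4.

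**Figure D2:**
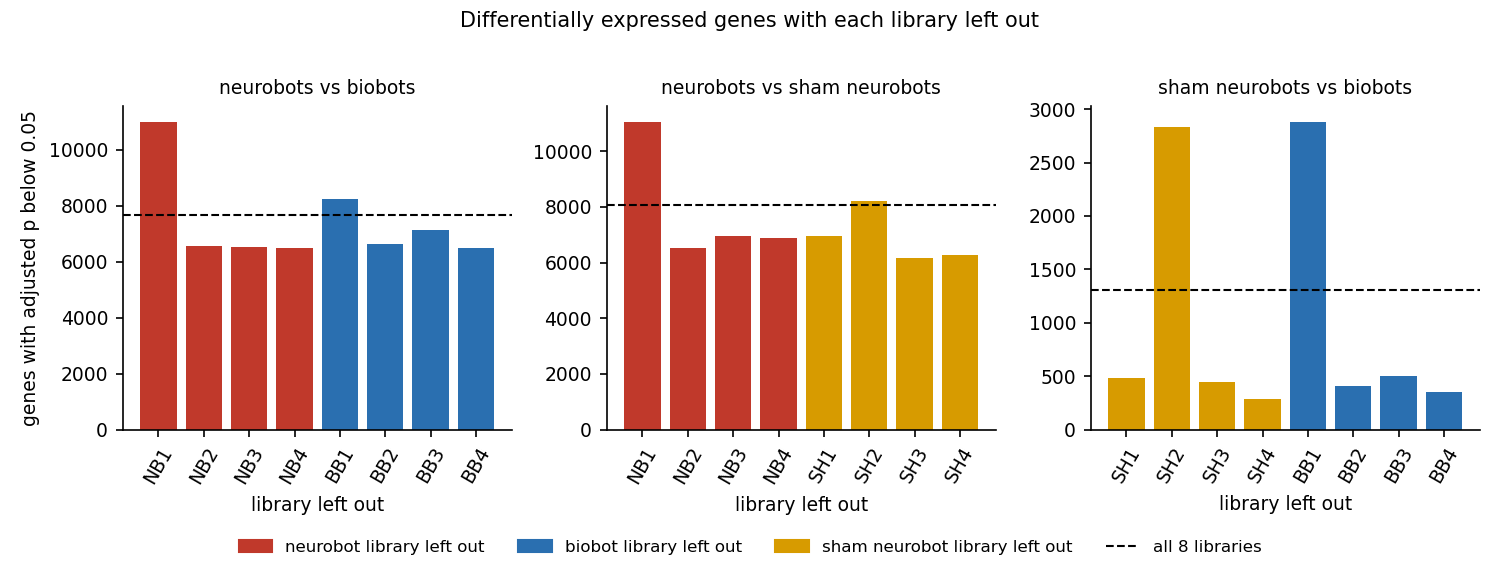
Number of genes called in each of the 3 comparisons with each library left out in turn (bars); the dashed lines mark the number called with all 8 libraries. Calls between shams and biobots run from 285 without SH4 to 2884 without BB1, and both comparisons with neurobots stay at 6162 genes or more.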

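Neurobots had 4696 genes called higher and 2961 called lower than in biobots, so that 61.3% of the called genes were higher, and 4822 higher and 3243 lower than in sham neurobots (59.8% higher). With single libraries left out, the genes higher than in biobots numbered from 4215 (without NB2) to 6380 (without NB1), and the genes lower from 1986 (without BB4) to 4629 (without NB1). Against shams, 4139 to 6277 genes were higher, and the number lower was 2010 without SH3, 2032 without SH4 and 4790 without NB1. In these fits the percent higher stayed between 57.95% and 69.5% against biobots and between 56.7% and 67.6% against shams. Scaling by library size alone, which moved the median log2 fold change of all genes by 0.10 against biobots and by -0.06 against shams, gave 70.45% and 60.55% higher. Among the 23832 genes tested against both, 3765 were higher in neurobots than in both other bot types and 1900 were lower than in both (3232 without NB1), while 7 went in opposite directions. The comparisons share the neurobot libraries. In 20 simulations of unchanged groups that shared these libraries, the log2 fold changes of the comparisons correlated across genes with r from 0.494 to 0.514, against 0.923 in the data. In them 0 genes were higher or lower than in both (a median of 93.5 and 127.5 genes at an unadjusted p under 0.05). Hardly any gene was called in either simulated comparison, so almost no overlap was possible. The simulations therefore do not show how many of the shared calls come from the shared libraries.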

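Sham neurobots had 808 genes called higher and 498 called lower than in biobots, or 61.9% higher. The number higher was 287, 1612, 294 and 187 without SH1, SH2, SH3 and SH4, and 1724, 242, 320 and 225 without BB1, BB2, BB3 and BB4. The number lower was 195, 1216, 153 and 98 without the sham pools and 165, 181 and 124 without BB2, BB3 and BB4, in the same order, and 1160 without BB1, while the percent higher stayed between 57.0% and 65.8%. This split moved with the scaling: by library size alone, which moved the median log2 fold change by 0.16, 84.9% of the calls were higher (1303 against 231), and limma on log2(FPKM + 1) gave 50.5% (524 of its calls). The genes with a symbol that rose most and lay apart in all 8 libraries were nr1h5.L, muc2l.L and cpo.1.L. nr1h5.L (chromosome 2L, 55177612 to 55221613) was at least 9.09-fold higher in shams (adjusted p = 0.00546 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and cpo.1.L (9_10L, 92436830 to 92453529) at least 30.3-fold higher (adjusted p = 0.00042, same test). muc2l.L (4L, 19705852 to 19741623) had a log2 fold change of 7.59 (standard error 1.56, adjusted p = 0.0266, same test), but it was not called without SH1, SH2, BB1, BB2, BB3 or BB4 (adjusted p up to 0.0891). Of the genes that fell most, narf.S (9_10S, 41778010 to 41849925) had a log2 fold change of -4.75 (standard error 0.979, adjusted p = 0.0236). It was not called without SH3, SH4 or BB3 (adjusted p up to 0.0695). Without SH1 the fitted value was -8.70, which depends on the prior count because the other shams had at most 0.0348 CPM. cyp11a1.S (3S, 60467317 to 60494496) had a log2 fold change of -4.66 (standard error 0.889, adjusted p = 0.0185; not called without SH1, SH4 or BB4, adjusted p up to 0.0637). efr3b.S (5S, 139407062 to 139456663) was at least 8.47-fold lower (adjusted p = 0.0188; not called without SH3, SH4 or BB4, adjusted p up to 0.0694). With limma on log2(FPKM + 1) muc2l.L, narf.S, cyp11a1.S and efr3b.S were not called (adjusted p from 0.0732 to 0.309), nor were muc2l.L and narf.S with no filter on counts (adjusted p = 0.1 and 0.102) or narf.S with all 12 libraries in one fit (adjusted p = 0.0511). From the larger number of genes raised than lowered in neurobots and its absence in shams, the paper proposes a gain of function as a result of neural growth.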

**FIGURE 11:**
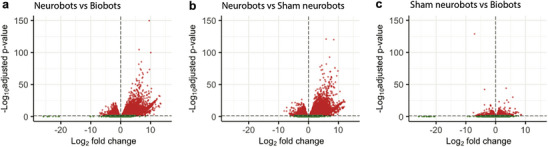
Distribution of differentially expressed genes between different bot groups. (a–c). The *X*‐axis shows the fold change in gene expression between samples of different groups, and the *Y‐*axis shows the statistical significance of the difference. Red dots represent genes that were significantly up (positive values on the *X*‐axis) or downregulated (negative values on the *X*‐axis); green dots represent genes with no significant change. Statistics were evaluated by DESeq2, which employs the two‐sided Wald test. Multiple hypothesis testing corrections were used to obtain adjusted *p*‐values. Red circles represent genes with adjusted *p‐*values that were statistically significant (*p* < 0.05).

We next investigated which biological functions or pathways are significantly associated with the differentially expressed genes. We used Gene Ontology (GO) enrichment analysis to annotate genes to biological processes (bp), molecular function (mf), and cellular components (cc). Due to the large number of upregulated genes in neurobots, we focused on the highly overexpressed genes for this analysis (4 log‐fold or more increase in expression, 2445 genes when comparing neurobots to biobots and 2026 genes when comparing neurobots to shams). 

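With a log2 fold change above 4, 1346 called genes were higher in neurobots than in biobots and 1148 were higher than in shams. In 738 and 498 of these, respectively, every library of the other group had 3 counts or fewer, so that the fitted fold change depends on the prior count. The numbers depended on how low counts were treated: they were 52 and 59 over genes with at least 10 counts in every library, 36 and 35 with limma on log2(FPKM + 1), and 2455 and 2000 with no filter. Leaving out single libraries gave 1306 (without NB3) to 1990 genes (without BB1) against biobots and 1107 to 1715 (without SH1) against shams. The genes with a symbol that rose most in neurobots against both other bot types, with no overlap between libraries, were arr3.L, stmn2.L and igfbpl1.L. arr3.L, on chromosome 8L of the X. laevis assembly v10.1 from 34391623 to 34410228, had 57.7 ± 31.6 CPM (SD, n = 4) in neurobots and was at least 582-fold higher than in biobots (adjusted p = 0.000132 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and at least 612-fold higher than in shams (adjusted p = 2.56e-05). stmn2.L (6L, 133029564 to 133051976; 53.65 ± 16.2 CPM in neurobots) was at least 541-fold higher than in biobots (adjusted p = 5.76e-06, same test), and its log2 fold change against shams was 9.35 (standard error 0.411, adjusted p = 3.07e-06). igfbpl1.L (1L, 124097963 to 124116005; 35.2 ± 24.1 CPM) was at least 355-fold higher than in biobots (adjusted p = 0.000318, same test). Its log2 fold change against shams was 9.97 (standard error 1.05, adjusted p = 0.00011). Among shams SH1 alone had reads of it (0.123 CPM), so the fitted value of 13.16 without SH1 depends on the prior count.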

The most significantly upregulated pathways in neurobots relative to biobots, as well as in neurobots relative to shams, related to nervous system development, and synapse and neuron projection (Figure 12a,b). 

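Lists of marker genes for 18 cell types and responses, written from general knowledge, were tested with limma's camera, with the correlation between genes estimated from the data. In neurobots against biobots, the neuron list rose by a median log2 fold change of 5.53 over 34 genes (5.51 with genes near 0 in biobots at their lower bound), with 30 genes called higher and 1 lower. It was the only list of 16 that passed the correction, with a raw p of 0.00064 and a Benjamini-Hochberg adjusted p of 0.0102 by limma's camera. Every neurobot pool scored above every biobot pool. Without BB1 it did not pass (0 lists adjusted, 2 at an unadjusted p under 0.05). Neural progenitor genes rose by a median of 8.63 over 24 genes (6.30 at the bounds), with 22 higher and none lower, but with an adjusted p of 0.148 by camera (0.0293 without NB1). Against shams, the medians were 5.09 for neurons (30 of 34 genes higher) and 7.51 for neural progenitors (21 of 24 higher), with an adjusted p of 0.169 for both by camera; 0 lists passed and 3 did so without adjustment. In limma's fry, both lists passed in both comparisons (adjusted p from 2.2e-07 to 1.8e-05), as they did in camera with the preset correlation of 0.01. Camera compares a list with the other genes, whereas fry tests the list by itself. Against biobots even the lens list, with a median log2 fold change of 0.36, passed in fry (adjusted p = 0.00345). A pass in fry alone therefore does not show that a list changed more than other genes. Adjusted over the list alone, 30 neuron genes and 23 neural progenitor genes were higher than in biobots. Of the symbols in these lists, 18 of 21 and 12 of 16 are also named or clustered by the paper, which chose its genes on these libraries, so the lists are not independent of it. The ionocyte list, an epidermal cell type, fell by a median of 2.61 over 24 genes against biobots (1 gene higher, 21 lower; -4.16 without NB1) and by 2.18 against shams (1 higher, 13 lower; -3.80 without NB1), with adjusted p of 0.265 and 0.377 by camera and 0.0105 and 0.0258 by fry. The plot of marker scores shows each library's mean log2 CPM for these lists. Neuron scores were 2.94 to 3.55 in neurobots, -1.62 to -1.25 in biobots and -1.16 to -0.13 in shams, where SH1 was highest.

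**Figure D3:**
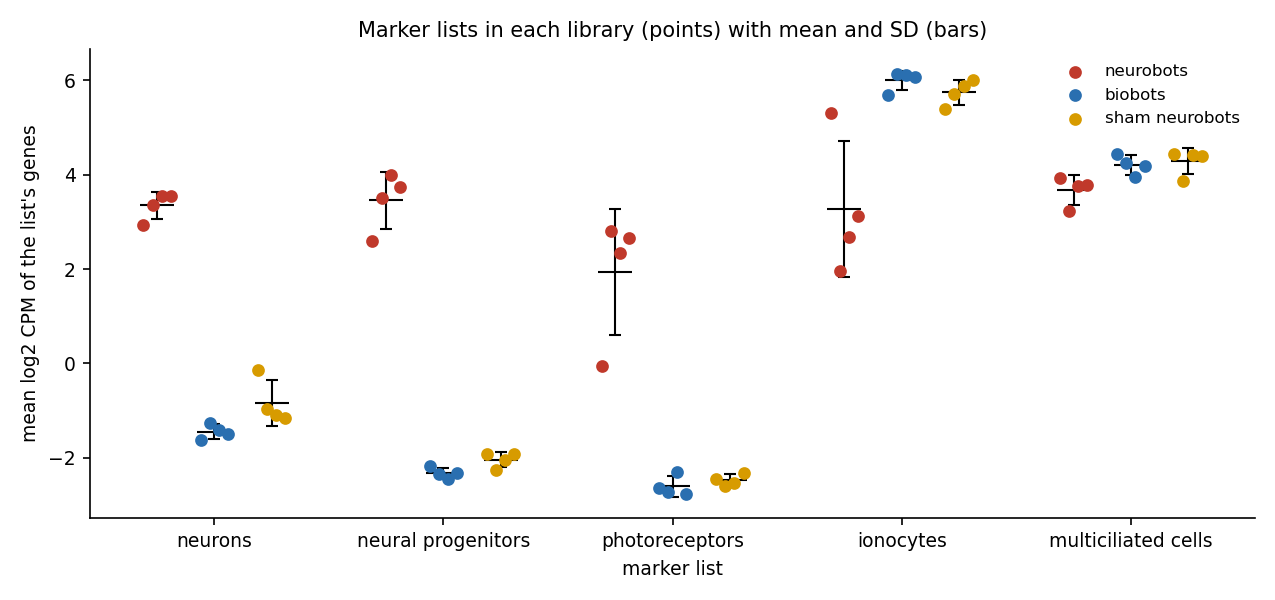
Mean log2 CPM of the genes of 5 marker lists in each library (points) of biobots, sham neurobots and neurobots, with the mean and SD of each group of 4 pools (bars). Neurobots lie above the other groups for neurons, neural progenitors and photoreceptors and below them for ionocytes, and NB1 is the lowest neurobot pool for photoreceptors (-0.05) and the highest for ionocytes (5.31).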

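The gene dact4.L lies on chromosome 4L of the v10.1 assembly, from 25914481 to 25927494. Its expression was 20.0 ± 5.04 CPM (SD, n = 4) in neurobots, 7.50 ± 1.57 in biobots and 5.90 ± 1.21 in sham neurobots, and every neurobot pool lay above every other pool. The log2 fold change was 1.42 against biobots (standard error 0.236, adjusted p = 0.00107 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.76 against shams (standard error 0.234, adjusted p = 0.000404). Leaving out each library in turn kept the first of these between 1.26 and 1.53. Shams and biobots did not differ beyond their spread (log2 fold change -0.34, standard error 0.202, adjusted p = 0.324 from the same test).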

One of the interesting genes we found up‐regulated specifically in neurobots relative to biobots and shams is *Dact‐4*, a member of an evolutionarily conserved family of Dishevelled‐binding proteins involved in the regulation of Wnt and TGF‐beta signaling which is expressed in the Spemann organizer [55]. This suggests that the presence of neurons might exert an organizational influence on the surrounding soma; this molecular signature is consistent with known roles of the nervous system to direct cell behavior in cancer suppression [56, 57, 58], regeneration [59], and embryonic morphogenesis [53, 60]. Trans‐synaptic signaling and neurotransmitter receptor activity were also significantly upregulated in neurobots. This included glutamatergic, GABAergic, cholinergic, dopaminergic, serotonergic, and glycinergic receptors. 

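Of the receptor genes for glutamate (AMPA and kainate types), GABA, acetylcholine, dopamine, serotonin and glycine that the paper lists by symbol, counting each homeolog, 20 had enough counts to be tested between neurobots and biobots. Of these, 15 were called higher in neurobots and 1 lower, with a median log2 fold change of 4.45. Against sham neurobots 22 were tested, of which 17 were called higher and 0 lower (0 lower at an unadjusted p under 0.05). Under DESeq2, which tests genes with fewer counts, 40 of 50 were called higher and 1 lower against biobots, and 38 of 51 higher against shams. Between shams and biobots only 4 were tested, with 0 called; at an unadjusted p under 0.05, 1 was higher and 1 lower.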

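The list of photoreceptor markers rose in neurobots by a median log2 fold change of 6.64 over 16 tested genes against biobots (5.60 with genes near 0 in biobots at their lower bound), with 13 genes called higher, 15 adjusted over the list alone, and none lower. Retinal pigment epithelium and melanocyte markers rose by a median of 5.12 over 20 genes (4.15 at the bounds), with 16 higher, 16 adjusted over the list alone, and 1 lower. Against shams the medians were 6.73 and 5.06, with 13 and 16 genes higher. In camera with the estimated correlation neither list passed the correction over the lists: the adjusted p was 0.265 and 0.179 against biobots (raw p 0.11 and 0.0336), and 0.377 and 0.186 against shams. Without NB1 the photoreceptor list passed against biobots (adjusted p = 0.0419). Both passed in fry (adjusted p = 0.000749 and 3.78e-05 against biobots). Of the symbols of these lists, 18 of 23 and 12 of 18 are among those that the study named or clustered from these libraries. In sham neurobots against biobots, 4 and 11 of the genes were tested, with median log2 fold changes of 0.19 and -0.11 and 0 genes called in either list (0 and 1 at an unadjusted p under 0.05).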

Surprisingly, exclusively in neurobots, we also found significant enrichment in pathways involved in visual perception (Figure 12a).

**FIGURE 12:**
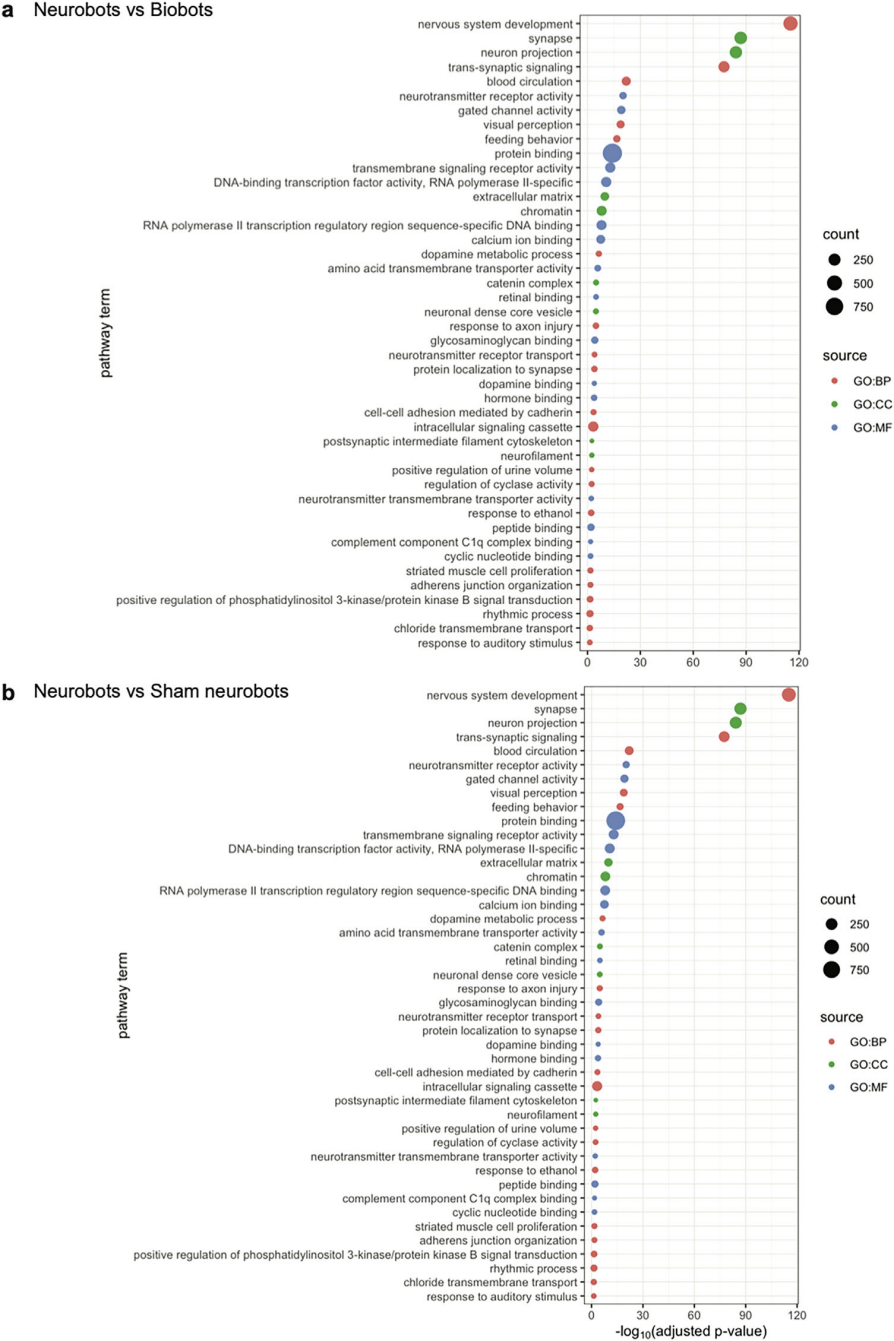
Enrichment analysis performed using Gene Ontology annotations on differentially expressed genes with at least 4‐log fold upregulation in expression. (a) neurobots versus biobots (b) neurobots versus shams, BP: Biological processes, CC: Cellular Components, MF: Molecular Function.

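In sham neurobots against biobots, the neuron list had a median log2 fold change of 0.22 over 14 tested genes, with 1 gene called higher (2 adjusted over the list alone) and an adjusted p of 0.933 by camera. Neural progenitor markers had a median of 0.60 over 7 genes, with 1 called higher (3 adjusted over the list alone) and an adjusted p of 0.855. All 4 neurobot pools and none of the sham pools had a neuron score above 0. Every sham pool (-1.16 to -0.13) scored above every biobot pool (-1.62 to -1.25) for neurons. For neural progenitors the pools overlapped (SH2 -2.26, BB1 -2.17). Of all genes in the paper's clusters of genes raised in neurobots, 379 had enough counts to be tested between shams and biobots, and 17 were called higher and 4 lower, with a median log2 fold change of 0.34; at an unadjusted p under 0.05, 82 were higher and 24 lower. DESeq2 called 85 of 880 such genes higher and 19 lower. The same cluster genes had a median log2 fold change of 4.38 between neurobots and shams, where 1068 of 1258 tested were higher.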

Although pathways relating to neuron projection and trans‐synaptic signaling were slightly upregulated in sham neurobots compared to biobots, there were far fewer genes in each pathway, and they were less significant in their degree of upregulation compared to those in neurobots (Figure S8a). Further, there were relatively fewer genes downregulated when comparing neurobots with biobots, and shams (63 and 116 genes respectively), and very few genes were significantly downregulated by 4‐log folds when comparing shams with biobots (38 genes). 

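With a log2 fold change below -4, 12 called genes were lower in neurobots than in biobots and 27 were lower than in shams, and 5 genes were lower in shams than in biobots. In 1, 12 and 1 of these, respectively, every library of the group with the lower value had 3 counts or fewer. With single libraries left out, the number against biobots was 125 without NB1, 24 without NB3, 28 without NB4 and 37 without BB1; the number against shams was 131, 44 and 60 without NB1, NB3 and NB4, and 41 without SH2. Between shams and biobots, the number was 10, 18, 9 and 3 without SH1, SH2, SH3 and SH4, 23 without BB1 and 2 without BB4. The genes named for falling most in neurobots against both other bot types were kcna4.S, fbxo40.L and aifm2.L. Among them fbxo40.L fell most against shams. Against biobots kcna4.S (chromosome 4S, 9236290 to 9243368) fell most. It had 1.79 ± 1.13 CPM (SD, n = 4) in neurobots, 42.5 ± 38.6 in biobots and 26.1 ± 6.73 in shams, NB1 (3.47) and SH2 (16.0) standing apart from their groups, with a log2 fold change of -4.56 against biobots (standard error 0.694, adjusted p = 0.000624 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of -3.87 against shams (standard error 0.405, adjusted p = 0.000107). fbxo40.L (2L, 2493341 to 2504717) fell by 4.35 on the log2 scale against biobots (standard error 0.781, adjusted p = 0.00172, same test; 0.0988 with limma on log2(FPKM + 1)) and by 4.37 against shams. aifm2.L (7L, 43871955 to 43890048) fell by 3.99 against biobots (standard error 0.705, adjusted p = 0.00155, same test) and by 3.48 against shams.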

Our enrichment analysis showed that the largest group of downregulated genes in neurobots compared to biobots belonged to the cellular component pathway (extracellular region in Figure S8b). Interestingly, this pathway includes some of the genes expressed in the *Xenopus* skin, including glycoprotein 2 (*gp2*), and mucin (*muc17*) suggesting that the properties of the “skin” of neurobots might be different from those of biobots.

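The genes gp2.L (chromosome 9_10L, 112316348 to 112332680) and gp2.S (9_10S, 97721743 to 97735598) had 0 to 9 counts per library and were not tested, and the symbol muc17 is not listed. Genes whose description names the same proteins were looked up after the data were seen, and which of them the paper means is not clear. LOC108708109, LOC121400559, LOC121401290 and LOC121402285 had at most 5 counts in any library and were not tested. LOC108703411, described as mucin-17-like, was not tested either. It had 0 to 4 counts in neurobots, 1 to 6 in biobots and 4 to 7 in shams. LOC108711676, described as a mucin-17 (3L, 143505141 to 143515700), was higher in neurobots: it had 8.88 ± 1.75 CPM (SD, n = 4), at least 89.6-fold more than in biobots (adjusted p = 3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 6.20 more on the log2 scale than in shams (standard error 0.525, adjusted p = 3.61e-05), among which SH1 stood apart with 0.307 CPM. LOC108708110, described as a glycoprotein 2 (2L, 62485223 to 62497728), had 3.87 ± 1.72 CPM in neurobots and 7.56 ± 3.00 in biobots, a log2 fold change of -0.96 (standard error 0.365, adjusted p = 0.0678, same test; -1.31 and adjusted p = 0.00823 without NB1), and fell by 1.19 against shams (standard error 0.311, adjusted p = 0.0157). LOC108708112 (2L, 62521683 to 62540171), with the same description, had a log2 fold change of 1.38 against biobots (adjusted p = 0.159, same test). It was called against biobots without BB2 (2.66, adjusted p = 0.00702) and with the replicate number as a block (1.81, adjusted p = 0.0236). Its log2 fold change against shams was 1.41 (adjusted p = 0.0383, same test). That call was lost without NB2, NB3, SH1, SH3 or SH4, with limma or with all 12 libraries in one fit (adjusted p up to 0.115). Epidermal keratinocyte markers had a median log2 fold change of 0.23 against biobots over 38 genes, with 12 called higher and 11 lower. Goblet and mucus markers had a median of 0.27 over 9 genes (2 higher, 2 lower; 0.08 without NB4), small secretory cell markers one of -1.38 over 6 genes (1 higher, 3 lower), and multiciliated cell markers one of -0.49 over 44 genes (1 higher, 13 lower). None of these 4 lists passed the correction by camera (adjusted p from 0.265 to 0.924), while the multiciliated and small secretory lists passed in fry (adjusted p = 0.0228 and 0.0029) and in camera with the preset correlation of 0.01 (adjusted p = 7.9e-05 and 0.0417).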

In order to identify functional biological modules of differentially expressed genes, we extracted the largest protein–protein‐interaction (PPI) sub‐network of these genes using the STRING database. We then performed network embedding and clustering using multi‐nonnegative matrix factorization (MNMF) [61] to find specific functional biological modules. The clusters were subsequently enriched using g: Profiler [62]. Based on this analysis, we identified 25 clusters for neurobots vs biobots comparison and 5 clusters in neurobots vs sham neurobots comparison (Spreadsheet S2, Figures S9 and S10). There were not enough upregulated genes between biobots and sham neurobots to allow for this analysis. Similarly, due to the low number of downregulated genes, the network analysis could not be performed at either a 4‐fold or a 2‐fold change threshold level.

Consistent with the findings from the enrichment analysis, we found clusters containing genes critical for the development of the nervous system, cell fate commitment, and *wnt* signaling pathways (Cluster 3, Figure S9a, see the NB vs BB tab in Spreadsheet S2). 

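Of the 1119 symbols in the 25 clusters of genes raised in neurobots against biobots, 1090 (97.4%) matched a gene name in the count table, and 1211 genes, counting homeologs separately, had enough counts to be tested. In all, 1059 of these were called higher in neurobots, 14 lower and 138 were not called. The paper chose its cluster genes on these same libraries, so counts of called genes in a cluster, also those adjusted over the list alone, are not independent evidence. DESeq2 moved the total most, with 1654 of 1883 genes higher, and fits with 1 library left out gave 1034 (without NB3) to 1418 (without NB1). Cluster 3 had 45 tested genes of 65, of which 41 were called higher over all genes tested, 41 adjusted over the list alone and 33 with a log2 fold change above 4. Its median log2 fold change was 5.33, or 4.66 with the 18 genes that had 3 counts or fewer in every biobot library at their lower bound. Compared with shams, 41 of 46 tested genes were higher, with a median of 4.97 (4.19 at the bounds).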

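Growth factor and receptor genes of Cluster 17 were tested for 84 of 124 genes between neurobots and biobots. Neurobots had 77 of them called higher and none lower, also 77 adjusted over the list alone, with a median log2 fold change of 5.22 (4.32 with 27 genes near 0 in biobots at their lower bound). Against sham neurobots 73 of 85 were higher, 77 adjusted over the list alone, with a median of 4.79.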

A plethora of growth factors (e.g., various FGFs, BDNF, and EGF), and their receptors were revealed by Cluster 17, which also showed enrichment in enzyme‐linked receptor protein signaling pathways (Figure S9b, see the NB versus BB tab in Spreadsheet S2).

Neurobots contained genes encoding various neurotransmitter receptors including glutamate (e.g., *gria1‐4*), kainate receptors (e.g., *grik1,2,3,5*), GABAergic (e.g., *gabara3,5; gabarb3*), and glycinergic receptors (e.g., *glra3; glrb*), genes encoding voltage gated calcium channels (*cacng3,4,5,7,8*), as well as those involved in the uptake of neurotransmitters (e.g., *slc1a1,2,3*). 

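AMPA receptor genes were tested for 4 of 5 listed genes, gria1.L, gria2.S, gria3.L and gria4.L, and all 4 were called higher in neurobots than in biobots and than in shams, over all genes tested and adjusted over the list alone. Their median log2 fold change was 6.74 against biobots (4.45 with genes near 0 at their lower bound). Of 6 kainate receptor genes 3 were tested (grik1.L, grik5.L and grik5.S), and all 3 were higher in both comparisons (6 without NB1 in both). Among 4 GABA receptor genes only gabra5.L was tested and was higher in both (4 genes without NB1). For the glycine receptors, glrb.L was called higher than in biobots and glrb.S was not (log2 fold change 2.45, adjusted p = 0.0583 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); both were called adjusted over the list alone and without NB1. The genes cacng5.L, cacng7.L and cacng7.S, the 3 tested of 9 genes of their family, were higher in both comparisons (5 than in biobots without NB1). Glutamate uptake genes were tested for 5 of 6, and slc1a1.L, slc1a2.L, slc1a2.S, slc1a3.L and slc1a3.S were all called higher in both, with a median log2 fold change of 7.18 against biobots (4.50 at the bounds). The deepest covered, slc1a3.S, had 1453 to 6595 counts in each neurobot library and 48 or fewer in each biobot or sham library. DESeq2, which tests genes with fewer counts, called 5 AMPA, 6 kainate, 4 GABA, 2 glycine, 7 cacng and 6 uptake genes higher than in biobots.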

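The gene arc.L (chromosome 6L, 160073986 to 160078459) had 57 to 142 counts in each neurobot library, or 2.88 ± 0.943 CPM (SD, n = 4), and 0 counts in every biobot and sham library. It was at least 29.0-fold higher than in biobots (adjusted p = 0.00011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and at least 30.6-fold higher than in shams (adjusted p = 0.000143). camk2b.L (3L, 133922566 to 134017618) had 7.90 ± 3.04 CPM in neurobots and 0.427 ± 0.58 in shams, was at least 79.7-fold higher than in biobots (adjusted p = 1.69e-05, same test) and had a log2 fold change of 4.19 against shams (standard error 0.777, adjusted p = 0.00267; 5.79 without SH1). Cluster 15 had 51 of 83 genes tested against biobots, with 45 called higher, 46 adjusted over the list alone, and none lower, and a median log2 fold change of 5.40 (4.27 with 27 genes near 0 in biobots at their lower bound). Against shams 48 of 51 were higher.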

Genes with important roles in synaptic plasticity were also present in neurobots (*arc, camk2b*, Cluster 15, Figure 13, see the NB vs. BB tab in Spreadsheet S2) [52]. Cholinergic and muscarinic (*chrna2,3,4,5,7; chrnb2,3,4, chrm2,4,5*), serotonergic (*htr1a,b,e*; *htr2a*), and dopaminergic (*drd1,2,4*) were among other neurotransmitter receptors (Cluster 23, Figure 13b, see the NB vs BB tab in Spreadsheet S2).

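Nicotinic and muscarinic receptor genes, 9 of 19 of which were tested against biobots, had 5 called higher in neurobots and 1 lower (5 higher adjusted over the list alone; 11 without NB1), with a median log2 fold change of 3.22 (2.98 with genes near 0 at their lower bound). The gene that fell was chrna2.S, by 1.87 on the log2 scale (adjusted p = 0.0103 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Not called were chrna7.S (log2 fold change -0.59, adjusted p = 0.576, same test), chrnb4.S (1.14, adjusted p = 0.457) and chrm4.L (1.35, adjusted p = 0.198), and the symbol chrna3 is not listed. Against shams 5 of 10 were higher (10 without NB1). The 8 serotonin receptor genes had too few counts to be tested against biobots (2 called higher without NB1), and 1 of them, htr1e.L, was called higher than in shams (log2 fold change 2.16, adjusted p = 0.0402, same test; 0 genes of the list without NB2, 2 without NB1). Of 6 dopamine receptor genes only drd4.L was tested, with a log2 fold change of 3.16 against biobots (adjusted p = 0.00493, same test), and it was also higher than in shams; 3 genes were higher without NB1 in both comparisons. DESeq2 called 13 of the nicotinic and muscarinic, 5 of the serotonin and 5 of the dopamine receptor genes higher than in biobots. In Cluster 23, 26 of 36 tested genes were higher and 2 lower than in biobots (26 higher adjusted over the list alone; 45 without NB1), with a median log2 fold change of 4.81 (4.06 at the bounds).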

**FIGURE 13:**
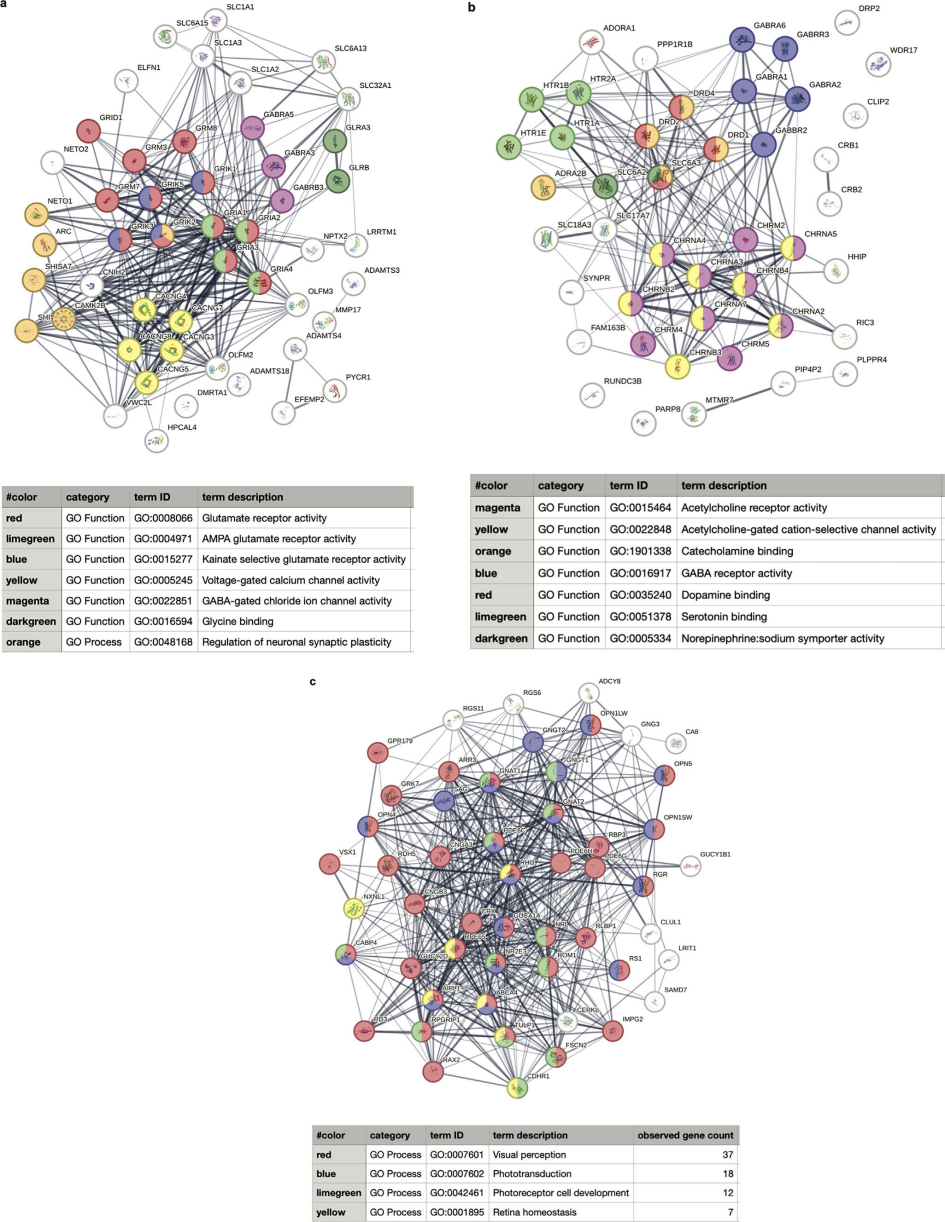
Cluster‐based network connectivity patterns among genes that were upregulated in neurobots compared to biobots. (a) Cluster 15 (b) Cluster 23 (c) Cluster 1. Network connectivity was calculated using the STRING online tool. The edges indicate both functional and physical protein associations the line thickness indicates the strength of data support. Only nodes with interaction scores with confidence higher than 0.4 are shown. Nodes of special interest are highlighted in color.

Notably, one of the largest clusters (Cluster 1) contained genes encoding various aspects of visual perception, phototransduction, and photoreceptor development (Figure 13c, see the NB vs. BB tab in Spreadsheet S2). Specifically, this cluster included red and violet cone opsins (*opn1lw, opn1sw*), retinal G‐protein couple receptors (*rgr*), melanopsin (*opn4, opn5*), rhodopsin (*rho*), as well as many other related genes that encode proteins involved in visual processing. In addition to Cluster 1, Cluster 12 (Figure S9c) also included genes related to eye, lens, and retina development, including genes found in major retinal cell types [63], that is, retinal ganglion cells (*neurod1,2; pou4f1*), and horizontal cells (*onecut1, lhx1*). 

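Cluster 1 matched 86 genes, of which 52 had enough counts to be tested between neurobots and biobots. Neurobots had 45 of them called higher, 47 adjusted over the list alone and 69 without NB1, and none was lower. The median log2 fold change was 6.60, or 5.24 with the 26 genes that had 3 counts or fewer in every biobot library at their lower bound, and 41 of the called genes had a log2 fold change above 4. Against shams 44 of 54 were higher, with a median of 5.43. Between shams and biobots 12 of these genes were tested and 0 called; at an unadjusted p under 0.05, 1 was higher and 1 lower.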

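Of 11 opsin genes, 7 were tested, and all 7 were called higher in neurobots than in biobots and than in shams, over all genes tested, adjusted over the list alone and with each library left out. opn1lw.L, on chromosome 8L from 12779144 to 12785390, had 30.9 ± 17.3 CPM (SD, n = 4) in neurobots, with NB1 lowest at 5.32, and a log2 fold change of 9.00 against biobots (standard error 0.874, adjusted p = 5.35e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); it was at least 328-fold higher than in shams (adjusted p = 6.89e-05). opn1sw.L (3L, 94853392 to 94860603) had 13.0 ± 6.83 CPM in neurobots, 0.439 ± 0.176 in biobots and 0.525 ± 0.0439 in shams, with log2 fold changes of 4.90 (standard error 0.571, adjusted p = 0.000137, same test) and 4.62 (standard error 0.521, adjusted p = 0.000155); shams and biobots did not differ beyond their spread (0.28, adjusted p = 0.715). rgr.L (7L, 52560896 to 52597415; 4.46 ± 2.50 CPM) was at least 45.0-fold and rgr.S (7S, 43030908 to 43045862; 6.68 ± 4.08 CPM) at least 67.4-fold higher than in biobots (adjusted p = 0.000305 and 6.69e-05, same test). The rhodopsin genes were rho.L (4L, 131404895 to 131408777; 6.00 ± 4.86 CPM), rho.S (4S, 110974872 to 110978576; 6.06 ± 5.27 CPM) and rho.2.L (4L, 131392925 to 131396439; 8.51 ± 7.31 CPM), whose near-identical sequences leave the share of each uncertain. They were higher than in biobots by at least 60.5-fold (adjusted p = 0.000409, same test), by at least 61.2-fold (adjusted p = 0.00156) and by a log2 fold change of 5.81 (standard error 0.921, adjusted p = 0.000803), respectively. The melanopsin genes opn4.L and opn4.S had at most 15 and 2 counts in any library, and opn5.L and opn5.S at most 18 and 2, too few to be tested.

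**Figure D4:**
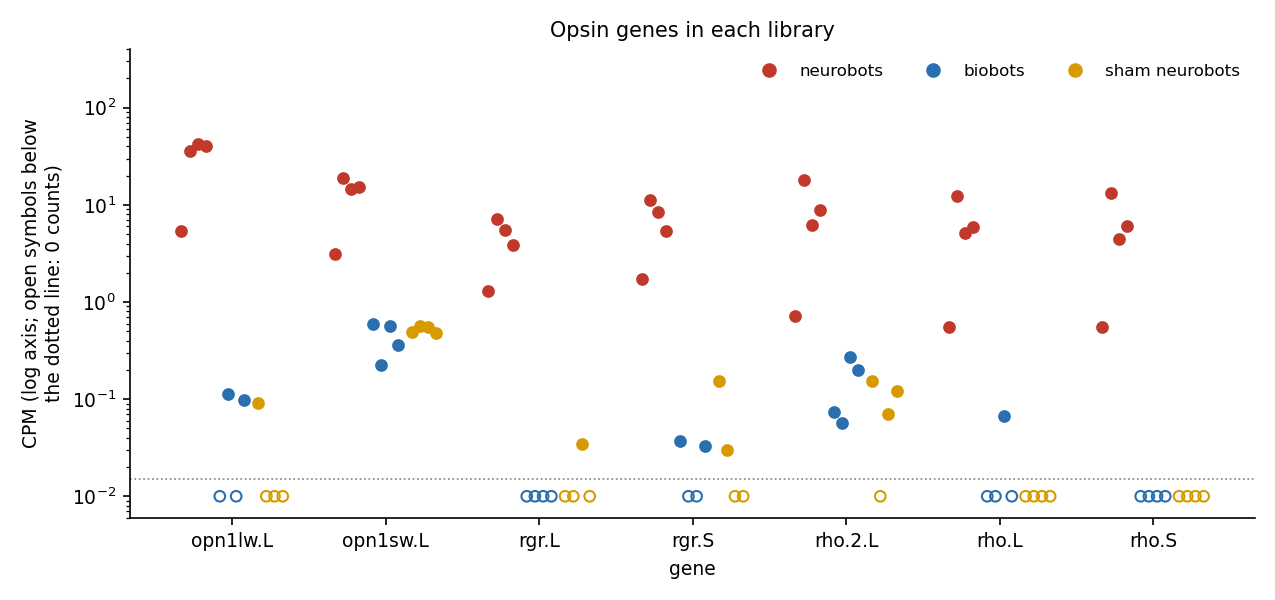
CPM (log axis) of the 7 opsin genes with enough counts, in each library of biobots, sham neurobots and neurobots; open symbols under the dotted line stand for 0 counts. The neurobot libraries lie above all biobot and sham libraries for each gene.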

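Cluster 12 had 91 of 137 genes tested, of which 86 were called higher than in biobots, 88 adjusted over the list alone, and none lower, with a median log2 fold change of 7.50 (5.17 with the 53 genes near 0 in biobots at their lower bound). Against shams 86 of 94 were higher, with a median of 5.42. Of the 11 genes named for retinal ganglion and horizontal cells, 5 were tested, neurod1.L, neurod1.S, neurod2.L, neurod2.S and onecut1.L, and all 5 were called higher in both comparisons (8 without NB1 in both, 10 with DESeq2 in both). neurod1.L had 507 to 918 counts in each neurobot library and at most 4 in any other library. The genes pou4f1.L (7 to 13 counts in neurobots, at most 1 elsewhere) and lhx1.S (1 to 118 counts in neurobots) were not tested. The lens marker list had a median log2 fold change of 0.36 over 7 genes against biobots, with 3 called higher (adjusted p = 0.265 in camera and 0.00345 in fry; medians of 0.19 without NB1 and 1.13 without BB4).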

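The gene unc5d.S had 11 to 59 counts in neurobot libraries and 5 or fewer in the others, prdm13.L had 1 to 16 counts in neurobot libraries and prdm13.S 0 to 10, with 1 or fewer elsewhere, and none of these was tested. In Cluster 22, 31 of 35 tested genes were called higher in neurobots than in biobots, also 31 adjusted over the list alone, and none lower, with a median log2 fold change of 5.07 (4.25 with 13 genes near 0 in biobots at their lower bound). Compared with shams, 31 of 35 were higher.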

Genes found in bipolar cells (*unc5d*), and amacrine cells (*prdm13*) were also present in Clusters 21 and 22, respectively (Figure S9d,e, see the NB vs. BB tab in Spreadsheet S2), suggesting that neurobots could potentially sense and process light stimuli.

Many other clusters included significant enrichment in genes encoding various aspects of the nervous system. This included Cluster 5, which contained various synapsins, tubulins, and microtubule‐associated proteins, which are implicated in biological processes such as the synaptic vesicle cycle, neuron development, regulation of neurotransmitter secretion, and synaptic vesicle localization (Figure S9f, see the NB vs. BB tab in Spreadsheet S2). 

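Synaptic vesicle and cytoskeletal genes of Cluster 5 were tested for 92 of 103 genes, and 85 were called higher in neurobots than in biobots (86 adjusted over the list alone, with 1 lower), 73 of them with a log2 fold change above 4. The median was 5.79, or 4.96 with the 33 genes near 0 in biobots at their lower bound. Compared with shams, 85 of 96 were higher, with a median of 4.45.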

Cluster 9 revealed the presence of voltage‐gated ion channels including various types of sodium and potassium channels as well as voltage‐gated calcium channels (Figure S9g, see the NB vs. BB tab in Spreadsheet S2). 

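Ion channel genes of Cluster 9 were less often covered: 46 of 83 were tested against biobots, of which 39 were called higher, 39 adjusted over the list alone, and none lower. Their median log2 fold change was 5.27 (4.26 with 17 genes near 0 in biobots at their lower bound). DESeq2 called 71 genes of this cluster higher. Compared with shams, 39 of 52 were higher and 1 lower, with a median of 3.96.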

Cluster 11 contained genes encoding various G‐protein coupled receptors, as well as those implicated in the modulation of chemical synaptic transmission (Figure S9h, see the NB vs. BB tab in Spreadsheet S2). 

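In Cluster 11, 42 of 45 tested genes (of 75) were called higher than in biobots, 42 adjusted over the list alone, and none lower, with a median log2 fold change of 6.24 (4.30 with 24 genes near 0 in biobots at their lower bound). Against shams it was 42 of 47, with a median of 4.65.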

Cluster 14 revealed the presence of various hormones and neuropeptides and their receptors (Figure S9i, see the NB vs. BB tab in Spreadsheet S2). 

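Hormone and neuropeptide genes of Cluster 14 were tested for 40 of 97 genes against biobots, and 36 were called higher, 36 adjusted over the list alone, and none lower. The number rose to 55 without BB3 and to 81 with DESeq2. The median log2 fold change was 5.75 (4.64 with 17 genes near 0 in biobots at their lower bound). Against shams 31 of 42 were higher, with a median of 3.90.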

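Of the 81 genes matched to Cluster 21, 60 were tested between neurobots and biobots, with 52 called higher, 52 adjusted over the list alone, and 1 lower. Their median log2 fold change was 4.70 (4.08 with 17 genes near 0 in biobots at their lower bound). Against sham neurobots 52 of 62 were higher and 1 lower, with a median of 3.76.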

Cluster 21 included genes important for axonogenesis and neuron projection development (Figure S9d, see the NB vs. BB tab in Spreadsheet S2).

Moreover, we found that there was significant upregulation in genes encoding ECM constituents (Figure 12a, Cluster 20, and Figure S9j, see the NB vs. BB tab in Spreadsheet S2) including collagen (*col17a, col4a2*), which is the most abundant fibrous protein and constitutes the main structural element of ECM [46], and fibulins [64], which are glycoproteins that are secreted in the ECM and provide mechanical support in connective tissue (*fbln1*). 

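Of 5 genes listed for collagens and fibulin, 3 were tested, and 2 were called higher in neurobots than in biobots, also 2 adjusted over the list alone. col17a1.L (chromosome 7L, 22852151 to 22902538) had 29.6 ± 13.6 CPM (SD, n = 4) in neurobots, 1.80 ± 1.40 in biobots and 6.09 ± 3.39 in shams, with log2 fold changes of 4.04 against biobots (standard error 0.623, adjusted p = 0.00068 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.28 against shams (standard error 0.484, adjusted p = 0.00563). Its homeolog col17a1.S went the other way at few counts and was not tested. It had 3 counts or fewer in every neurobot library, 2 to 16 in biobots and 3 to 9 in shams. It was at least 4.19-fold lower than in biobots, with overlapping libraries, and at least 1.89-fold lower than in shams, without overlap. col4a2.L (2L, 121854871 to 121973598) had 1.99 ± 1.24 CPM in neurobots and 0.823 ± 0.421 in biobots, a difference within the spread between pools (log2 fold change 1.28, standard error 0.658, adjusted p = 0.165, same test), and 1.45 more on the log2 scale than in shams (standard error 0.662, adjusted p = 0.116). Without NB1 it was called in both comparisons (log2 fold changes 1.63 and 1.82, adjusted p = 0.00971 and 0.00553). fbln1.L (3L, 3023617 to 3052754) had 20.8 ± 11.4 CPM in neurobots and in shams at most 0.123 CPM except in SH4 (0.695), with log2 fold changes of 5.36 against biobots (standard error 0.53, adjusted p = 5.73e-05, same test) and 6.36 against shams (standard error 0.688, adjusted p = 0.000128). In Cluster 20, 40 of 48 tested genes were higher than in biobots (41 adjusted over the list alone, with 1 lower), with a median log2 fold change of 4.40 (3.98 with 15 genes near 0 in biobots at their lower bound).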

Our Second Harmonic Generation imaging indeed showed the presence of some collagen fibers within the central cavity of neurobots, although they were only detected at very low levels (Figure S4). Future experiments are required for assessing the presence of fibulins and other potential constituents of the ECM in this space.

As expected, network embedding and clustering analysis of the upregulated genes in neurobots relative to shams similarly revealed overexpression of genes relating to synapse organization, regulation of neurotransmitter and receptor activity, chemical synaptic transmission (within Clusters 4,5), visual perception (within Cluster 3), neuron projection, and perineuronal nets (within Cluster 2, Figure S10). These findings shed light on biological pathways/molecular functions that are innately present in neurobots in the absence of any external manipulations and will inform future work toward building specialized neurobots through selective enhancement of these pathways.

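The 5 clusters of genes raised against shams list 227 symbols, of which 134 (59.0%) matched a gene name in the count table, so that counts over these clusters cover only part of them. Of 114 genes tested between neurobots and shams, 78 were called higher and 4 lower, and 49 had a log2 fold change above 4. Matching also through the gene descriptions, a choice made after the data were seen, found 216 of the symbols and 245 of 324 genes higher. Cluster 5 had 23 of 25 tested genes higher (1 lower), with a median log2 fold change of 4.41 (3.79 with genes near 0 in shams at their lower bound), and Cluster 4 had 13 of 23 higher (2 lower; 20 higher without NB1), with a median of 1.72. In Cluster 3, 8 of 15 were higher (17 without NB1, 21 with DESeq2), with a median of 1.91, and in Cluster 2, 17 of 27 were higher and 1 lower, with a median of 2.89. Adjusted over the list alone, 17, 10, 15 and 23 genes were higher in Clusters 2, 3, 4 and 5, and 18 in Cluster 1, where 17 of 24 were higher over all genes tested with a median of 3.68 (3.15 at the bounds).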

Finally, we tested the hypothesis that neurobots are expressing a more ancient transcriptome as a result of their nascent evolutionary history. We applied a phylostratigraphic analysis for the differentially expressed genes in the different conditions (Figure 14, NB vs SH and NB vs BB). Interestingly, we found that more than 54% of upregulated genes in neurobots fall into the two categories of most ancient genes (“All living organisms” and “Eukaryota”, Figure 14a). By comparison, very few ancient genes are downregulated. In total 279 genes are downregulated in these two strata for the NB vs BB conditions, and 233 for the NB vs SH condition (Figure 14b), while for the upregulated genes, we obtained 941 and 1109, respectively. Therefore, we conclude that the development of neurobots involves a transcriptomic shift toward very ancient genes for neurobots compared to biobots and shams.

**FIGURE 14:**
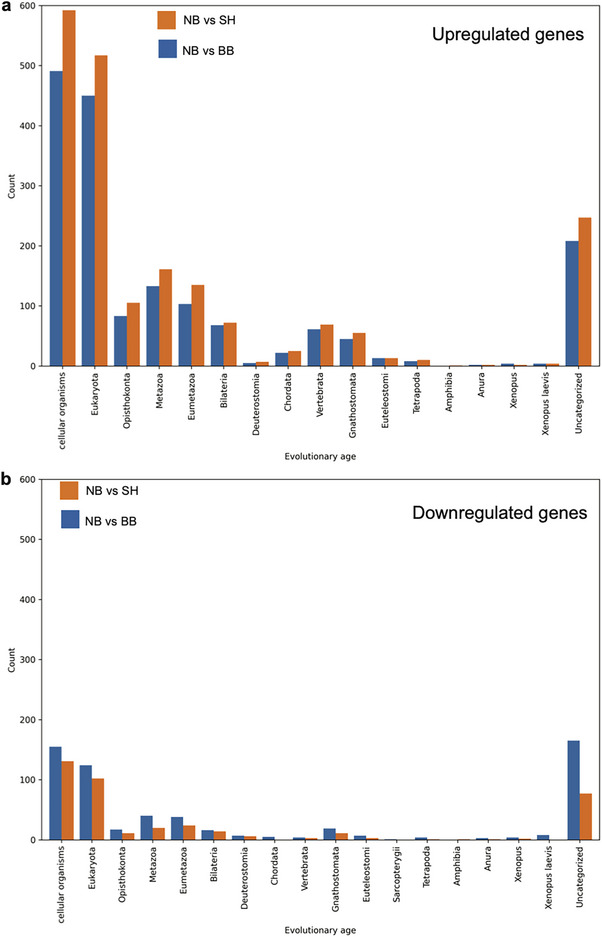
Phylostratigraphic analysis of upregulated or downregulated transcripts in neurobots compared to biobots and shams. (a) 54% of upregulated genes in neurobots fall into the two categories of most ancient genes (“All living organisms” and “Eukaryota”). (b) Very few ancient genes are downregulated. In total 279 are downregulated in these two strata for the NB versus BB conditions and 233 for the NB versus SH condition, whereas 941 and 1109, genes are upregulated respectively.

## 3 Discussion

In this study, we built and investigated behavioral, anatomical, and transcriptional properties of novel living constructs with incorporated neural tissue. Using *Xenopus laevis* embryonic cells, we built two types of living constructs: one using ectodermal cells (biobots) as reported in prior studies [25, 48, 65], and another, novel construct, made using ectodermal and neural precursor cells (neurobots, Figure 1a). We showed that neurobots are viable and self‐motile like their non‐neuronal counterparts (Videos S3 and S4), and that the implanted neural precursor cells indeed differentiate into neurons and extend their processes throughout the construct (Figures 1 and 2; Figure S3).

We found that neurobots became significantly larger than biobots and were significantly more elongated (Figure 1b,c). In addition to overall changes in shape and size revealed by our two‐dimensional analysis, neurobots exhibited differences in the 3D distribution of multiciliated cells and in overall body morphology. In the future, a more advanced 3D analysis incorporating the spatial positions of MCCs will help quantify further differences between neurobots and biobots and elucidate how these may correlate with their behaviors.

Neurobots exhibited a large degree of variability in the amount innervation and in neural architecture (Figure 9; Figure S3). The variability in the size and number of the implanted neural precursor cell clumps (due to the manual nature of their creation), could be a major contributing factor to the variability in neural growth and patterning. Indeed, we found a small positive correlation between the relative size of the implanted tissue and the resulting neurite length and number of neural terminals (see Figure 9c). Another source of variability may stem from the need to pool neural precursors from multiple embryos to generate sufficiently large neuronal clumps for manual implantation. Consequently, the individual cells within each clump were unlikely to be genetically identical and may have differed slightly in their developmental stage. Developing automated methods to implant a defined number of cells, ideally derived from the same embryo, will facilitate more accurate quantification of the relationship between implant size and subsequent growth, and will likely reduce variability across neurobots. Efforts are underway to develop robot scientist platforms for the field of synthetic morpho‐engineering.

We found that the majority of neural processes emanating from the implanted neural precursor clumps grew within the central cavity of the bot. However, some processes clearly extended toward the outer epithelium (arrowheads Figure 2; Figure S3). Future experiments will investigate more thoroughly how neurons modulate the activity of outer epithelial cell types, including multiciliated cells, goblet cells, and serotonergic cells. For example, optogenetic activation of neurons combined with imaging of fluorescent microbead flow patterns could be used to test the causal relationship between neural activity and ciliary beating frequency. When paired with genetic knockdown of relevant cell‐surface receptors, such as serotonergic receptors [29], such approaches could help elucidate the mechanisms by which neurons influence movement in neurobots. It is important to note that, unlike in some invertebrates where ciliary beating frequency, and thus cilia‐driven movement, is under neural control [32], the beating frequency of MCCs on tadpole skin has not been shown to be under neural control. Instead, it is thought to be controlled by molecules secreted by other epithelial cells for example, serotonin (through small secretory cells) [29], and may also be controlled by factors known to influence beating frequency of motile cilia in other mucociliary epithelia such as extracellular ATP molecules secreted in the context of injury or inflammation [66, 67, 68], and noxious sensory stimuli [69]. The emergence of neural regulation of ciliary beating frequency in neurobots would therefore represent a novel property.

Despite variation in the shape and innervation patterns of neurobots, we found that all of them exhibited a central cavity largely devoid of cell bodies (as indicated by the absence of nuclear staining) and containing only a few neurites with sparse expression of the presynaptic marker synapsin‐1 (Figures 2 and 3; Figure S3). We confirmed the largely acellular nature of this space through staining with phalloidin, which labels F‐actin present in all eukaryote cells (Figure S4). We speculated that this region may be filled with extracellular matrix‐like structures. The presence of neurites extending in extremely straight courses points to the presence of such a supporting structure (Figure 2b, red arrowhead). Further, our transcriptomic analysis demonstrated a significant upregulation of genes encoding ECM proteins, including both fibrillar collagens and non‐fibrillar components such as fibulins. In order to assess whether this space contains fibrillar ECM proteins, we used Second Harmonic Generation, which is a label‐free method for visualizing fibrillar ECM proteins such as collagen [45]. Although we found evidence for the presence of collagen fibers, these fibers were extremely sparse (Figure S4). Other non‐fibrillar ECM components, such as proteoglycans, laminins, or fibronectins, may occupy much of this space. It will be important for future work to characterize the molecular composition of this region in greater detail.

Neurobots exhibited a diverse range of movement patterns, and these patterns tended to be more complex than those observed in their non‐neuronal counterparts, indicating that neural expression may affect movement either directly, that is, through neural signaling to the motor effectors, or via changes in the expression patterns of motor effectors. Indeed, we observed a negative correlation between the degree of neural expression and the density of multiciliated cells (Figure 9c). Future modeling efforts could help determine the extent to which differences in the spatial distribution of MCCs alone contribute to the observed increase in movement complexity.

Simultaneous recording of neural activity and behavior could be used to assess the potential neural correlates of the behavior. Indeed, our calcium imaging experiments indicated that the implanted neurons were spontaneously active; however, due to technical difficulties in measuring calcium signals in freely moving neurobots, we were not able to make conclusions about neural correlates of observed movements. Specifically, measuring calcium in freely moving neurobots was complicated by their rotational movements, which often resulted in losing track of specific regions of interest (Video S3). Such 3D rotational movements could be suppressed by making flattened, disk‐like neurobots, however, these neurobots tended not to move as much (data not shown). Future experiments in which the 3D movement of the bots can be better controlled without flattening, as well as experimental setups that allow repeated measurements, will be critical for establishing correlations between neural activity and behavior.

Albino, pigment‐less *Xenopus laevis* embryos were used to generate the body of neurobots intended for calcium imaging, as the lack of pigmentation facilitates visualization of neuronal calcium activity in the interior. Albino embryos exhibit developmental trajectories similar to those of wild‐type embryos [70], but differences in visually evoked behaviors have been reported in albino tadpoles [71, 72]. Thus, possible differences in the pattern of neural growth and behavioral phenotypes of neurobots with and without body pigmentation, especially in the context of visually‐evoked behaviors, may be an interesting subject of future investigation.

Consistent with a role of neural activity in modulating behavior, we found that treatment of biobots and neurobots with the GABA_A_ receptor antagonist PTZ resulted in significantly different outcomes. To our surprise, we found that most biobots decreased their movement complexity with PTZ treatment, indicating the presence of non‐neuronal drug targets. Indeed GABAergic receptors are found on the surface of the mucus‐secreting goblet cells, and treating *Xenopus* embryos with bicuculline, which is also a GABA_A_ antagonist, was shown to inhibits mucus secretion [73]. It is possible that treatment with PTZ changes the beating frequency of MCCs through changes in mucus secretion. The effect of PTZ on neurobots was significantly different from that on biobots (Figure 8). In fact, the majority of neurobots showed an increase in movement complexity, suggesting that neural activity may contribute to the observed differential effect. Additional experiments are required to identify the targeted cell types (neuronal or non‐neuronal) and to assess whether the effect we observed is caused by GABA signaling or is due to off‐target effects of PTZ. Although PTZ is a noncompetitive antagonist of GABA_A_ receptors, it may also exert indirect effects on other targets at higher concentrations, including glutamate receptors and voltage‐gated ion channels [74]. Future experiments where the activity of all or a specific population of neurons could be modulated pharmacologically or optogenetically could provide important insight on the causal relationship between neural activity and behavior, as well as the underlying mechanisms.

We raised a group of neurobots in zolmitriptan, which is a selective 5‐hydroxytryptamine (5‐HT) 1B/1D receptor agonist, known to increase the degree of ectopic neural growth in *Xenopus* embryos [51]. Interestingly, three out of four of these neurobots showed an increase in movement complexity when treated with PTZ (filled circles Figure 8b; Figure S7). Moreover, these neurobots showed a tighter correlation between the amount of implanted tissue and the degree of innervation (Figure S7). Interestingly, 5‐HT_1B_ receptors are shown to modulate GABA release [75], and serotonergic signaling is thought to affect the migration pattern of cortical interneurons [76]. Altered serotonergic signaling in neurobots treated with zolmitriptan may therefore impact the expression of GABAergic neurons during their development. Further experiments are needed to discover the mechanisms underlying this effect and whether zolmitriptan treatment results in biased expression of specific neural subtypes.

Our transcriptomics analysis revealed the landscape of differentially expressed genes between neurobots, biobots, and sham neurobots. Overall, neurobots showed a significant upregulation in gene expression compared to biobots and sham neurobots, whereas biobots and shams were more similar to one another (Figure 10a,b and Figure 11). Functional enrichment analysis revealed that neurobots, compared to both biobots and shams, exhibit a high level of enrichment in genes involved in nervous system development, synapse formation, neuron projection, and trans‐synaptic signaling (Figure 12a,b). Genes encoding major neurotransmitter receptors were present in the transcriptome of neurobots. This included glutamatergic, GABAergic, cholinergic, dopaminergic, serotonergic, and glycinergic receptors.

Our gene network analysis resulted in the identification of multiple functional clusters, allowing us to more deeply examine the genes and pathways that are upregulated in neurobots. Notably, we found a large cluster containing genes with important roles in visual perception (Cluster 1, Figure 13c; Figure S9c). This cluster contained genes normally expressed exclusively in *Xenopus* eyes, including various members of the opsin family such as a retinal G protein‐coupled receptor, various cone opsins, rhodopsin, as well as genes encoding many other proteins implicated in visual processing. This remarkable finding suggests the possible presence of visually evoked behaviors in neurobots. The next and most exciting step will be to test this hypothesis and discover the ways that light could modulate motor output in neurobots. If present, this will be a completely novel emergent behavior. Follow‐up proteomic analyses will be necessary to determine whether the upregulated transcripts are translated into corresponding proteins and to investigate their spatial organization.

We showed that neurobots exhibit a significant increase in the variability of their gene counts compared to their non‐neuronal counterparts (BBs and SHs, Figure 10c–f). Although some of this variability could be attributable to the manual nature of their creation, and/or pooling of implanted cells from multiple embryos, the excess variability seen in neurobots relative to shams suggests that neurons may play an important role in guiding the way cells explore the gene expression landscape. The nervous systems of animals are known to influence the behavior of non‐neural cells and tissues [60, 77], so it is possible that the information processing activity of the neurons, in response to the unique “life experiences” of individuals, or internally‐generated spontaneous signaling, might account for the neurobots exhibiting the largest inter‐individual gene expression variability of the groups. Moreover, studies show that when cells are exposed to novel stressors that they do not have existing homeostatic mechanisms to resolve, they resort to making random changes in the expression levels of many genes. It is possible that the bots we report here are undergoing stressors that evolution did not prepare them for, and may be employing this kind of exploration of gene expression space [78, 79, 80, 81, 82]. Future single‐cell RNA‐seq experiments, combined with methods for implanting defined numbers of cells, ideally derived from a single embryo, will provide critical insight into cell‐to‐cell variability and determine whether increased transcriptional variability in neurobots is confined to specific cell types.

Finally, based on a phylostratigraphic analysis, we show that the majority of upregulated genes in neurobots consist of the most ancient genes (Figure 14), a pattern that differs significantly from that observed in biobots and shams. In all cases, the cells were wild‐type, and no genomic editing, synthetic biology circuits, scaffolds, or drugs were used. These results suggest that novel configurations of cell types can have large‐scale systemic effects on the transcriptome of the resulting multicellular construct and move it toward the gene expression profiles of the evolutionary past.

Building neurobots with predictable nervous system architecture and in large numbers is one of the major remaining challenges of this study. Future automation and standardization efforts will enable higher throughput and consistency, allowing repeated measurements to be performed on neurobots with both identical and distinct nervous system architectures. The impact of pharmacological, optical, and other types of stimulation on the neurobot behavior could be assessed. Additionally, the creation and neuroanatomical characterization of large numbers of identical bots will allow for the discovery of frequently emerging patterns and motifs, thereby shedding light on the potential space for nervous system architectures in novel living constructs whose precise layout has not been shaped by selection for this specific behavioral configuration.

This study establishes a model system and experimental roadmap to increase our understanding of the plasticity of evolutionarily determined hardware of living beings to adapt on developmental (not evolutionary) timescales and to provide interfaces to bioengineered living constructs that may provide novel control capabilities for useful synthetic living machines and shed light on the origins of novelty in the evolution of nervous systems.

## 4 Methods

### 4.1 Animal Husbandry and Construction of Biobots, Neurobots, and Shams

All experiments were approved by Tufts University Institutional Animal Care and Use Committee (IACUC) under the protocol number M2023‐18.

Biobots were constructed as described previously [25], by excising tissue from the animal hemisphere of a Nieuwkoop and Faber stage 9 *Xenopus laevis* embryo (animal cap).

To construct neurobots and sham neurobots we excised 40–50 such animal caps and let them sit with external surface facing up in 60 mm petri dishes filled with a calcium and magnesium free solution (50.3 mM NaCl, 0.7 mM KCl, 9.2 mm Na_2_HPO_4_, 0.9 mm KH_2_PO_4_, 2.4 mm NaHCO_3_, 1 mm edetic acid (EDTA), pH 7.3), and coated with 1% agarose made in the same solution. After about 30–40 min the cells were fully dissociated. The dissociated cells were transferred to a deep 60 mm petri dish containing 0.75 Marc's Modified Ringer (MMR) solution, using a P200 pipette, taking as little liquid as possible. For constructing sham neurobots, the dissociated cells were immediately reaggregated and formed into clumps (see below). For constructing neurobots, we dispersed the dissociated cells as far as possible by moving the solution in the dish using a P1000 pipette. The cells were left still in the dish for ∼3–4 h. To reaggregate cells, the dish containing dissociated cells was placed on a shaker, and cells were thereby brought together in the middle of the dish. They were then allowed to reaggregate for approximately 1 h, at which point various clumps of cells formed spontaneously.

Using a P1000 pipette, clumps of ∼>10 cells were moved into the wells of an agarose‐coated 6‐well plate. Larger clumps were broken into smaller ones that could fit inside the body of the bot, that is animal caps excised from a new set of embryos (see Figure 1a). Depending on the size of the clumps, one or more were implanted.

Next, a new set of animal caps was dissociated from a second batch of embryos from a later fertilization (at late blastula, early gastrula stage), and were placed with the external surface facing down individually in the wells of the same 6‐well plate. The excised animal caps slowly formed a bowl and eventually closed up within approximately 10–15 min. Clumps of neural precursor cells (or non‐neuronal clumps in the case of shams) were placed inside this bowl (Figure 1a (ii)) before it was closed using fine forceps, and enough time was allowed for the animal cap to fully close before moving the dish to the incubator. Bots were housed in an incubator set to 14°C, and experiments were performed in a laboratory maintained at approximately 18°C.

### 4.2 Immunohistochemistry

Bots were fixed overnight at 4°C in 4% paraformaldehyde (Thermo Fisher Scientific) with 0.25% gluteraldehyde (Electron Microscopy Sciences) individually in 96‐well plates. The next day, they were washed three times at room temperature in PBS‐Triton X(PBT, 0.1% Triton X‐100 (Sigma) in PBS‐/‐ (Gibco)) for at least 15 min and then incubated in the 10% Casblock (invitrogen) dissolved in PBT for at least 1 h. They were then transferred into the solution containing primary antibodies and Hoescht (33342, Thermo Scientific). The plate was sealed using parafilm and covered in foil for light protection and placed on a shaker in the cold room for 3 days at 4°C. The bots were next washed 3 times in PBT at room temperature and then transferred and incubated overnight at 4°C in the secondary antibodies, with the dish sealed with parafilm and covered in foil. Finally, the bots were washed again 3 times in PBT and either stored in PBS at 4°C or mounted into 15‐slide 18‐well flat dishes (81821, Ibidi) in an antifade mounting medium (Vectashield, Vectorlabs H‐1000‐10) for confocal imaging. Primary antibodies used were (Anti‐acetylated tubulin antibody, Mouse monoclonal, Sigma T7451; Anti‐synapsin‐1 antibody, Guinea pig monoclonal recombinant antibody, Sysy Antibodies 106 308; MAP2 antibody, Rabbit polyclonal antibody, Cell Signaling technologies 4542), and the corresponding secondary antibodies were (Goat anti‐mouse Alexa 594, Invitrogen A32742, Goat anti‐guinea pig IgG (H+L) highly cross‐adsorbed secondary antibody, Alexa Fluor 488, ThermoFisher Scientific A‐11073, Goat anti‐rabbit IgG (H+L) cross‐adsorbed secondary antibody, Alexa Fluor 488, ThermoFisher Scientific A‐11008). For F‐actin staining fixed and permeabilized neurobots were incubated with the F‐actin‐specific stain, Alexa Fluor 647 Phalloidin (Thermo Fisher Cat # A22287) at 1:50 in PBS (‐/‐) overnight at 4^○^C. Neurobots were washed 3× with PBS (‐/‐) at room temperature and subsequently mounted in Vectashield.

### 4.3 Confocal and Multiphoton Microscopy

Confocal images were acquired using the Stellaris 8 microscope (Leica Microsystems), equipped with a Chameleon Vision II (Coherent; 80 MHz repetition rate). Z‐stacks were collected at 2 µm intervals with a 25 ×/0.95 NA or a 40×/ 1.1 NA water‐immersion objectives. Each signal was acquired in series. To ensure deep tissue penetration, Alexa 647‐Phalloidin was excited by two‐photon excitation at 819 nm, with emission collected between 636 and 746 nm. Second harmonic generation (SHG) imaging was performed at 890 nm excitation,  with emission detected between 465 and 616 nm, as previously described [45]. Fiji (Image J), the LAS X (Leica Microsystems), and Imaris (Oxford Instruments) programs were used to process the images.

### 4.4 Calcium Imaging

Embryos at the four‐cell stage were microinjected in all four blastomeres with mRNA encoding the genetically encoded fluorescent calcium indicator GCaMP6s. These embryos were used for obtaining clumps of neural precursor cells for implantation. Albino embryos were used as the outer shell of the neurobots in these experiments so that the fluorescence signal from neurons could be visualized more easily as wild‐type embryos are pigmented. We used a custom‐built microscope to measure calcium activity in freely moving neurobots (Video S1). We used Fiji's [83] Descriptor Based Series Registration plugin to correct for the motion of the neurobot (Video S2), then used Suite2p software [84] to identify active units (Figure 5). To avoid movements in the *Z*‐direction, which resulted in changes in the plane of focus, we created flattened neurobots as described previously [48]. Briefly, on the day after their formation, neurobots were pressed down using a glass coverslip, which was gradually lowered over them as small amounts of MMR were removed from the dish. Neurobots were left under pressure for 3 h, after which MMR was gradually added to the dish resulting in the release of the coverslip.

### 4.5 Quantification of the Bot Shape and Neural Tracing

We used the brush tool in Fiji [83] to fill in the shape of the bot and calculated the area and roundness index defined as the major_axis / minor_axis. We used the same tool to estimate the relative amount of implanted neural precursor tissue by dividing the area of the implanted clumps to the outer shell (Figure 1a). We used Imaris software (Oxford Instruments) to quantify neural expression using confocal stacks acquired from the bots that were stained with antibodies against acetylated α‐tubulin, which labeled neurons and cilia in multiciliated cells. We manually traced neurites using the filament function and exported values corresponding to the total length of neurites (dendrite length sum parameter in Imaris) and the number of terminal points (number of dendrite terminal points parameter in Imaris). For the analysis of the multiciliated cell distribution, we estimated the total number of MCCs by marking the center of each MCC using the Spots tool in Imaris and calculated the total number of multiciliated cells. We then used this value to calculate the MCC density by dividing this number by the total area of the bot.

### 4.6 Behavioral Analysis

Videos of bot movements were taken over 30 min under various conditions and tracked with the DLTdv digitizing tool [49] in MATLAB, and the *x* and *y* coordinates of the center of mass were calculated. A custom Python code was used to extract various kinematic variables using the time series of the coordinates. We calculate total Euclidean distance travelled, average speed, and average acceleration. Additionally, we calculated the percentage of the well that was traversed by the bots by dividing the space of each well into 0.1 mm bins. We then calculated the percent covered area by dividing the number of unique visited bins by the total number of bins. We calculated a complexity index by first calculating the power spectral density (PSD) of the trajectory time series along the *x* and *y* coordinates and identifying peaks in the power. We calculated Welch's power spectral density estimate with a window size of 400 s and an overlap of 1 s between windows for each of the *x* and *y* time series. We picked a threshold of 10 pixels^2^/Hz (∼0.17 mm^2^/Hz = 0.4 mm/Hz) to detect peaks in the PSD of the *x* and *y* coordinates. This threshold was chosen empirically to remove the baseline noise corresponding to the tracking of the center of mass of bots that had an average radius of 0.4 mm. We then defined the complexity index as the total number of unique peaks in the *x* and *y* PSDs.

To further confirm the significance of power at the peak frequencies identified by Welch power analysis, we used the wavelet transform and surrogate data. For each time series, we used MATLAB to calculate the continuous wavelet transform and from there calculated the wavelet power spectrum across all time. To assess the significance of dominant frequencies found from the Welch spectral analysis, we generated surrogate time series that preserve the original signal's amplitude spectrum but randomize its phase information in the wavelet space. These surrogates were used to compute a distribution of wavelet power spectra, from which significance thresholds (95th percentile) were derived for hypothesis testing. Only 4 out of 243 peaks identified through Welch analysis across all bots did not pass the significance test in the wavelet space. This small difference is expected because the two methods differ in their frequency resolution: Welch analysis uses uniform resolution across all frequencies, whereas wavelet analysis employs logarithmic spacing, providing finer detail at lower frequencies and coarser resolution at higher frequencies.

### 4.7 RNA‐Sequencing and Bioinformatics

We submitted 12 samples (4 samples per biobot type, 5–15 bots per sample: Number of bots per sample: {NB1 = 14, NB2 = 12, NB3 = 12, NB4 = 12}, {BB1 = 16, BB2 = 6, BB3 = 6, BB4 = 5}, {NN1 = 5, NN2 = 6, NN3 = 6, NN4 = 5}) submerged in Trizol (Invitrogen) in 2 mL Eppendorf tubes, to Novogene (Novogene Corporation Inc., Sacramento, CA) for low‐input, high‐lipid, bulk RNA extraction. The first batch submitted to Novogene (NB1 and BB1) contained a larger number of bots to test the efficacy of the low‐input method. The next series of sample batches (NB2‐4, BB2‐4, NN1‐4) contained a smaller number of bots based on the results from the first batch. Equal quantities of RNA were sequenced from each sample using the NovaSeq6000 sequencer, resulting in consistent library size across samples. Clean reads were extracted from FASTQ files, removing reads with adapter contamination, when uncertain nucleotides constitute more than 10 percent of either read (*N* > 10%), and when low‐quality nucleotides (Base Quality less than 5) constitute more than 50 percent of the read. The index to the reference genome (*Xenopus laevis* version 10.1) was built using Hisat2 v2.0.5 [85], and clean reads were aligned to the reference. The mapped reads of each sample were assembled using StringTie (v1.3.3b) [86], and FeatureCounts v1.5.0‐p3 [87] was used to count the read numbers mapped to each gene. FPKM of each gene was calculated based on the length of the gene and read counts mapped to this gene. Differential expression analysis was performed using the DESeq2 R package (1.20.0) [88], and the resulting *p*‐values were adjusted using Benjamini and Hochberg's approach for controlling the false discovery rate.

The webapp g: Profiler [62] was used to perform functional enrichment analysis of differentially expressed genes. For each comparison, upregulated genes (*p*‐adjusted < 0.05; log2foldchange > 4) and downregulated genes (*p*‐adjusted < 0.05; log2foldchange < ‐4) were separately mapped from *Xenopus* to human symbols using the HGNC Comparison of Orthology Predictions (HCOP) tool [89]. Genes lacking an established gene symbol were removed from analysis. Each gene list was separately queried using g: Profiler across all data sources. The statistical data scope included only annotated genes, and the g: SCS method was used for computing multiple testing corrections for *p‐*values at a threshold of *p *< 0.05. The R package ggplot2 (v3.5.1) [90] was used to generate dot plots of gene ontology driver terms from g: Profiler. Driver terms were determined by grouping significant terms into sub‐ontologies based on their relations, then identifying the leading gene sets that give rise to other significant functions in the ontology neighborhood.

For network analysis and clustering, we applied network analysis techniques to discover biological functional modules [91, 92]. By integrating gene expression and interaction data, we extracted PPI for the different biobots in their respective conditions and applied network embedding and clustering techniques similar to those described by Cantini et al. [93] and Pio‐Lopez et al. [94]. Specifically, we used the MNMF algorithm developed by Wang et al. [61] for network embedding and clustering. To create a network for the bots, we started by isolating genes of interest and identifying corresponding human orthologs under various conditions using the HCOP database [95]. We then used the STRING database [96] to extract relevant PPI networks. The clusters identified through our network embedding and clustering method were further analyzed for enrichment using g: Profiler [62].

### 4.8 Analysis of Gene Expression Variability

The normalized gene count variability was compared between groups (BBs, NBs, and SHs) using a MATLAB script and the method summarized in Figure S11. We excluded NB1 and BB1 since they were sent to Novogene for sequencing as a different batch than other NBs (NB2‐4) and BBs (BB2‐4), and we wanted to reduce the impact of inter‐batch variability (see *RNA‐sequencing and bioinformatics)*. We kept all four NN groups as they were sent as a part of the same batch (NN1‐4). For each gene in each pair of groups being compared, the mean count value across all pools of both groups was found, and genes were ranked from greatest to least mean. Genes for which any of the counts across all pools was 0 were discarded. Because the count value of a given gene in a given pool represents the mean value of all the individuals in that pool, the standard deviation of the pools gives the standard error of the means (SE) of the group. The SE is related to the number of individuals per pool (*n*) and the standard deviation of the individuals within the pools (*σ*) with the equation SE = *σ*/sqrt(*n*). By multiplying the SE by sqrt(*n*), *σ* can be calculated. Dividing σ by the mean count value of the pools gives the coefficient of variation (CV). The ranked gene CV lists were then split into 100 bins (percentiles) containing equal numbers of genes from highest to lowest counts. Within each bin, the number of genes with greater CV for the first group than the second was counted and divided by bin size to find the fraction of genes in the bin with greater CV in the first group. These fractions were then plotted as bar graphs in Figure 10c–e, with a blue line marking 0.5. The bin values appeared to vary with gene count percentile, so to determine the statistical significance of each bin's departure from its expected value, a permutation test was used. For each plot (each pair of groups), the order of the gene pairs was randomly shuffled (keeping pairs together), and new bins were generated. This was repeated 1000 times for random shuffles to produce a distribution of bin fraction values for each bin. The *p*‐value of each bin was defined as the proportion of the bin fractions from the distribution that were further in absolute value from the distribution mean than the true bin fraction. Bins with *p*‐values of *p* < 0.05 were deemed statistically significant and were colored dark blue. in Figure 10d‐f. All other bins were colored light blue. The mean bin value from the distributions was plotted as a yellow line.

### 4.9 Phylostratigraphic Analysis

We employed the phylostrat package [97] to conduct a phylostratigraphic analysis on transcripts of all three bot types, with *Xenopus* laevis (taxon ID 8355) designated as the reference species. This software automated several key steps in evolutionary analysis: (1) it built a clade tree using species from the UniProt database and aligned it with the latest NCBI taxonomy; (2) the clade tree was trimmed to maintain a phylogenetically diverse selection of representative species for each phylostratum; (3) a comprehensive protein sequence database was constructed from hundreds of species based on this clade tree, with additional data such as human and yeast proteomes manually added, resulting in 329 species for our study; (4) a similarity search was performed by conducting pairwise BLAST comparisons between the proteins encoded by *Xenopus laevis* and those of the target species; (5) the best hits were identified, and gene homology was inferred between *Xenopus laevis* and the target species; (6) each gene was assigned to a phylostratum that corresponded to the oldest clade for which a homolog was identified. Genes specific to *Xenopus laevis* were classified as orphan genes and placed within the *Xenopus laevis* phylostratum. The evolutionary stages we focused on include: All living organisms (bacteria, eubacteria), Eukaryota, Opisthokonta, Metazoa, Eumetazoa, Bilateria, Deuterostomia, Chordata, Vertebrata, Gnathostomata, Euteleostomi, Sarcopterygii, Tetrapoda, Anura, *Xenopus*, and *Xenopus laevis*. This methodological approach enabled a detailed examination of gene emergence and their evolutionary trajectories across various taxa. By implementing Phylostratr, we systematically mapped the age of the bot genes in the different conditions with a specific phylostrata to understand the distribution of ages of the bots’ overexpressed genes. We used the upregulated and downregulated genes in neurobots (log2foldchange > 4 and log2foldchange < ‐2 respectively).

### 4.10 Statistical Analysis

Statistical analyses of behavioral and shape data were performed using the non‐parametric Kruskal–Wallis test. When appropriate, multiple comparisons conducted using Tukey's honestly significant difference test. For PTZ experiments, we used a one‐sample *t*‐test to assess whether the population mean of the relative complexity index was significantly different from zero. Robust linear regression was used to quantify relationships between pairs of neurobots’ physical, neuroanatomical, and behavioral measures; the significance of regression coefficients and Pearson correlation coefficients was assessed using two‐tailed *t*‐statistics. Significance of peak frequencies identified by Welch analysis was validated using continuous wavelet transforms and phase‐randomized surrogate time series to generate null distributions of wavelet power, with significance assessed at the 95th percentile. In box plots, whiskers showed the non‐outlier extent, + signs depicted outliers, and the top and bottom of the box showed the upper and lower quartiles of the data. The horizontal bar inside the box showed the median. MATLAB (Mathworks, Natick, MA) functions were used for all statistical analyses.

The statistical analysis for differential gene expression data was performed using the R package DESeq2, which employed the two‐sided Wald test. Multiple hypothesis testing corrections were used to obtain adjusted *p*‐values. For the analysis of gene expression variability, the statistical significance of bin deviations from expected values was assessed using a permutation test. For each group comparison, gene pairs were randomly shuffled 1000 times (with pairs kept intact) to generate null distributions of bin fractions; bin *p*‐values were defined as the proportion of permuted values more extreme than the observed value, and bins with *p *< 0.05 were considered significant.

## Funding

This research was supported by HR0011‐18‐2‐0022, W911NF1920027, awarded by the Department of Defense, and grants from the John Templeton Foundation and Northpond Ventures.

## Conflicts of Interest

M.L. is a scientific co‐founder and consults for Fauna Systems, a company seeking to commercialize frog cell‐based biobot technology.

## Supporting information

**Supporting File 1**: advs74389‐sup‐0001‐SuppMat.pdf.

**Supporting File 2**: advs74389‐sup‐0002‐SuppMat.docx.

**Supporting File 3**: advs74389‐sup‐0003‐VideoS1.mp4.

**Supporting File 4**: advs74389‐sup‐0004‐VideoS2.mp4.

**Supporting File 5**: advs74389‐sup‐0005‐VideoS3.mp4.

**Supporting File 6**: advs74389‐sup‐0006‐VideoS4.mp4.

**Supporting File 7**: advs74389‐sup‐0007‐SuppMat.docx.

**Supporting File 8**: advs74389‐sup‐0008‐Data.zip.

## Data Availability

RNA‐sequencing data generated during this study are available in the NCBI Gene Expression Omnibus (GEO) public repository under accession number GSE295614. All other data supporting the findings of this study are available from the corresponding authors upon reasonable request.

## References

[1] X. Navarro , M. Vivó , and A. Valero‐Cabré , “Neural Plasticity After Peripheral Nerve Injury and Regeneration,” Progress in Neurobiology 82 (2007): 163–201, 10.1016/j.pneurobio.2007.06.005.17643733

[2] A. Antonini and M. P. Stryker , “Rapid Remodeling of Axonal Arbors in the Visual Cortex,” Science 260 (1993): 1819–1821, 10.1126/science.8511592.8511592

[3] H. T. Cline , M. Lau , and M. Hiramoto , “Activity‐Dependent Organization of Topographic Neural Circuits,” Neuroscience 508 (2023): 3–18, 10.1016/j.neuroscience.2022.11.032.36470479 PMC9839526

[4] T. R. Makin and H. Flor , “Brain (re)Organisation Following Amputation: Implications for Phantom Limb Pain,” Neuroimage 218 (2020): 116943, 10.1016/j.neuroimage.2020.116943.32428706 PMC7422832

[5] D. J. Blackiston and M. Levin , “Ectopic Eyes Outside the Head in Xenopus Tadpoles Provide Sensory Data for Light‐Mediated Learning,” Journal of Experimental Biology 216 (2013): 1031–1040, 10.1242/jeb.074963.23447666 PMC3587383

[6] R. George , M. Chiappalone , M. Giugliano , et al., “Plasticity and Adaptation in Neuromorphic Biohybrid Systems,” iScience 23 (2020): 101589.33083749 10.1016/j.isci.2020.101589PMC7554028

[7] J. Soriano , “Neuronal Cultures: Exploring Biophysics, Complex Systems, and Medicine in a Dish,” Biophysica 3 (2023): 181–202, 10.3390/biophysica3010012.

[8] S. P. Pașca , “The Rise of Three‐Dimensional Human Brain Cultures,” Nature 553 (2018): 437–445.29364288 10.1038/nature25032

[9] M. A. Lancaster , M. Renner , C. Martin , et al., “Cerebral Organoids Model human Brain Development and Microcephaly,” Nature 501 (2013): 373–379, 10.1038/nature12517.23995685 PMC3817409

[10] C. A. Trujillo , R. Gao , P. D. Negraes , et al., “Complex Oscillatory Waves Emerging From Cortical Organoids Model Early human Brain Network Development,” Cell Stem Cell 25 (2019): 558–569.e7, 10.1016/j.stem.2019.08.002.31474560 PMC6778040

[11] G. Quadrato , J. Brown , and P. Arlotta , “The Promises and Challenges of Human Brain Organoids as Models of Neuropsychiatric Disease,” Nature Medicine 22 (2016): 1220–1228, 10.1038/nm.4214.27783065

[12] A. El Din , L. Moenkemoeller , A. Loeffler , et al., “Human Neural Organoid Microphysiological Systems Show the Building Blocks Necessary for Basic Learning and Memory,” Communications Biology 8 (2025): 1237, 10.1038/s42003-025-08632-5.40819006 PMC12357958

[13] D. J. Bakkum , Z. C. Chao , and S. M. Potter , “Spatio‐Temporal Electrical Stimuli Shape Behavior of an Embodied Cortical Network in a Goal‐Directed Learning Task,” Journal of Neural Engineering 5 (2008): 310–323, 10.1088/1741-2560/5/3/004.18714127 PMC2559979

[14] A. Novellino , P. D'Angelo , L. Cozzi , M. Chiappalone , V. Sanguineti , and S. Martinoia , “Connecting Neurons to a Mobile Robot: An In Vitro Bidirectional Neural Interface,” Computational Intelligence and Neuroscience 2007 (2007): 12725, 10.1155/2007/12725.18350128 PMC2266971

[15] B. J. Kagan , A. C. Kitchen , N. T. Tran , et al., “In Vitro Neurons Learn and Exhibit Sentience When Embodied in a Simulated Game‐World,” Neuron 110 (2022): 3952–3969.e8, 10.1016/j.neuron.2022.09.001.36228614 PMC9747182

[16] N. Rouleau , N. J. Murugan , and D. L. Kaplan , “Toward Studying Cognition in a Dish,” Trends in Cognitive Sciences 25 (2021): 294–304, 10.1016/j.tics.2021.01.005.33546973 PMC7946736

[17] O. Aydin , “Neuromuscular Actuation of Biohybrid Motile Bots,” Proceedings of the National Academy of Sciences of the United States of America (2019), 19841–19847.31527266 10.1073/pnas.1907051116PMC6778261

[18] O. Aydin , A. P. Passaro , M. Elhebeary , et al., “Development of 3D Neuromuscular Bioactuators,” APL Bioengineering 4 (2020): 016107, 10.1063/1.5134477.32161837 PMC7064368

[19] S. Park , M. Gazzola , K. S. Park , et al., “Phototactic Guidance of a Tissue‐Engineered Soft‐Robotic Ray,” Science 353 (2016): 158–162, 10.1126/science.aaf4292.27387948 PMC5526330

[20] J. Wang , X. Zhang , J. Park , et al., “Computationally Assisted Design and Selection of Maneuverable Biological Walking Machines,” Advanced Intelligent Systems 3 (2021): 2000237, 10.1002/aisy.202000237.

[21] N. Ando and R. Kanzaki , “Insect‐Machine Hybrid Robot,” Current Opinion in Insect Science 42 (2020): 61–69, 10.1016/j.cois.2020.09.006.32992040

[22] S. Tsuda , S. Artmann , and K. Zauner , Artificial Life Models in Hardware ed. M.‐E. Faust and S. Carrier (Springer, 2009), 213–232, 10.1007/978-1-84882-530-7.

[23] W. P. Clawson and M. Levin , “Endless Forms Most Beautiful 2.0: Teleonomy and the Bioengineering of Chimaeric and Synthetic Organisms,” Biological Journal of the Linnean Society 139 (2023): 457–486, 10.1093/biolinnean/blac073.

[24] S. M. Potter , D. A. Wagenaar , R. Madhavan , and T. B. DeMarse , “Long‐Term Bidirectional Neuron Interfaces for Robotic Control, and In Vitro Learning Studies,” in Proceedings of the 25th Annual International Conference of the IEEE Engineering in Medicine and Biology Society (IEEE Cat. No.03CH37439) (IEEE, 2004), 3690–3693.

[25] D. Blackiston , E. Lederer , S. Kriegman , S. Garnier , J. Bongard , and M. Levin , “A Cellular Platform for the Development of Synthetic Living Machines,” Science Robotics 6 (2021): abf1571, 10.1126/scirobotics.abf1571.34043553

[26] H. J. Kang and H. Y. Kim , “Mucociliary Epithelial Organoids From Xenopus Embryonic Cells: Generation, Culture and High‐Resolution Live Imaging,” Journal of Visualized Experiments 161 (2020): 61604, 10.3791/61604.32804169

[27] P. Walentek and I. K. Quigley , “What We Can Learn From a Tadpole About Ciliopathies and Airway Diseases: Using Systems Biology in Xenopus to Study Cilia and Mucociliary Epithelia,” Genesis 55 (2017): 23001, 10.1002/dvg.23001.PMC527673828095645

[28] E. Dubaissi and N. Papalopulu , “Embryonic Frog Epidermis: A Model for the Study of Cell‐Cell Interactions in the Development of Mucociliary Disease,” Disease Models & Mechanisms 4 (2011): 179–192, 10.1242/dmm.006494.21183475 PMC3046089

[29] P. Walentek , S. Bogusch , T. Thumberger , et al., “A Novel Serotonin‐Secreting Cell Type Regulates Ciliary Motility in the Mucociliary Epidermis of Xenopus Tadpoles,” Development 141 (2014): 1526–1533.24598162 10.1242/dev.102343

[30] F. Keijzer , M. van Duijn , and P. Lyon , “What Nervous Systems Do: Early Evolution, Input–Output, and the Skin Brain Thesis,” Adaptive Behavior 21 (2013): 67–85, 10.1177/1059712312465330.

[31] F. Keijzer , “Moving and Sensing Without Input and Output: Early Nervous Systems and the Origins of the Animal Sensorimotor Organization,” Biology & Philosophy 30 (2015): 311–331, 10.1007/s10539-015-9483-1.26005236 PMC4438119

[32] C. Verasztó , N. Ueda , and L. A. Bezares‐Calderón , “Ciliomotor Circuitry Underlying Whole‐Body Coordination of Ciliary Activity in the Platynereis Larva,” Elife 6 (2017): e26000, 10.7554/eLife.26000.28508746 PMC5531833

[33] G. O. Mackie , C. L. Singla , and C. Thiriot‐Quievreux , “Nervous Control of Ciliary Activity in Gastropod Larvae,” The Biological Bulletin 151 (1976): 182–199, 10.2307/1540713.963121

[34] A. G. Collins , J. H. Lipps , and J. W. Valentine , “Modern Mucociliary Creeping Trails and the Bodyplans of Neoproterozoic Trace‐makers,” Paleobiology 26 (2000): 47–55, 10.1666/0094-8373(2000)026<0047:MMCTAT>2.0.CO;2.

[35] A. Ivantsov , A. Nagovitsyn , and M. Zakrevskaya , “Traces of Locomotion of Ediacaran Macroorganisms,” Geosciences 9 (2019): 395, 10.3390/geosciences9090395.

[36] V. Pai , L. Pio‐Lopez , M. Sperry , P. Erickson , and M. X. T. Levin , “Gene Expression Changes in Wild‐Type Cells Comprising a Form of Biobot,” preprint, bioRxiv, August (2024), 10.31219/osf.io/n2jre.

[37] Y. Satou‐Kobayashi , J. Kim , A. Fukamizu , and M. Asashima , “Temporal Transcriptomic Profiling Reveals Dynamic Changes in Gene Expression of Xenopus Animal Cap Upon Activin Treatment,” Scientific Reports 11 (2021): 14537, 10.1038/s41598-021-93524-x.34267234 PMC8282838

[38] J. Lee , A. F. Møller , S. Chae , et al., “A Single‐Cell, Time‐Resolved Profiling of Xenopus Mucociliary Epithelium Reveals Nonhierarchical Model of Development,” Science Advances 9 (2023): add5745, 10.1126/sciadv.add5745.PMC1008185337027470

[39] A. Angerilli , P. Smialowski , and R. A. Rupp , “The Xenopus Animal Cap Transcriptome: Building a Mucociliary Epithelium,” Nucleic Acids Research 46 (2018): 8772–8787, 10.1093/nar/gky771.30165493 PMC6158741

[40] S. I. Wilson and T. Edlund , “Neural Induction: Toward a Unifying Mechanism,” Nature Neuroscience 4, no. 4 (2001): 1161–1168, 10.1038/nn747.11687825

[41] H. Grunz and L. Tacke , “Neural Differentiation of Xenopus Laevis Ectoderm Takes Place After Disaggregation and Delayed Reaggregation Without Inducer,” Cell Differentiation and Development 28 (1989): 211–217, 10.1016/0922-3371(89)90006-3.2620262

[42] L. Dehmelt and S. Halpain , “The MAP2/Tau Family of Microtubule‐Associated Proteins,” Genome Biology 6 (2005): 204, 10.1186/gb-2004-6-1-204.15642108 PMC549057

[43] D. Perdiz , R. Mackeh , C. Poüs , and A. Baillet , “The Ins and Outs of Tubulin Acetylation: More Than Just a Post‐Translational Modification?,” Cellular Signalling 23 (2011): 763–771, 10.1016/j.cellsig.2010.10.014.20940043

[44] R. Dominguez and K. C. Holmes , “Actin Structure and Function,” Annual Review of Biophysics 40 (2011): 169–186, 10.1146/annurev-biophys-042910-155359.PMC313034921314430

[45] C. R. Esquibel , K. D. Wendt , H. C. Lee , et al., “Second Harmonic Generation Imaging of Collagen in Chronically Implantable Electrodes in Brain Tissue,” Frontiers in Neuroscience 14 (2020): 95, 10.3389/fnins.2020.00095.32733179 PMC7358524

[46] C. Frantz , K. M. Stewart , and V. M. Weaver , “The Extracellular Matrix at a Glance,” Journal of Cell Science 123 (2010): 4195–4200, 10.1242/jcs.023820.21123617 PMC2995612

[47] M. Z. Lin and M. J. Schnitzer , “Genetically Encoded Indicators of Neuronal Activity,” Nature Neuroscience 19 (2016): 1142–1153, 10.1038/nn.4359.27571193 PMC5557009

[48] S. Kriegman , D. Blackiston , M. Levin , and J. Bongard , “Kinematic Self‐Replication in Reconfigurable Organisms,” Proceedings of the National Academy of Sciences of the United States of America 118 (2021): 2112672118, 10.1073/pnas.2112672118.PMC867047034845026

[49] T. L. Hedrick , “Software Techniques for Two‐ and Three‐Dimensional Kinematic Measurements of Biological and Biomimetic Systems,” Bioinspiration & Biomimetics 3 (2008): 034001, 10.1088/1748-3182/3/3/034001.18591738

[50] T. Shimada and K. Yamagata , “Pentylenetetrazole‐Induced Kindling Mouse Model,” Journal of Visualized Experiments 136 (2018): 56573, 10.3791/56573.PMC610169829985308

[51] D. J. Blackiston , K. Vien , and M. Levin , “Serotonergic Stimulation Induces Nerve Growth and Promotes Visual Learning via Posterior Eye Grafts in a Vertebrate Model of Induced Sensory Plasticity,” npj Regenerative Medicine 2 (2017): 8, 10.1038/s41536-017-0012-5.29302344 PMC5665622

[52] S. W. Flavell and M. E. Greenberg , “Signaling Mechanisms Linking Neuronal Activity to Gene Expression and Plasticity of the Nervous System,” Annual Review of Neuroscience 31 (2008): 563–590, 10.1146/annurev.neuro.31.060407.125631.PMC272807318558867

[53] C. Herrera‐Rincon , V. P. Pai , K. M. Moran , J. M. Lemire , and M. Levin , “The Brain Is Required for Normal Muscle and Nerve Patterning During Early Xenopus Development,” Nature Communications 8 (2017): 587, 10.1038/s41467-017-00597-2.PMC561095928943634

[54] N. L. Bray , H. Pimentel , P. Melsted , and L. Pachter , “Near‐Optimal Probabilistic RNA‐Seq Quantification,” Nature Biotechnology 34 (2016): 525–527, 10.1038/nbt.3519.27043002

[55] G. Colozza and E. M. De Robertis , “Dact‐4 Is a Xenopus laevis Spemann Organizer Gene Related to the Dapper/Frodo Antagonist of β‐Catenin Family of Proteins,” Gene Expression Patterns 38 (2020): 119153, 10.1016/j.gep.2020.119153.33186756

[56] A. Pawlowski and G. Weddell , “Induction of Tumours in Denervated Skin,” Nature 213 (1967): 1234–1236, 10.1038/2131234a0.

[57] B. Scharrer , “Insect Tumors Induced by Nerve Severance: Incidence and Mortality,” Cancer Research 13 (1953): 73–76.13032953

[58] B. Scharrer , “Experimental Tumors After Nerve Section in an Insect,” Experimental Biology and Medicine 60 (1945): 184–189, 10.3181/00379727-60-15132.21006288

[59] A. Kumar and J. P. Brockes , “Nerve Dependence in Tissue, Organ, and Appendage Regeneration,” Trends in Neurosciences 35 (2012): 691–699, 10.1016/j.tins.2012.08.003.22989534

[60] C. Herrera‐Rincon and M. Levin , “Booting up the Organism During Development: Pre‐Behavioral Functions of the Vertebrate Brain in Guiding Body Morphogenesis,” Communicative & Integrative Biology 11 (2018): 1433440, 10.1080/19420889.2018.1433440.PMC582496529497473

[61] X. Wang , “Community Preserving Network Embedding,” in AAAI'17: Proceedings of the Thirty‐First AAAI Conference on Artificial Intelligence (AAAI Press, 2017), 203–209.

[62] L. Kolberg , U. Raudvere , I. Kuzmin , P. Adler , J. Vilo , and H. Peterson , “g:Profiler—Interoperable Web Service for functional enrichment Analysis and Gene Identifier Mapping (2023 Update),” Nucleic Acids Research 51 (2023): W207–W212, 10.1093/nar/gkad347.37144459 PMC10320099

[63] J. Hahn , A. Monavarfeshani , M. Qiao , et al., “Evolution of Neuronal Cell Classes and Types in the Vertebrate Retina,” Nature 624 (2023): 415–424, 10.1038/s41586-023-06638-9.38092908 PMC10719112

[64] W. S. Argraves , H. Tran , W. H. Burgess , and K. Dickerson , “Fibulin Is an Extracellular Matrix and Plasma Glycoprotein With Repeated Domain Structure,” The Journal of Cell Biology 111 (1990): 3155–3164, 10.1083/jcb.111.6.3155.2269669 PMC2116371

[65] S. Kriegman , D. Blackiston , M. Levin , and J. Bongard , “A Scalable Pipeline for Designing Reconfigurable Organisms,” Proceedings of the National Academy of Sciences of the United States of America 117 (2020): 1853–1859, 10.1073/pnas.1910837117.31932426 PMC6994979

[66] S. D. Joshi , T. R. Jackson , L. Zhang , C. Stuckenholz , and L. A. Davidson , “Supracellular Contractility in Xenopus Embryo Epithelia Regulated by Extracellular ATP and the Purinergic Receptor P2Y2,” Journal of Cell Science 138 (2025): jcs263877, 10.1242/jcs.263877.40856002 PMC12516192

[67] M. Dosch , J. Gerber , F. Jebbawi , and G. Beldi , “Mechanisms of ATP Release by Inflammatory Cells,” International Journal of Molecular Sciences 19 (2018): 1222, 10.3390/ijms19041222.29669994 PMC5979498

[68] L. Zhang and M. J. Sanderson , “Oscillations in Ciliary Beat Frequency and Intracellular Calcium Concentration in Rabbit Tracheal Epithelial Cells Induced by ATP,” The Journal of Physiology 546 (2003): 733–749, 10.1113/jphysiol.2002.028704.12563000 PMC2342584

[69] A. S. Shah , Y. Ben‐Shahar , T. O. Moninger , J. N. Kline , and M. J. Welsh , “Motile Cilia of Human Airway Epithelia Are Chemosensory,” Science 325 (2009): 1131–1134, 10.1126/science.1173869.19628819 PMC2894709

[70] Z. Shan , S. Li , C. Yu , et al., “Embryonic and Skeletal Development of the Albino African Clawed Frog (Xenopus laevis),” Journal of Anatomy 242 (2023): 1051–1066, 10.1111/joa.13835.36708289 PMC10184547

[71] G. T. Adebogun , et al., “Albino Xenopus Laevis Tadpoles Prefer Dark Environments Compared to Wild Type,” MicroPublication Biology 2023 (2023): 750.10.17912/micropub.biology.000750PMC994185636824381

[72] J. Tsui , N. Schwartz , and E. S. Ruthazer , “A Developmental Sensitive Period for Spike Timing‐Dependent Plasticity in the Retinotectal Projection,” Frontiers in Synaptic Neuroscience 2 (2010): 13, 10.3389/fnsyn.2010.00013.21423499 PMC3059707

[73] H. J. Sim , S. Kim , K. Myung , T. Kwon , H. Lee , and T. J. Park , “Xenopus: An Alternative Model System for Identifying Muco‐Active Agents,” PLoS One 13 (2018): 0193310, 10.1371/journal.pone.0193310.PMC582344329470529

[74] Á. B. Monteiro , A. F. Alves , A. C. Ribeiro Portela , et al., “Pentylenetetrazole: A Review,” Neurochemistry International 180 (2024): 105841, 10.1016/j.neuint.2024.105841.39214154

[75] D. A. N. Al‐Halboosi , O. Savchenko , L. K. Heisler , and S. Sylantyev , “Modulation of GABA Release by 5‐HT_1B_ Receptors: An Interplay With AMPA‐Receptors and Voltage‐Gated Ca^2+^ Channels,” Neuropharmacology 241 (2023): 109758, 10.1016/j.neuropharm.2023.109758.37827445

[76] S. Murthy , M. Niquille , N. Hurni , et al., “Serotonin Receptor 3A Controls Interneuron Migration Into the Neocortex,” Nature Communications 5 (2014): 5524, 10.1038/ncomms6524.PMC426314825409778

[77] Y. Wenger , W. Buzgariu , and B. Galliot , “Loss of Neurogenesis in Hydra Leads to Compensatory Regulation of Neurogenic and Neurotransmission Genes in Epithelial Cells,” Philosophical Transactions of the Royal Society B: Biological Sciences 371 (2016): 20150040, 10.1098/rstb.2015.0040.PMC468557926598723

[78] H. I. Schreier , Y. Soen , and N. Brenner , “Exploratory Adaptation in Large Random Networks,” Nature Communications 8 (2017): 14826, 10.1038/ncomms14826.PMC541394728429717

[79] S. Stern , T. Dror , E. Stolovicki , N. Brenner , and E. Braun , “Genome‐wide Transcriptional Plasticity Underlies Cellular Adaptation to Novel Challenge,” Molecular Systems Biology 3 (2007): MSB4100147, 10.1038/msb4100147.PMC186558817453047

[80] E. Braun , “The Unforeseen Challenge: From Genotype‐to‐Phenotype in Cell Populations,” Reports on Progress in Physics 78 (2015): 036602, 10.1088/0034-4885/78/3/036602.25719211

[81] C. Fields and M. Levin , “Competency in Navigating Arbitrary Spaces as an Invariant for Analyzing Cognition in Diverse Embodiments,” Entropy 24 (2022): 819, 10.3390/e24060819.35741540 PMC9222757

[82] M. Levin , “Technological Approach to Mind Everywhere: An Experimentally‐Grounded Framework for Understanding Diverse Bodies and Minds,” Frontiers in Systems Neuroscience 16 (2022): 768201, 10.3389/fnsys.2022.768201.35401131 PMC8988303

[83] J. Schindelin , I. Arganda‐Carreras , E. Frise , et al., “Fiji: An Open‐Source Platform for Biological‐Image Analysis,” Nature Methods 9 (2012): 676–682, 10.1038/nmeth.2019.22743772 PMC3855844

[84] M. Pachitariu , C. Stringer , M. Dipoppa , et al., “Suite2p: Beyond 10,000 Neurons With Standard Two‐Photon Microscopy,” BioRxiv (2016): 061507, 10.1101/061507.

[85] A. Mortazavi , B. A. Williams , K. McCue , L. Schaeffer , and B. Wold , “Mapping and Quantifying Mammalian Transcriptomes by RNA‐Seq,” Nature Methods 5 (2008): 621–628, 10.1038/nmeth.1226.18516045 PMC13303166

[86] M. Pertea , G. M. Pertea , C. M. Antonescu , T. Chang , J. T. Mendell , and S. L. Salzberg , “StringTie Enables Improved Reconstruction of a Transcriptome From RNA‐Seq Reads,” Nature Biotechnology 33 (2015): 290–295, 10.1038/nbt.3122.PMC464383525690850

[87] Y. Liao , G. K. Smyth , and W. Shi , “featureCounts: An Efficient General Purpose Program for Assigning Sequence Reads to Genomic Features,” Bioinformatics 30 (2014): 923–930, 10.1093/bioinformatics/btt656.24227677

[88] M. I. Love , W. Huber , and S. Anders , “Moderated Estimation of Fold Change and Dispersion for RNA‐Seq Data With DESeq2,” Genome Biology 15 (2014): 550, 10.1186/s13059-014-0550-8.25516281 PMC4302049

[89] B. Yates , K. A. Gray , T. E. M. Jones , and E. A. Bruford , “Updates to HCOP: The HGNC Comparison of Orthology Predictions Tool,” Briefings in Bioinformatics 22 (2021): bbab155, 10.1093/bib/bbab155.33959747 PMC8574622

[90] H. Wickham , Ggplot2: Elegant Graphics for Data Analysis (Springer International Publishing, 2016).

[91] A. Barabási , N. Gulbahce , and J. Loscalzo , “Network Medicine: A Network‐Based Approach to Human Disease,” Nature Reviews Genetics 12 (2011): 56–68, 10.1038/nrg2918.PMC314005221164525

[92] W. Nelson , M. Zitnik , B. Wang , J. Leskovec , A. Goldenberg , and R. Sharan , “To Embed or Not: Network Embedding as a Paradigm in Computational Biology,” Frontiers in Genetics 10 (2019): 381, 10.3389/fgene.2019.00381.31118945 PMC6504708

[93] L. Cantini , E. Medico , S. Fortunato , and M. Caselle , “Detection of Gene Communities in Multi‐Networks Reveals Cancer Drivers,” Scientific Reports 5 (2015): 17386, 10.1038/srep17386.26639632 PMC4671005

[94] L. Pio‐Lopez , A. Valdeolivas , L. Tichit , É. Remy , and A. Baudot , “MultiVERSE: A Multiplex and Multiplex‐Heterogeneous Network Embedding Approach,” Scientific Reports 11 (2021): 8794, 10.1038/s41598-021-87987-1.33888761 PMC8062697

[95] R. L. Seal , B. Braschi , K. Gray , et al., “Genenames.Org: The HGNC Resources in 2023,” Nucleic Acids Research 51 (2023): D1003–D1009, 10.1093/nar/gkac888.36243972 PMC9825485

[96] D. Szklarczyk , R. Kirsch , M. Koutrouli , et al., “The STRING Database in 2023: Protein–Protein Association Networks and Functional Enrichment Analyses for Any Sequenced Genome of Interest,” Nucleic Acids Research 51 (2023): D638–D646, 10.1093/nar/gkac1000.36370105 PMC9825434

[97] Z. Arendsee , J. Li , U. Singh , A. Seetharam , K. Dorman , and E. S. Wurtele , “Phylostratr: A Framework for Phylostratigraphy,” Bioinformatics 35 (2019): 3617–3627, 10.1093/bioinformatics/btz171.30873536

# Supplementary material for: Engineered Living Systems With Self‐Organizing Neural Networks: From Anatomy to Behavior and Gene Expression
**Source:** Adv Sci (Weinh). 2026 Feb 20;13(28):e08967. doi: 10.1002/advs.202508967
**Supplement:** Supplementary file 1 — Supporting File 1: advs74389‐sup‐0001‐SuppMat.pdf.

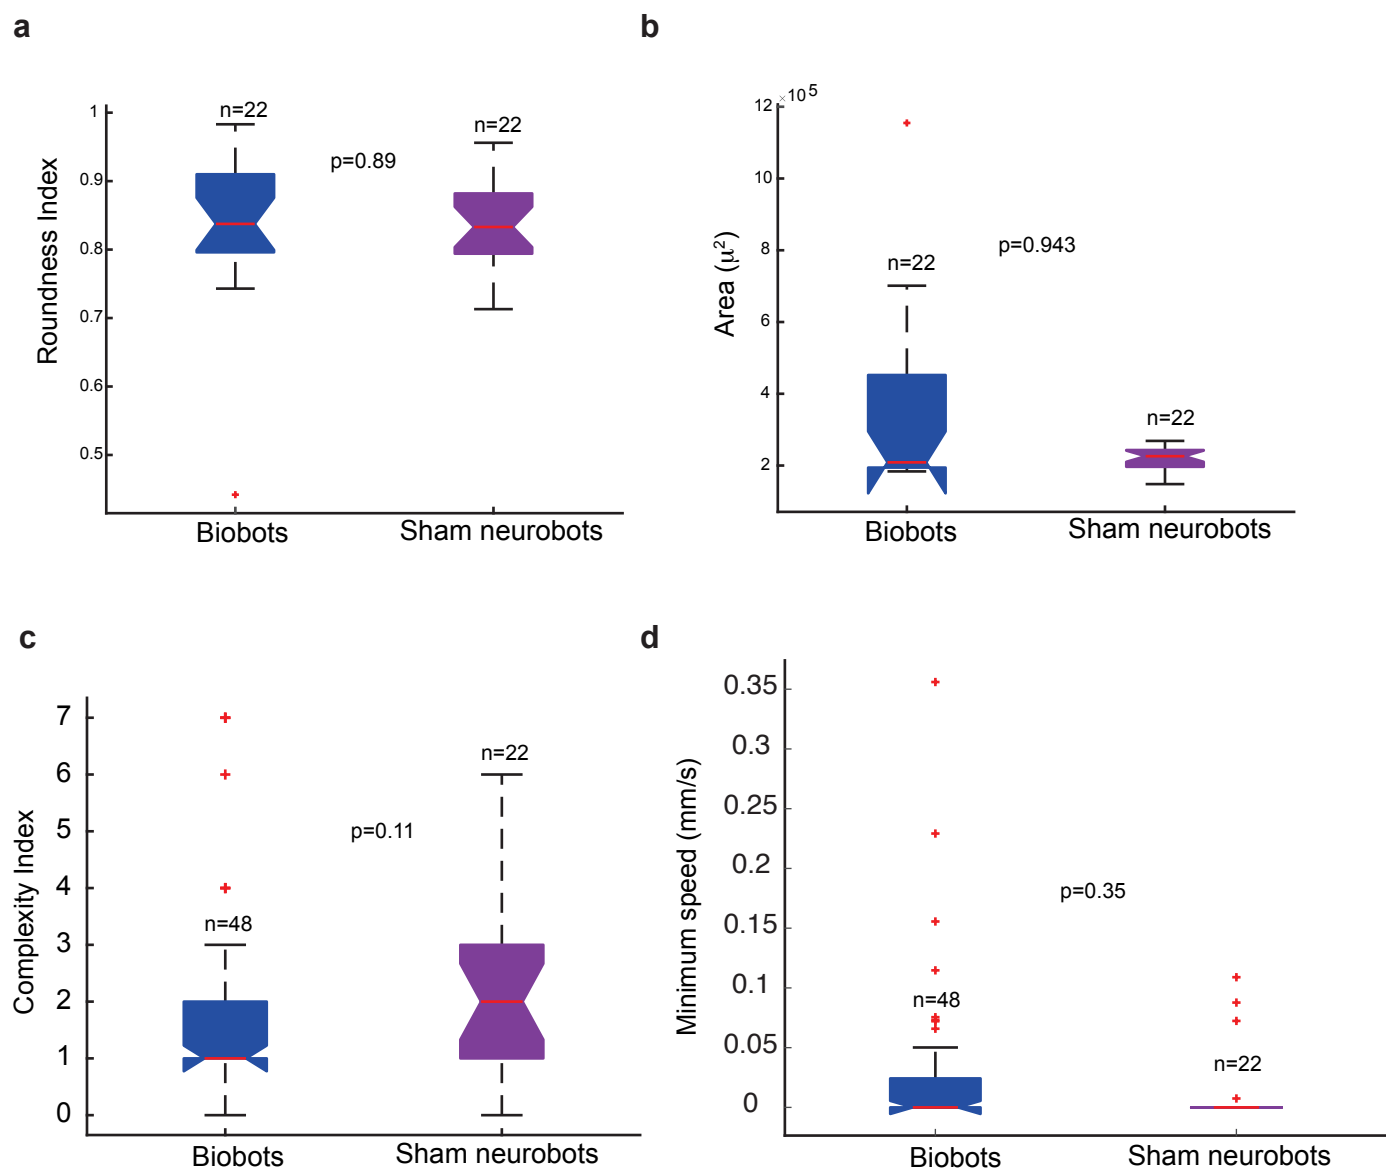

Figure S1

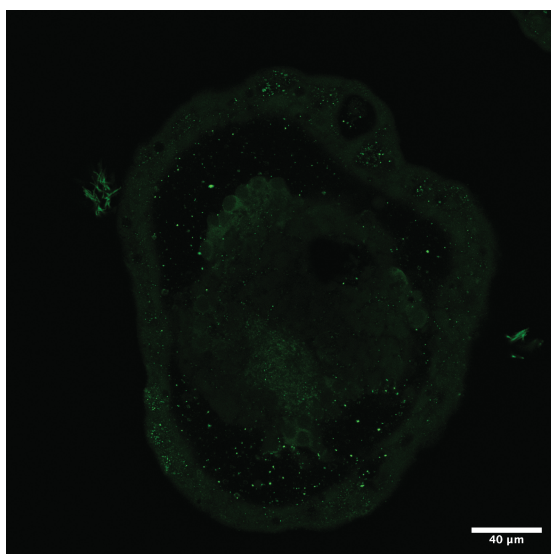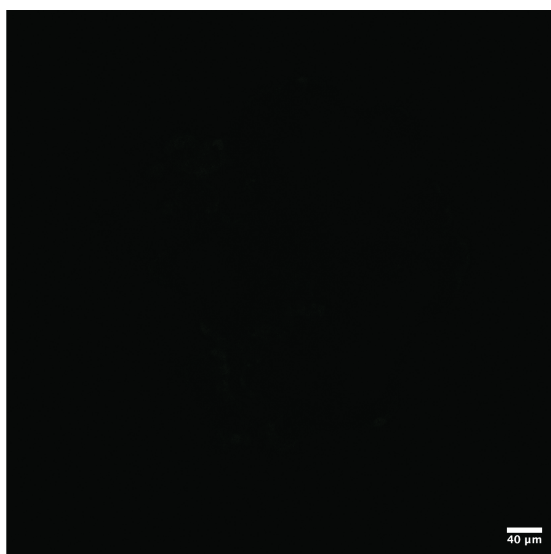

**Figure S2**

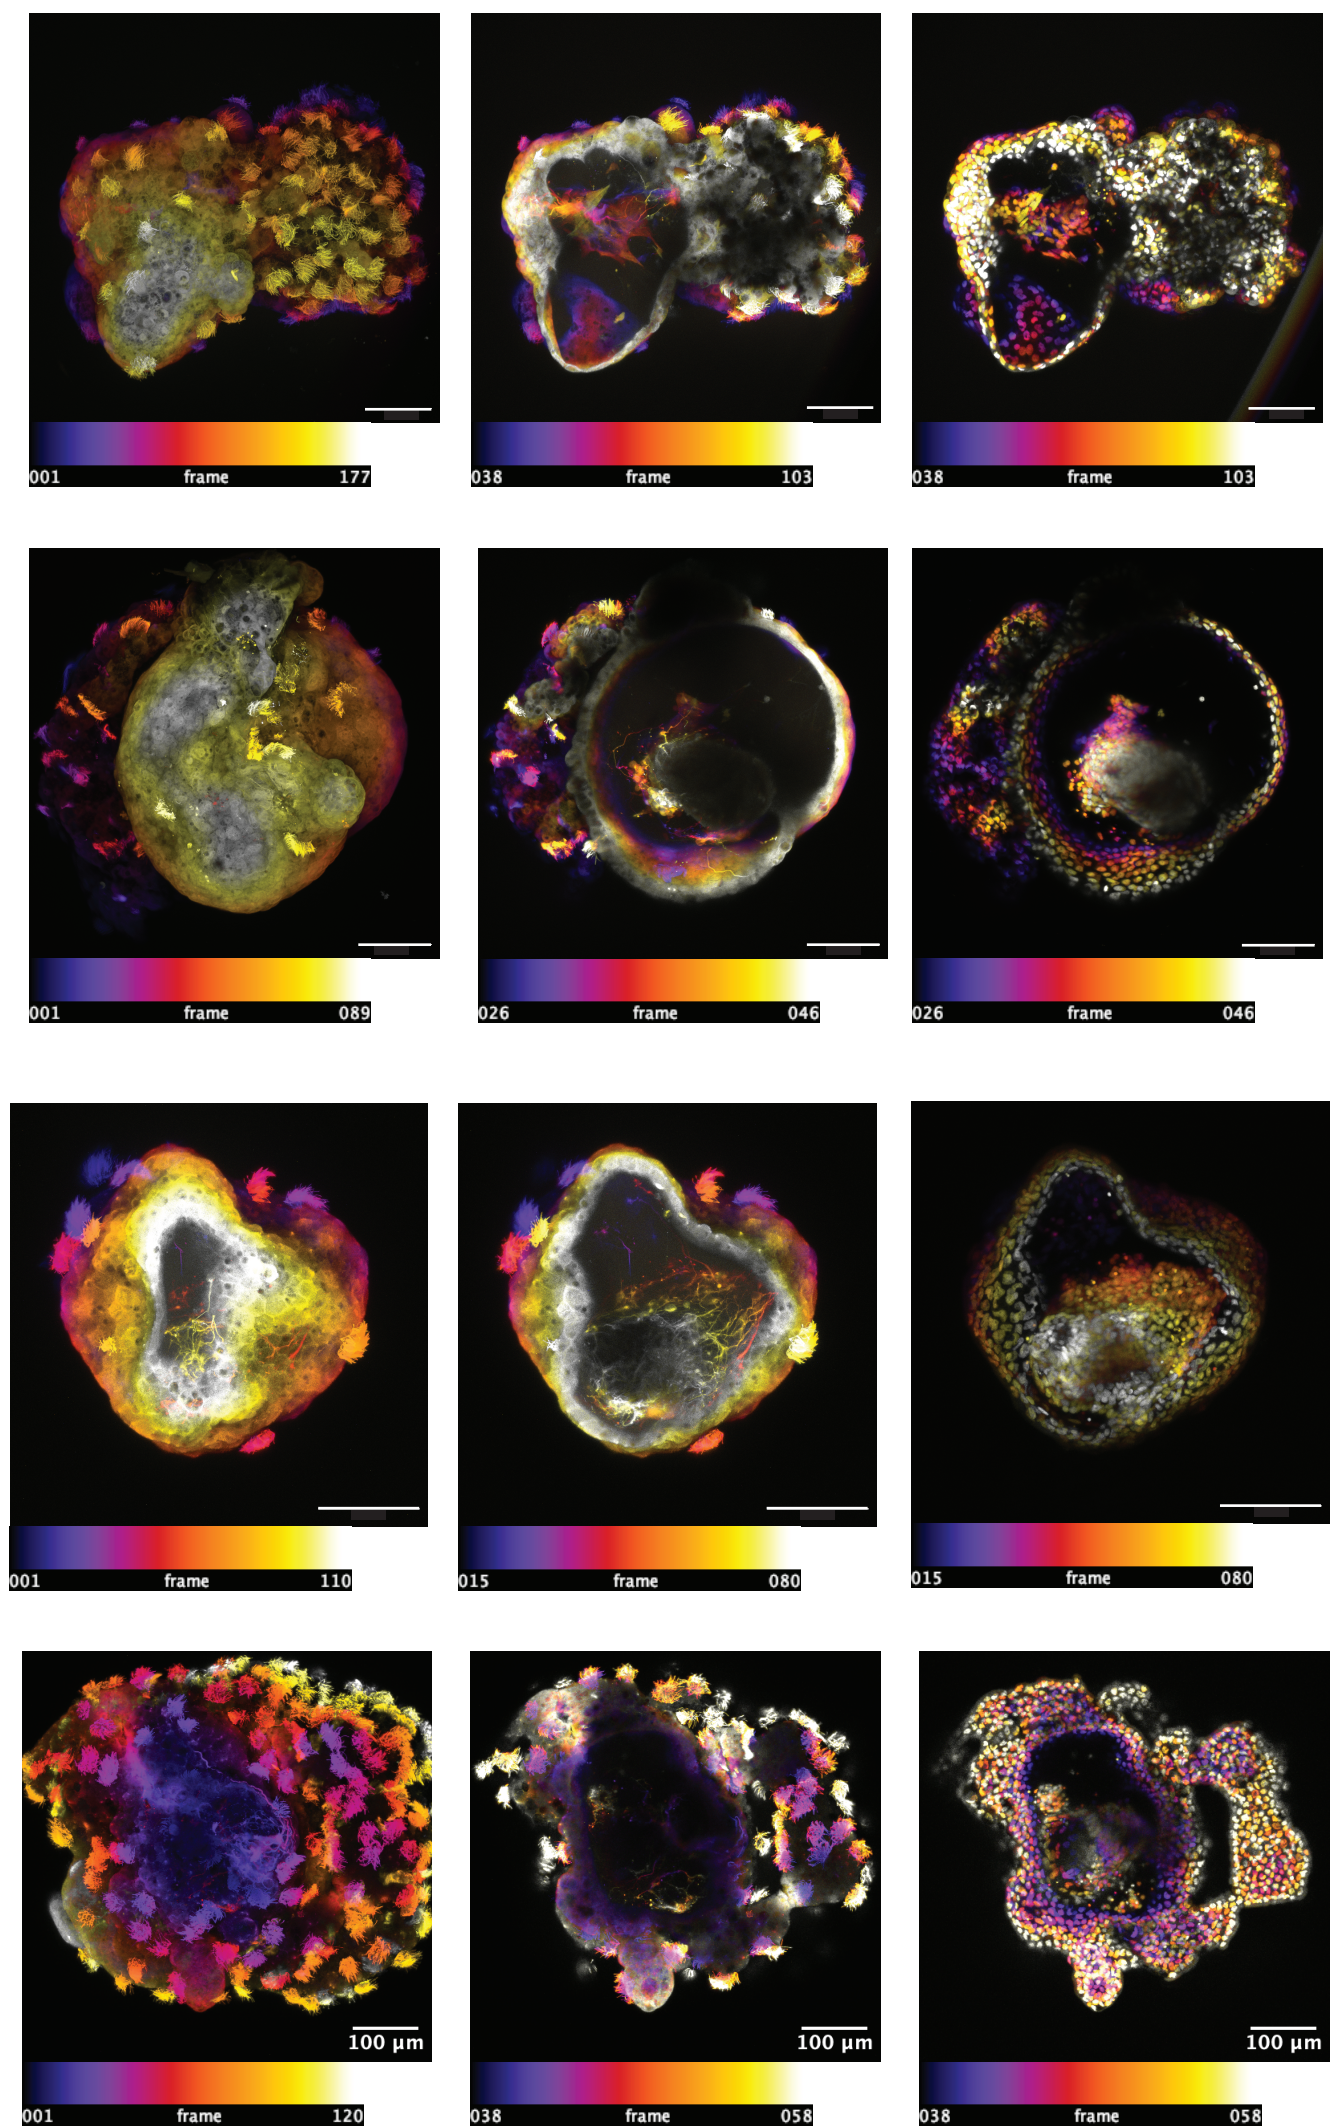

Figure S3

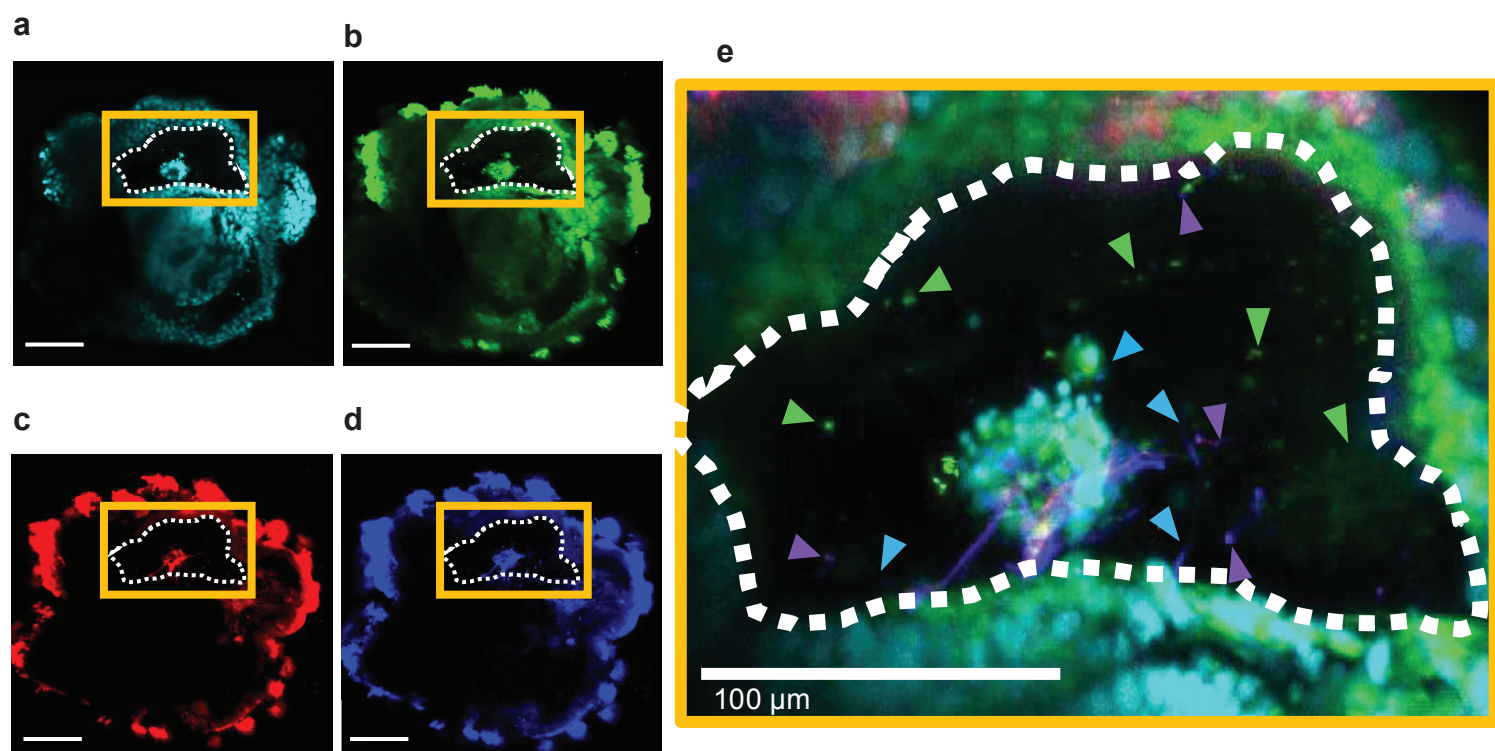

**Figure S4**

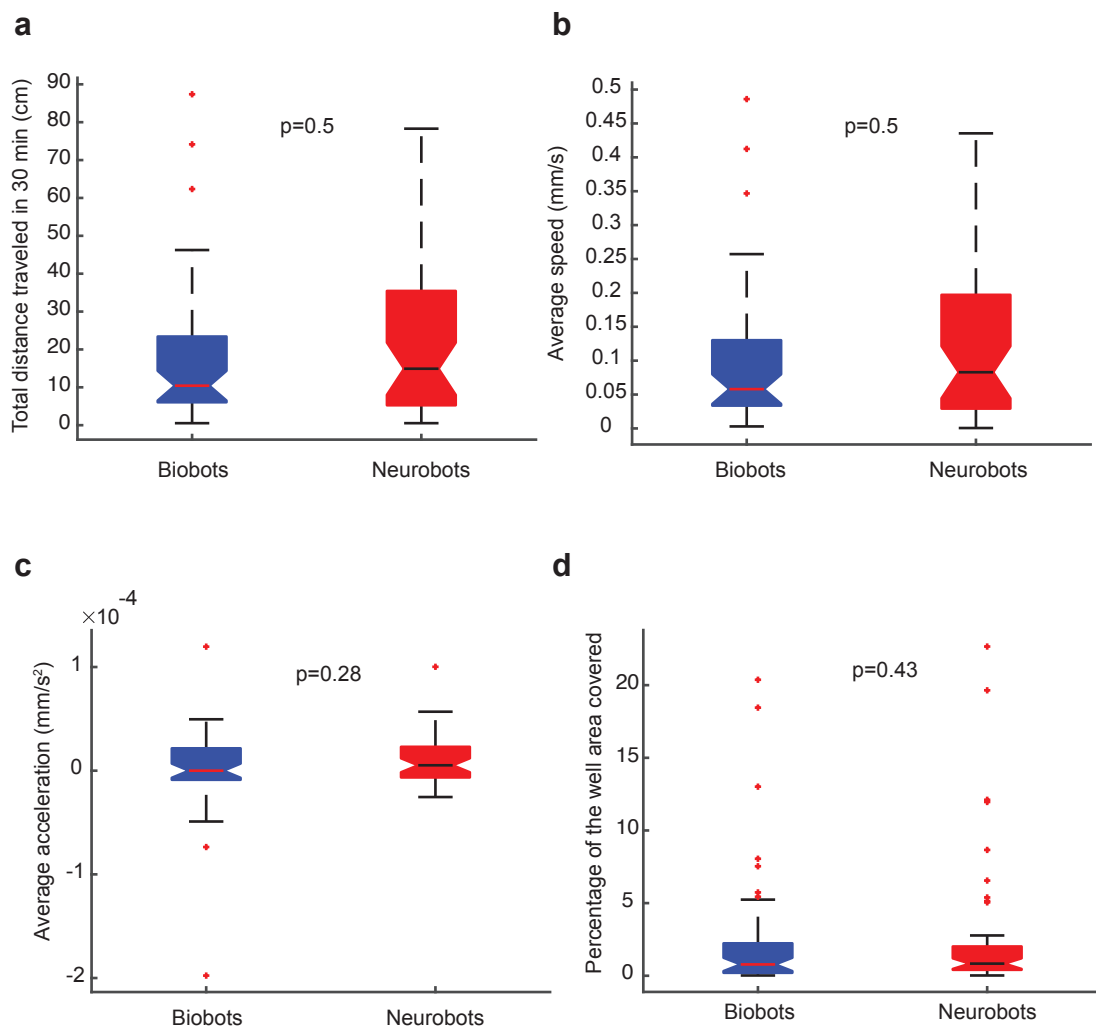

**Figure S5**

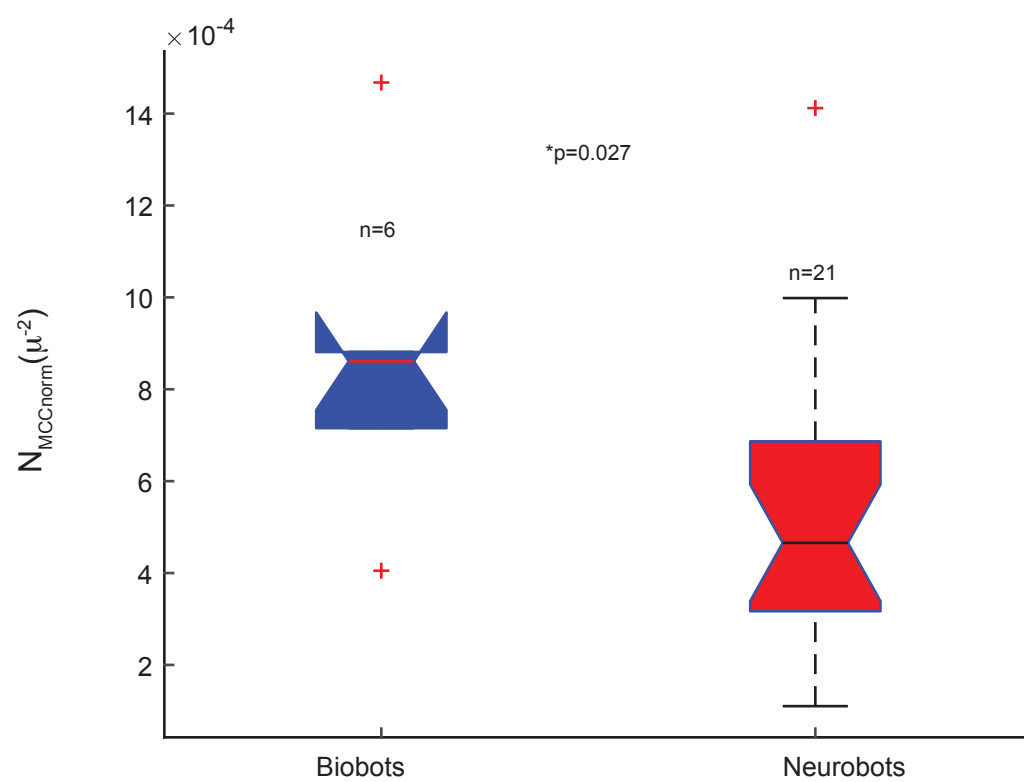

Figure S6

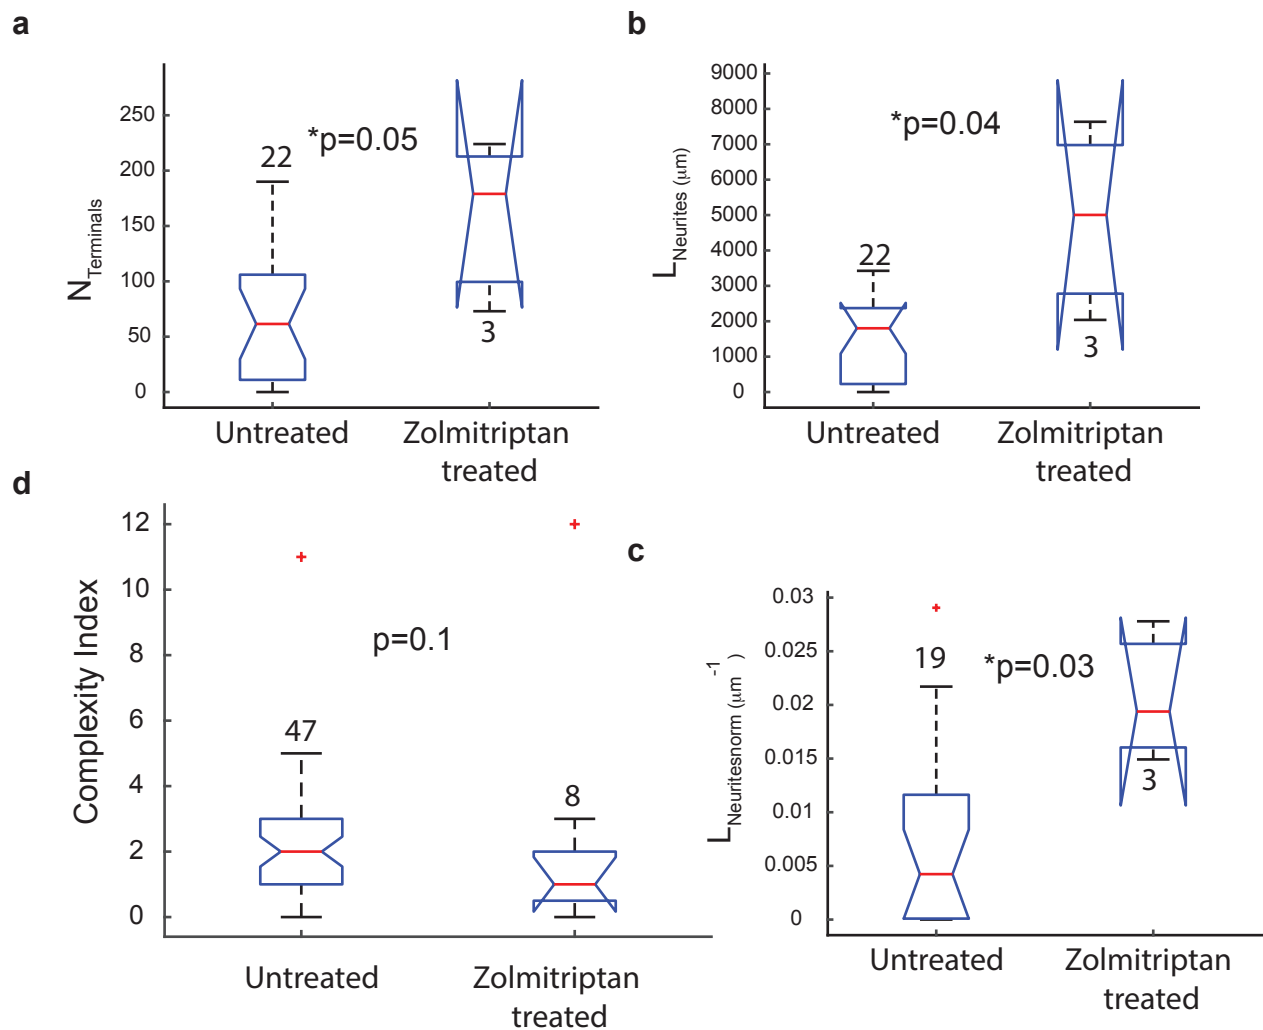

**e**

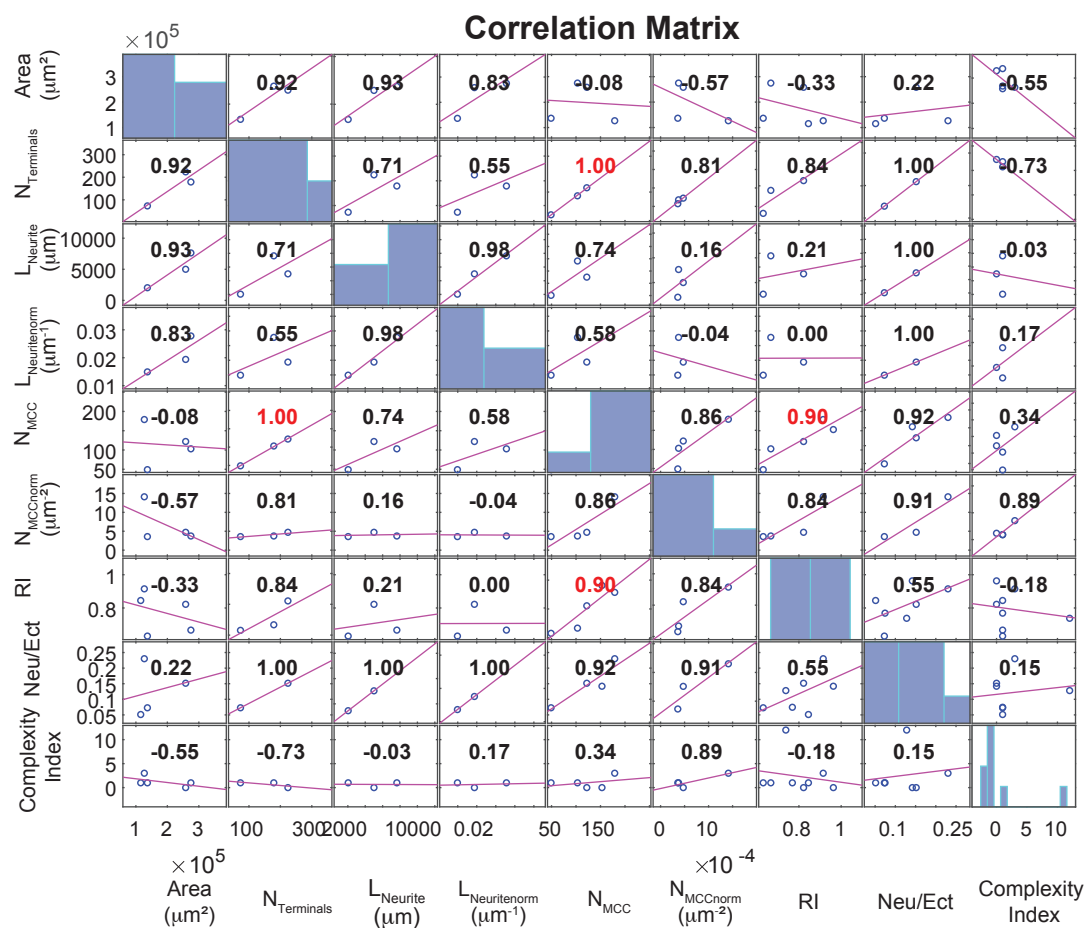

**Figure S7**

a

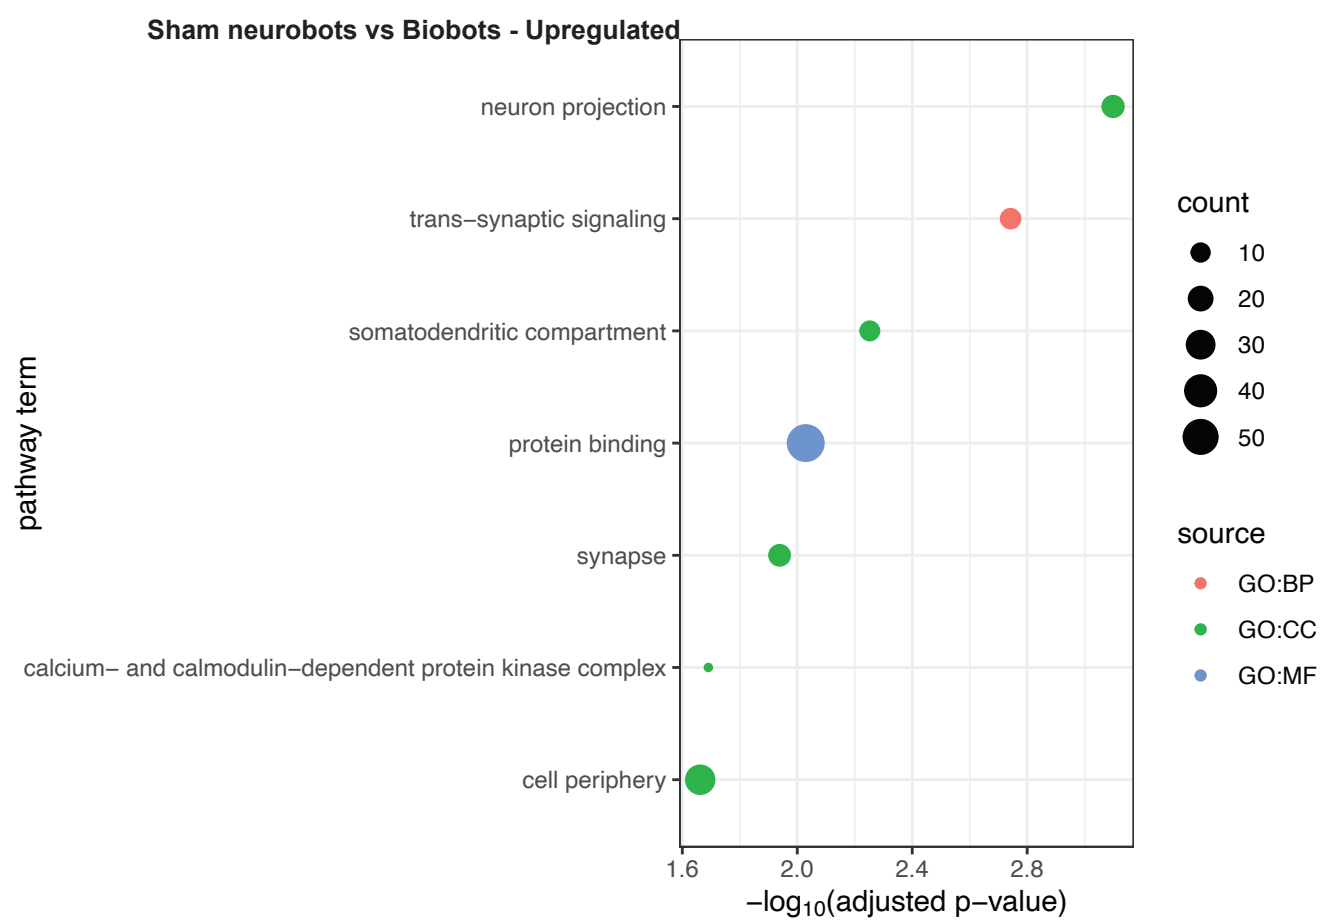

**Neurobots vs Biobots - Downregulated**

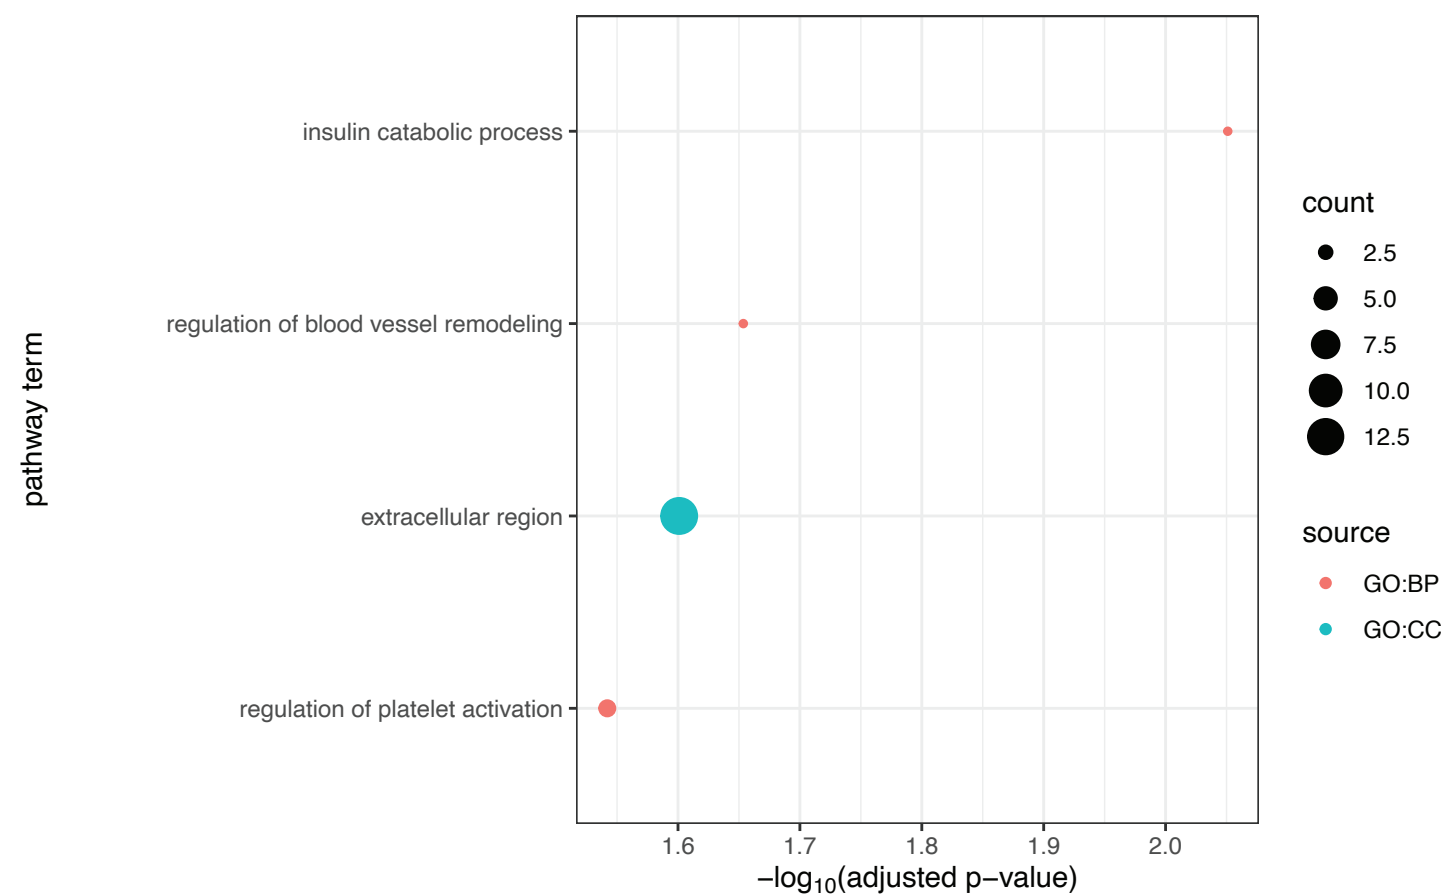

**Figure S8**

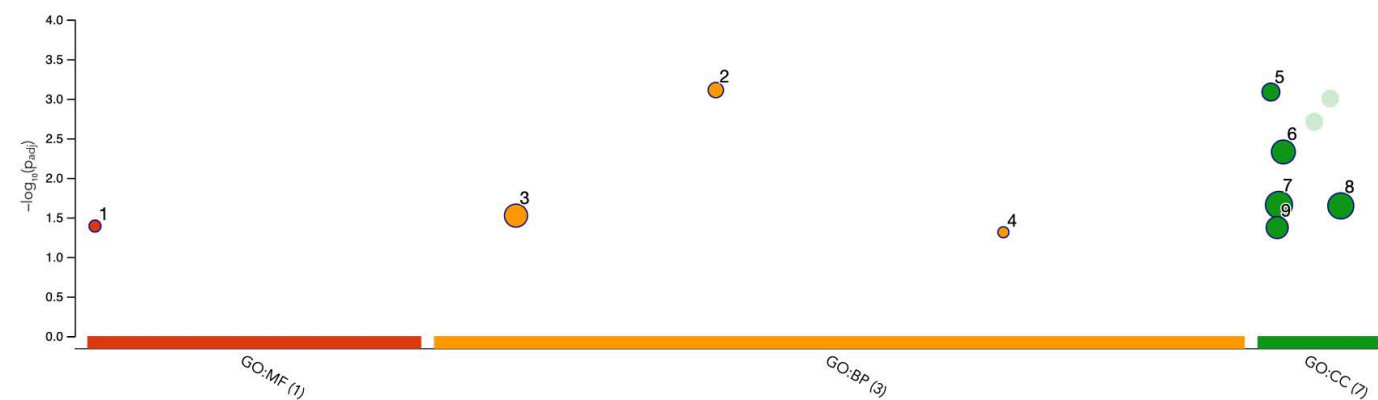

| ID | Source | Term ID    | Term Name                                        | Padj (query_1)         |
|----|--------|------------|--------------------------------------------------|------------------------|
| 1  | GO:MF  | GO:0001849 | complement component C1q complex binding         | $4.066 \times 10^{-2}$ |
| 2  | GO:BP  | GO:0035633 | maintenance of blood-brain barrier               | $7.771 \times 10^{-4}$ |
| 3  | GO:BP  | GO:0007155 | cell adhesion                                    | $2.998 \times 10^{-2}$ |
| 4  | GO:BP  | GO:0097241 | hematopoietic stem cell migration to bone mar... | $4.864 \times 10^{-2}$ |
| 5  | GO:CC  | GO:0005923 | bicellular tight junction                        | $8.224 \times 10^{-4}$ |
| 6  | GO:CC  | GO:0030054 | cell junction                                    | $4.701 \times 10^{-3}$ |
| 7  | GO:CC  | GO:0016020 | membrane                                         | $2.195 \times 10^{-2}$ |
| 8  | GO:CC  | GO:0071944 | cell periphery                                   | $2.260 \times 10^{-2}$ |
| 9  | GO:CC  | GO:0009986 | cell surface                                     | $4.249 \times 10^{-2}$ |

**Cluster 2**

version e111\_eg58\_p18\_f463989d  
date 8/26/2024, 6:27:48 PM  
organism hsapiens

g:Profiler

**Figure S9a**

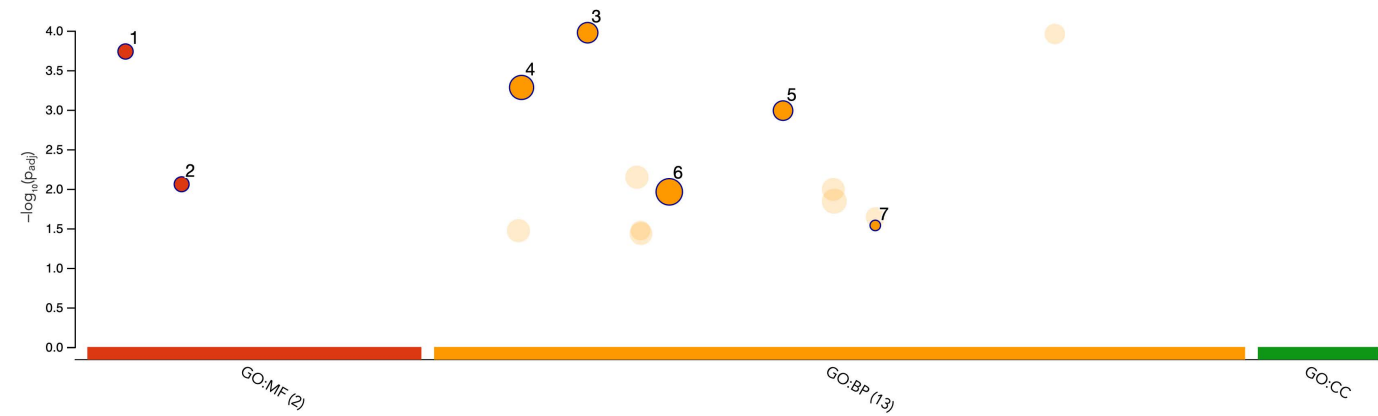

| ID | Source | Term ID    | Term Name                        | $P_{adj}$ (query_1)    |
|----|--------|------------|----------------------------------|------------------------|
| 1  | GO:MF  | GO:0005109 | frizzled binding                 | $1.837 \times 10^{-4}$ |
| 2  | GO:MF  | GO:0017147 | Wnt-protein binding              | $8.767 \times 10^{-3}$ |
| 3  | GO:BP  | GO:0016055 | Wnt signaling pathway            | $1.063 \times 10^{-4}$ |
| 4  | GO:BP  | GO:0007399 | nervous system development       | $5.230 \times 10^{-4}$ |
| 5  | GO:BP  | GO:0045165 | cell fate commitment             | $1.027 \times 10^{-3}$ |
| 6  | GO:BP  | GO:0032501 | multicellular organismal process | $1.093 \times 10^{-2}$ |
| 7  | GO:BP  | GO:0060061 | Spemann organizer formation      | $2.908 \times 10^{-2}$ |

**Cluster 3**  
**version** e111\_eg58\_p18\_f463989d  
**date** 8/26/2024, 3:56:14 PM  
**organism** hsapiens

g:Profiler

Figure S9b

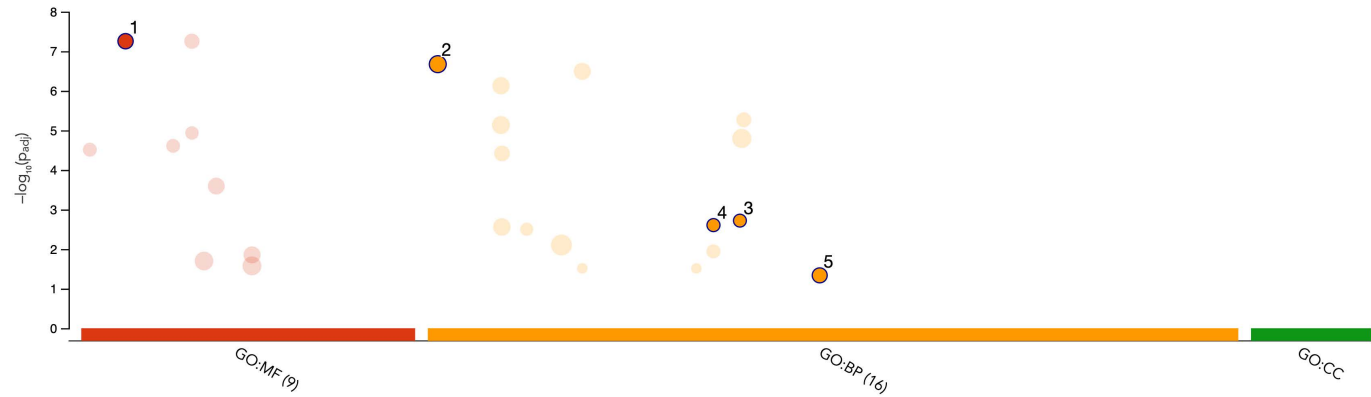

| ID | Source | Term ID    |  | Term Name                                | Padj (query_...        |
|----|--------|------------|-------------------------------------------------------------------------------------|------------------------------------------|------------------------|
| 1  | GO:MF  | GO:0005501 |                                                                                     | retinoid binding                         | 5.584×10 <sup>-8</sup> |
| 2  | GO:BP  | GO:0001523 |                                                                                     | retinoid metabolic process               | 2.124×10 <sup>-7</sup> |
| 3  | GO:BP  | GO:0042363 |                                                                                     | fat-soluble vitamin catabolic process    | 1.909×10 <sup>-3</sup> |
| 4  | GO:BP  | GO:0035810 |                                                                                     | positive regulation of urine volume      | 2.479×10 <sup>-3</sup> |
| 5  | GO:BP  | GO:0048384 |                                                                                     | retinoic acid receptor signaling pathway | 4.613×10 <sup>-2</sup> |

Cluster 4

version

date

organism

e111\_eg58\_p18\_f463989d

9/6/2024, 6:36:42 PM

hsapiens

g:Profiler

Figure S9c

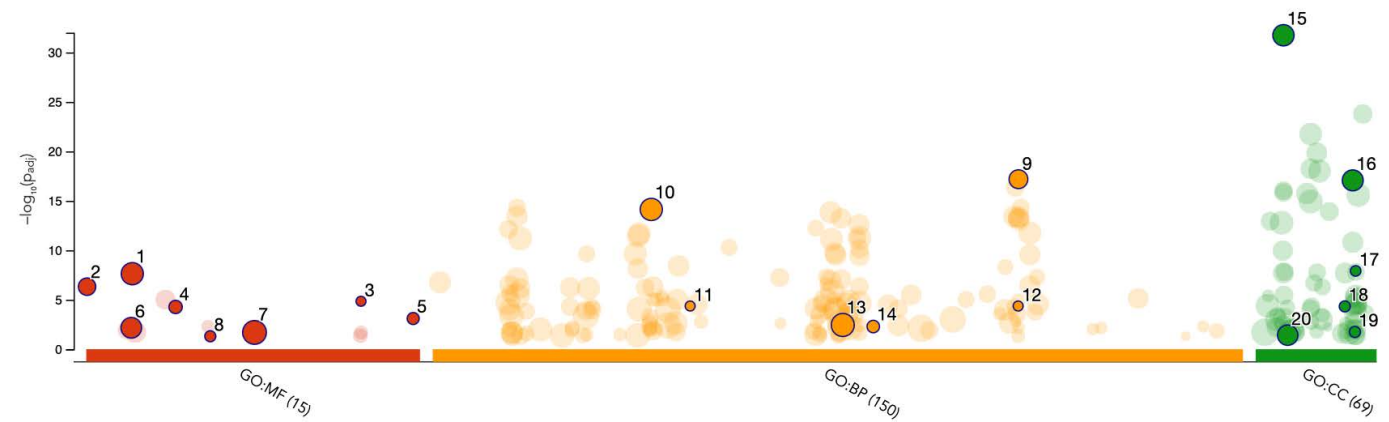

| ID | Source | Term ID    | Term Name                                                                               | p <sub>adj</sub> (query_1) |
|----|--------|------------|-----------------------------------------------------------------------------------------|----------------------------|
| 1  | GO:MF  | GO:0008092 | cytoskeletal protein binding                                                            | $2.330 \times 10^{-8}$     |
| 2  | GO:MF  | GO:0000149 | SNARE binding                                                                           | $4.758 \times 10^{-7}$     |
| 3  | GO:MF  | GO:0099184 | structural constituent of postsynaptic intermediate filament cytoskeleton               | $1.429 \times 10^{-5}$     |
| 4  | GO:MF  | GO:0016812 | hydrolase activity, acting on carbon-nitrogen (but not peptide) bonds, in cyclic amides | $5.370 \times 10^{-5}$     |
| 5  | GO:MF  | GO:1903136 | cuprous ion binding                                                                     | $7.920 \times 10^{-4}$     |
| 6  | GO:MF  | GO:0005543 | phospholipid binding                                                                    | $6.792 \times 10^{-3}$     |
| 7  | GO:MF  | GO:0042802 | identical protein binding                                                               | $2.014 \times 10^{-2}$     |
| 8  | GO:MF  | GO:0031694 | alpha-2A adrenergic receptor binding                                                    | $4.952 \times 10^{-2}$     |
| 9  | GO:BP  | GO:0099504 | synaptic vesicle cycle                                                                  | $6.512 \times 10^{-18}$    |
| 10 | GO:BP  | GO:0031175 | neuron projection development                                                           | $7.439 \times 10^{-15}$    |
| 11 | GO:BP  | GO:0033693 | neurofilament bundle assembly                                                           | $4.327 \times 10^{-5}$     |
| 12 | GO:BP  | GO:0099185 | postsynaptic intermediate filament cytoskeleton organization                            | $4.327 \times 10^{-5}$     |
| 13 | GO:BP  | GO:0050877 | nervous system process                                                                  | $3.548 \times 10^{-3}$     |
| 14 | GO:BP  | GO:0060052 | neurofilament cytoskeleton organization                                                 | $5.122 \times 10^{-3}$     |
| 15 | GO:CC  | GO:0030424 | axon                                                                                    | $1.837 \times 10^{-32}$    |
| 16 | GO:CC  | GO:0098793 | presynapse                                                                              | $8.544 \times 10^{-18}$    |
| 17 | GO:CC  | GO:0099160 | postsynaptic intermediate filament cytoskeleton                                         | $1.221 \times 10^{-8}$     |
| 18 | GO:CC  | GO:0097418 | neurofibrillary tangle                                                                  | $4.716 \times 10^{-5}$     |
| 19 | GO:CC  | GO:0099012 | neuronal dense core vesicle membrane                                                    | $1.794 \times 10^{-2}$     |
| 20 | GO:CC  | GO:0031252 | cell leading edge                                                                       | $3.806 \times 10^{-2}$     |

**Cluster 5**  
**version** e111\_eg58\_p18\_f463989d  
**date** 8/26/2024, 6:29:09 PM  
**organism** hsapiens

g:Profiler

Figure S9d

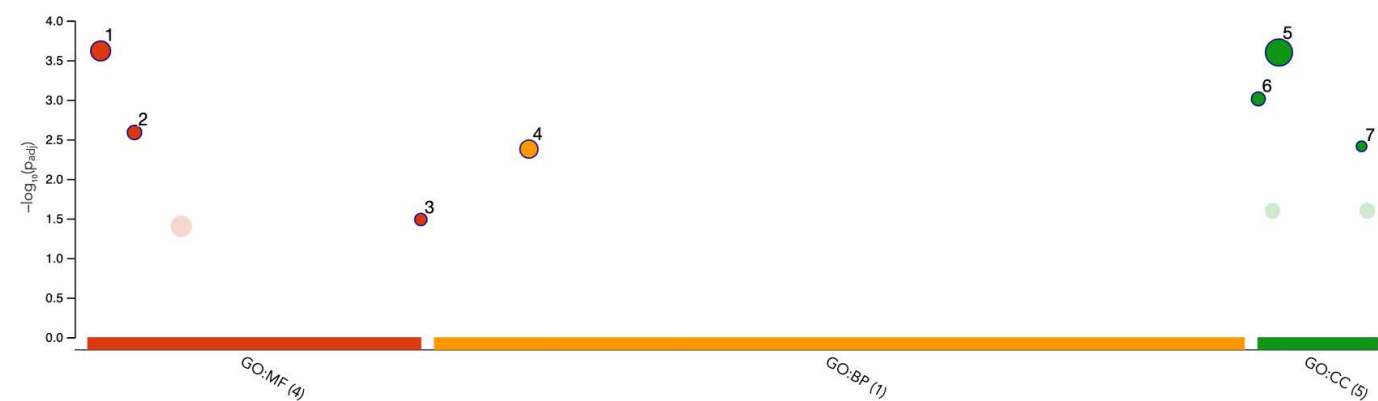

| ID | Source | Term ID    | Term Name                                                  | p <sub>adj</sub> (query_1) |
|----|--------|------------|------------------------------------------------------------|----------------------------|
| 1  | GO:MF  | GO:0003924 | GTPase activity                                            | 2.411×10 <sup>-4</sup>     |
| 2  | GO:MF  | GO:0008157 | protein phosphatase 1 binding                              | 2.588×10 <sup>-3</sup>     |
| 3  | GO:MF  | GO:2001069 | glycogen binding                                           | 3.256×10 <sup>-2</sup>     |
| 4  | GO:BP  | GO:0008277 | regulation of G protein-coupled receptor signaling pathway | 4.199×10 <sup>-3</sup>     |
| 5  | GO:CC  | GO:0016020 | membrane                                                   | 2.525×10 <sup>-4</sup>     |
| 6  | GO:CC  | GO:0000164 | protein phosphatase type 1 complex                         | 9.741×10 <sup>-4</sup>     |
| 7  | GO:CC  | GO:0120216 | matriiin complex                                           | 3.871×10 <sup>-3</sup>     |

#### Cluster 6

**version** e111\_eg58\_p18\_f463989d  
**date** 8/26/2024, 6:29:48 PM  
**organism** hsapiens

g:Profiler

Figure S9e

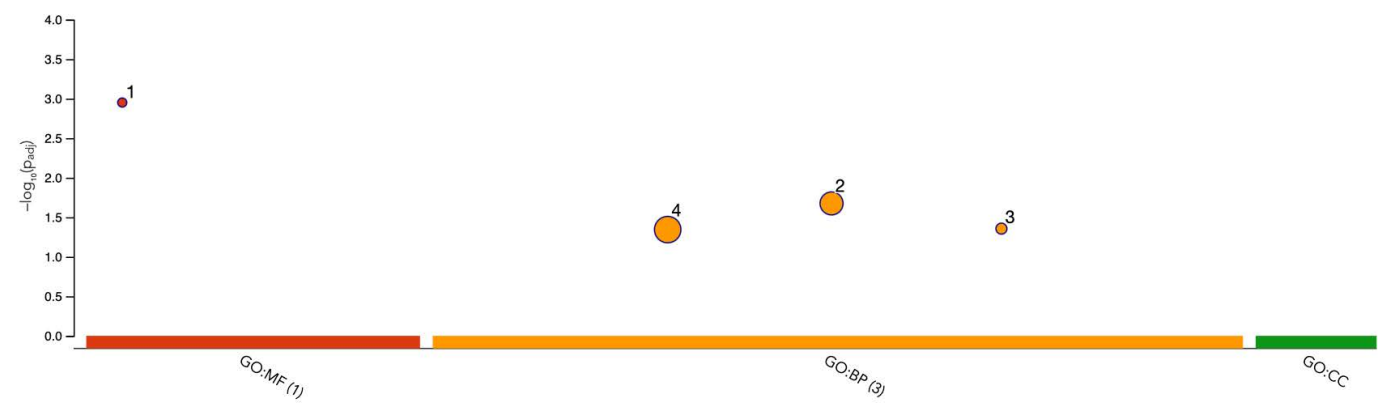

| ID | Source | Term ID    | Term Name                                           | $p_{adj}$ (query_1)    |
|----|--------|------------|-----------------------------------------------------|------------------------|
| 1  | GO:MF  | GO:0004968 | gonadotropin-releasing hormone receptor activity    | $1.120 \times 10^{-3}$ |
| 2  | GO:BP  | GO:0048699 | generation of neurons                               | $2.115 \times 10^{-2}$ |
| 3  | GO:BP  | GO:0097211 | cellular response to gonadotropin-releasing hormone | $4.408 \times 10^{-2}$ |
| 4  | GO:BP  | GO:0032501 | multicellular organismal process                    | $4.534 \times 10^{-2}$ |

**Cluster 8**  
**version** e111\_eg58\_p18\_f463989d  
**date** 8/26/2024, 6:30:42 PM  
**organism** hsapiens

g:Profiler

Figure S9f

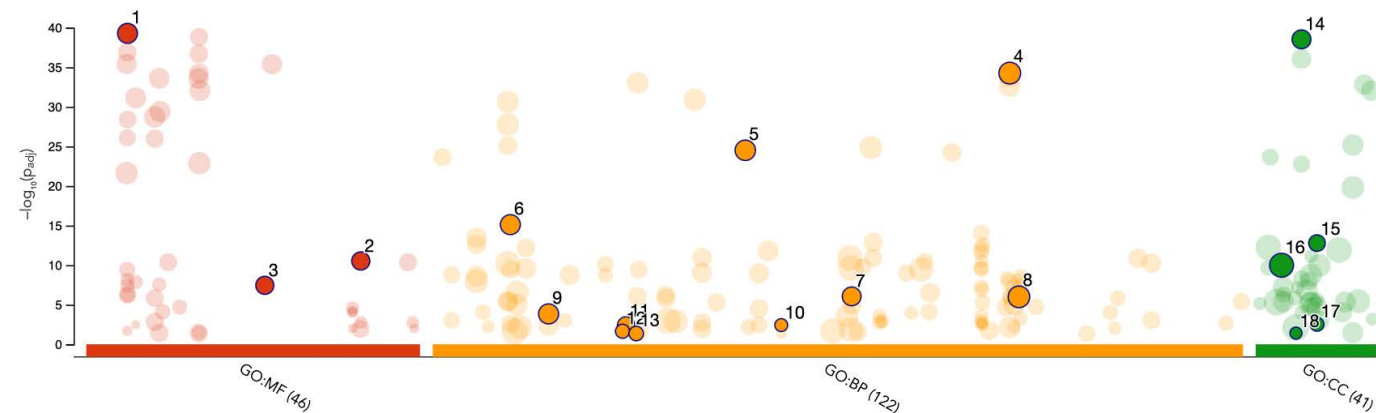

| ID | Source | Term ID    | Term Name                                | Padj (query_1)          |
|----|--------|------------|------------------------------------------|-------------------------|
| 1  | GO:MF  | GO:0005261 | monoatomic cation channel activity       | 5.245×10 <sup>-40</sup> |
| 2  | GO:MF  | GO:0099106 | ion channel regulator activity           | 2.994×10 <sup>-11</sup> |
| 3  | GO:MF  | GO:0044325 | transmembrane transporter binding        | 3.579×10 <sup>-8</sup>  |
| 4  | GO:BP  | GO:0098662 | inorganic cation transmembrane transport | 5.555×10 <sup>-35</sup> |
| 5  | GO:BP  | GO:0042391 | regulation of membrane potential         | 3.102×10 <sup>-25</sup> |
| 6  | GO:BP  | GO:0006936 | muscle contraction                       | 7.677×10 <sup>-16</sup> |
| 7  | GO:BP  | GO:0051260 | protein homooligomerization              | 8.827×10 <sup>-7</sup>  |
| 8  | GO:BP  | GO:0099537 | trans-synaptic signaling                 | 1.011×10 <sup>-6</sup>  |
| 9  | GO:BP  | GO:0010038 | response to metal ion                    | 1.462×10 <sup>-4</sup>  |
| 10 | GO:BP  | GO:0045161 | neuronal ion channel clustering          | 3.782×10 <sup>-3</sup>  |
| 11 | GO:BP  | GO:0021675 | nerve development                        | 4.125×10 <sup>-3</sup>  |
| 12 | GO:BP  | GO:0021554 | optic nerve development                  | 2.254×10 <sup>-2</sup>  |
| 13 | GO:BP  | GO:0022038 | corpus callosum development              | 4.372×10 <sup>-2</sup>  |
| 14 | GO:CC  | GO:0034703 | cation channel complex                   | 2.989×10 <sup>-39</sup> |
| 15 | GO:CC  | GO:0044304 | main axon                                | 1.640×10 <sup>-13</sup> |
| 16 | GO:CC  | GO:0030054 | cell junction                            | 1.030×10 <sup>-10</sup> |
| 17 | GO:CC  | GO:0044305 | calyx of Held                            | 2.989×10 <sup>-3</sup>  |
| 18 | GO:CC  | GO:0033010 | paranodal junction                       | 3.884×10 <sup>-2</sup>  |

#### Cluster 9

version e111\_eg58\_p18\_f463989d  
date 8/26/2024, 6:31:40 PM  
organism hsapiens

g:Profiler

Figure S9g

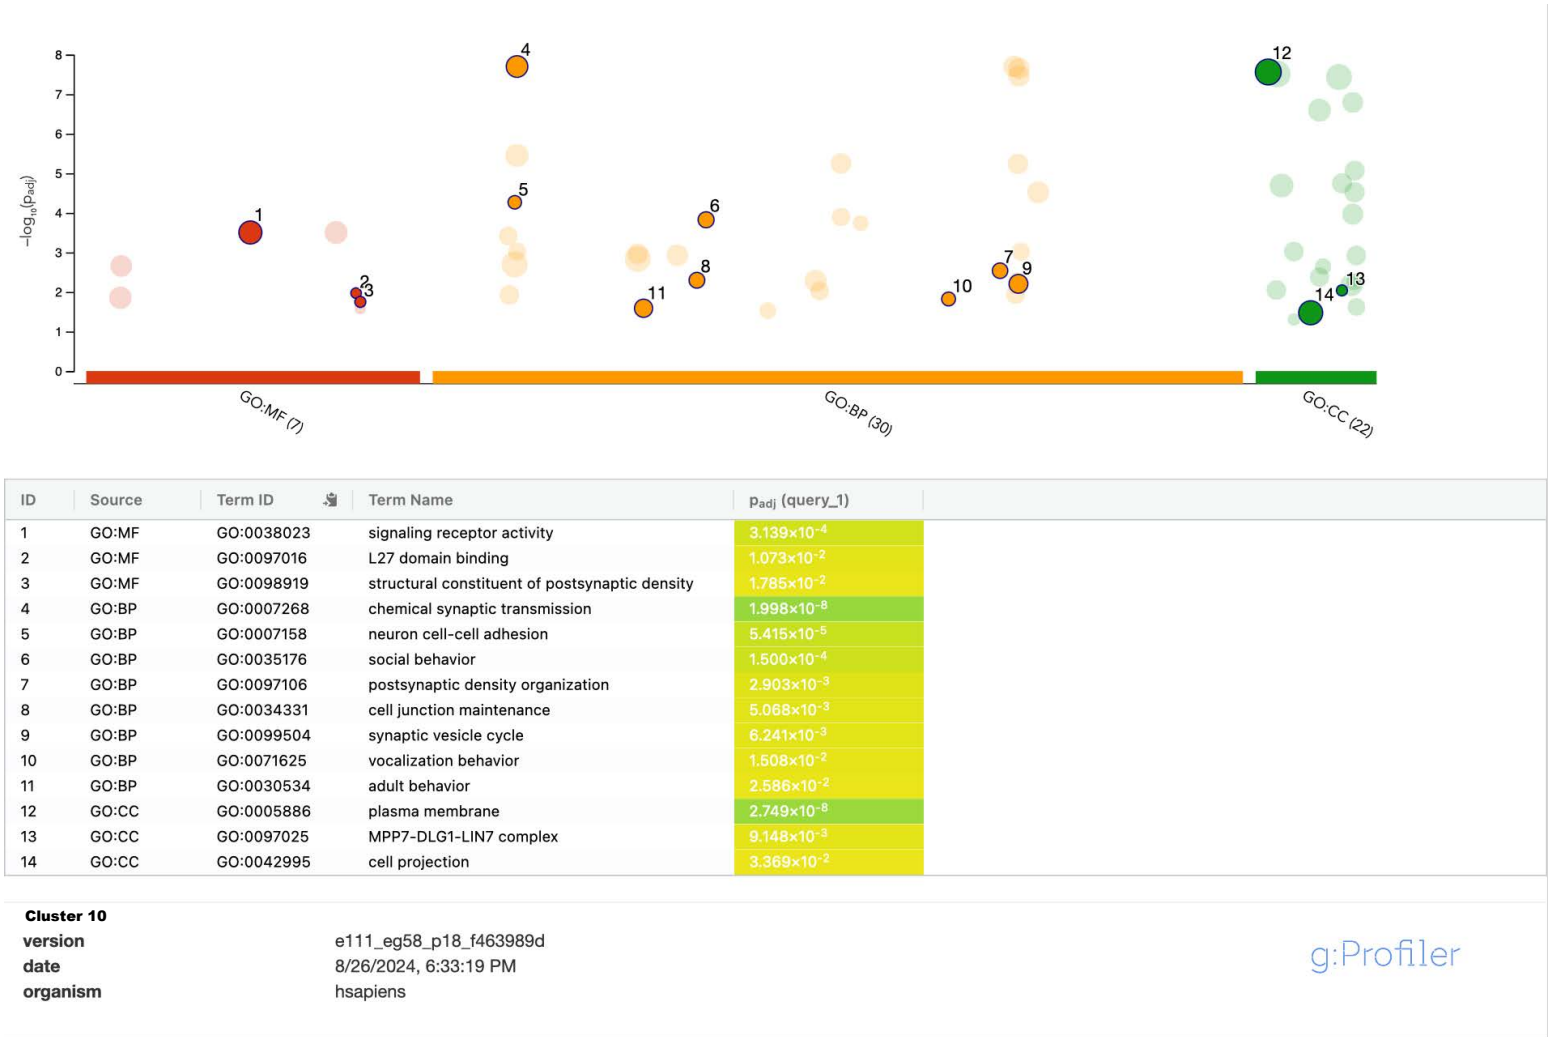

Figure S9h

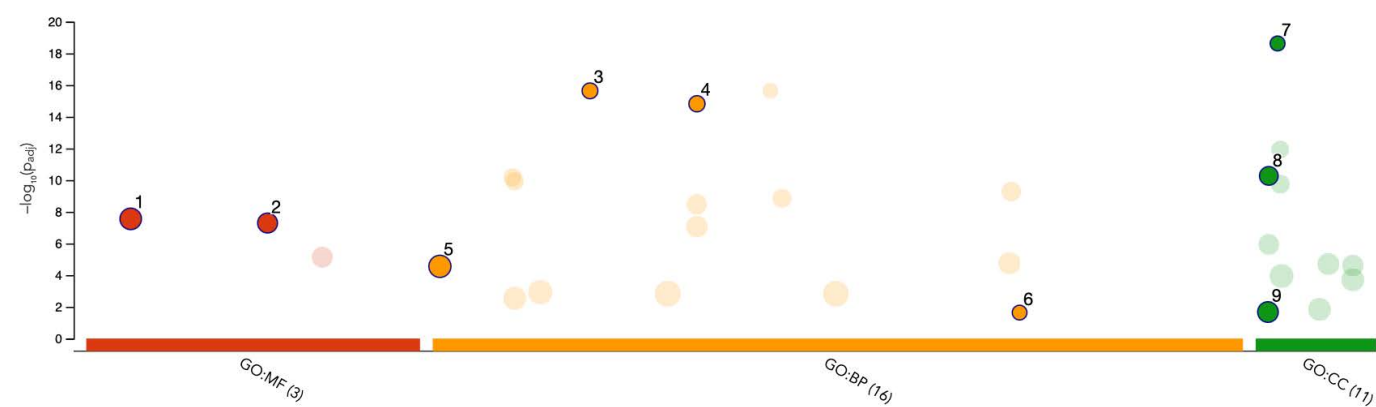

| ID | Source | Term ID    | Term Name                                                                        | Padj (query_1)          |
|----|--------|------------|----------------------------------------------------------------------------------|-------------------------|
| 1  | GO:MF  | GO:0005509 | calcium ion binding                                                              | $2.799 \times 10^{-8}$  |
| 2  | GO:MF  | GO:0045296 | cadherin binding                                                                 | $5.126 \times 10^{-8}$  |
| 3  | GO:BP  | GO:0016339 | calcium-dependent cell-cell adhesion via plasma membrane cell adhesion molecules | $2.319 \times 10^{-16}$ |
| 4  | GO:BP  | GO:0034332 | adherens junction organization                                                   | $1.517 \times 10^{-15}$ |
| 5  | GO:BP  | GO:0000902 | cell morphogenesis                                                               | $2.781 \times 10^{-5}$  |
| 6  | GO:BP  | GO:0099560 | synaptic membrane adhesion                                                       | $2.316 \times 10^{-2}$  |
| 7  | GO:CC  | GO:0016342 | catenin complex                                                                  | $2.373 \times 10^{-19}$ |
| 8  | GO:CC  | GO:0005912 | adherens junction                                                                | $5.419 \times 10^{-11}$ |
| 9  | GO:CC  | GO:0005874 | microtubule                                                                      | $2.126 \times 10^{-2}$  |

**Cluster 11**  
**version**  
**date**  
**organism**

e111\_eg58\_p18\_f463989d  
8/26/2024, 6:32:43 PM  
hsapiens

g:Profiler

Figure S9i

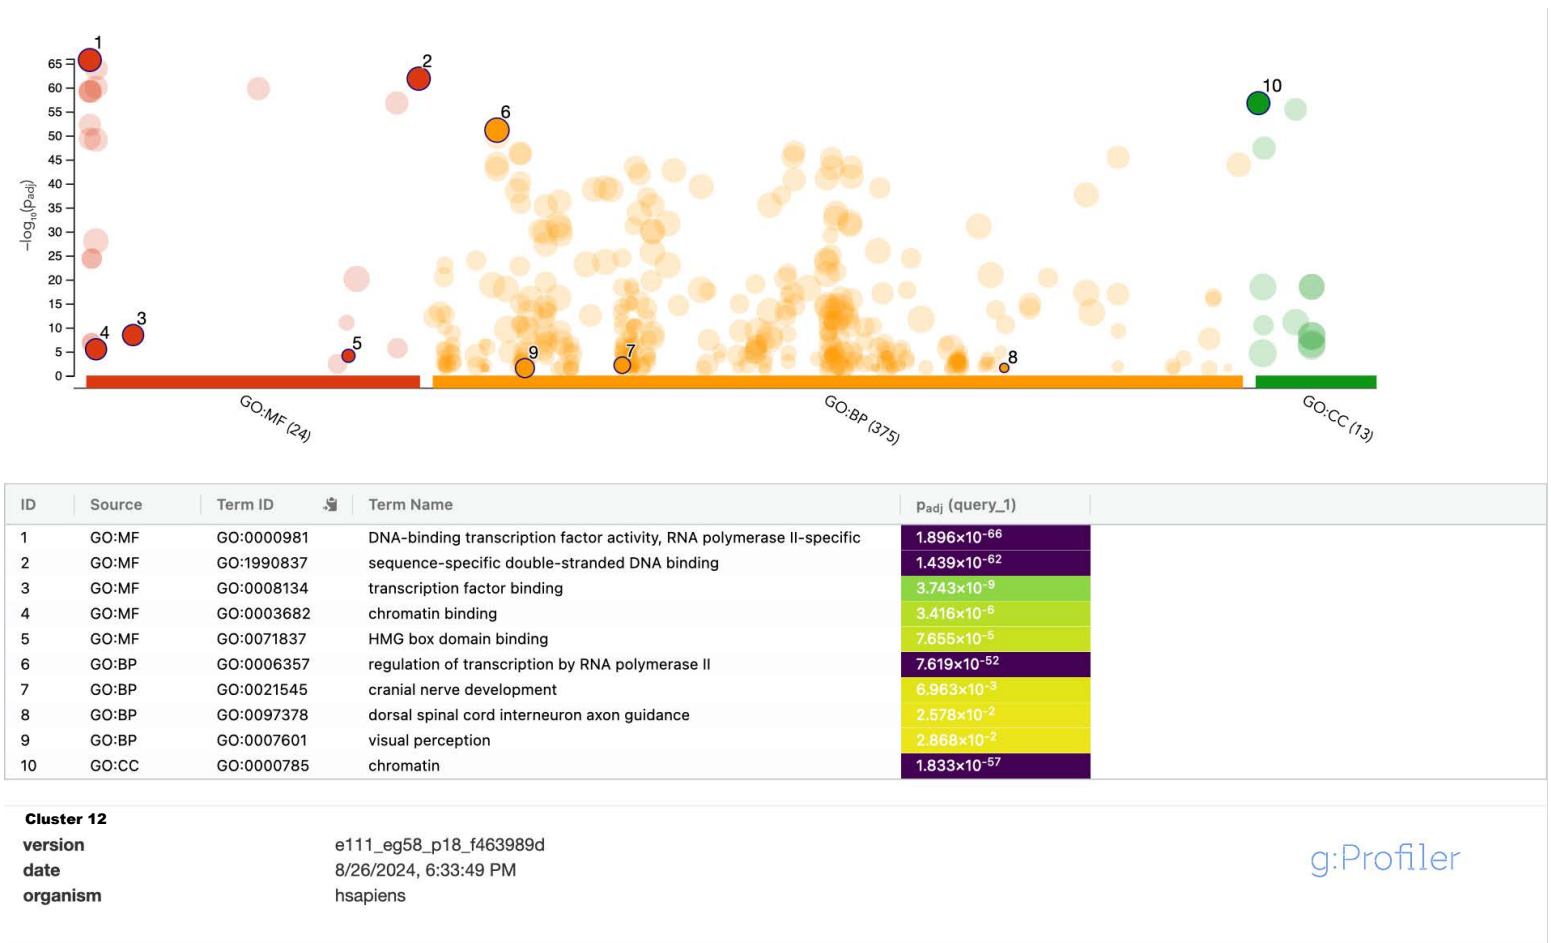

Figure S9j

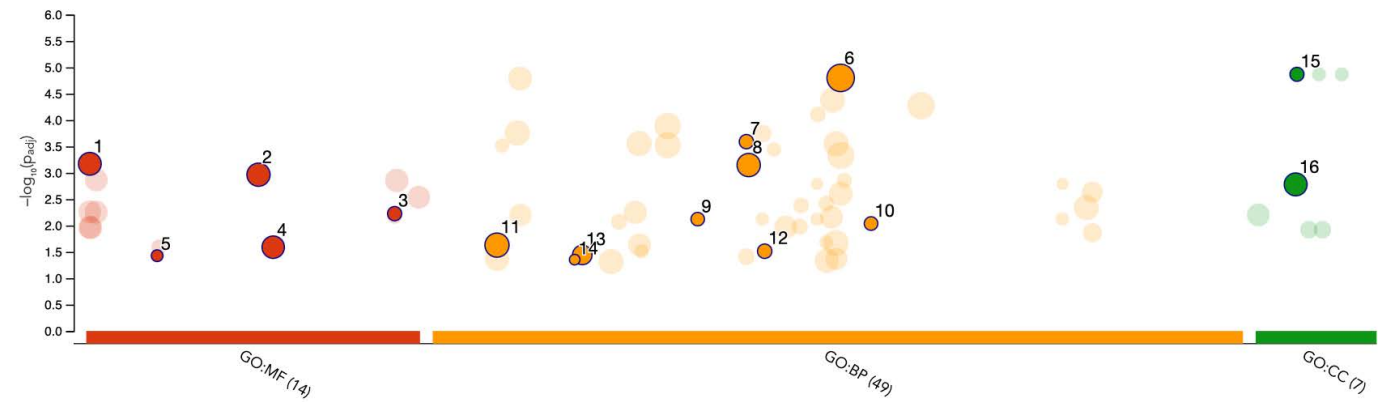

| ID | Source | Term ID    | Term Name                                                             | Padj (query_1)         |
|----|--------|------------|-----------------------------------------------------------------------|------------------------|
| 1  | GO:MF  | GO:0000981 | DNA-binding transcription factor activity, RNA polymerase II-specific | 6.750×10 <sup>-4</sup> |
| 2  | GO:MF  | GO:0043565 | sequence-specific DNA binding                                         | 1.086×10 <sup>-3</sup> |
| 3  | GO:MF  | GO:0120020 | cholesterol transfer activity                                         | 5.955×10 <sup>-3</sup> |
| 4  | GO:MF  | GO:0046983 | protein dimerization activity                                         | 2.574×10 <sup>-2</sup> |
| 5  | GO:MF  | GO:0015168 | glycerol transmembrane transporter activity                           | 3.740×10 <sup>-2</sup> |
| 6  | GO:BP  | GO:0050789 | regulation of biological process                                      | 1.585×10 <sup>-5</sup> |
| 7  | GO:BP  | GO:0042438 | melanin biosynthetic process                                          | 2.568×10 <sup>-4</sup> |
| 8  | GO:BP  | GO:0042592 | homeostatic process                                                   | 7.129×10 <sup>-4</sup> |
| 9  | GO:BP  | GO:0034375 | high-density lipoprotein particle remodeling                          | 7.568×10 <sup>-3</sup> |
| 10 | GO:BP  | GO:0055091 | phospholipid homeostasis                                              | 9.177×10 <sup>-3</sup> |
| 11 | GO:BP  | GO:0006357 | regulation of transcription by RNA polymerase II                      | 2.354×10 <sup>-2</sup> |
| 12 | GO:BP  | GO:0043576 | regulation of respiratory gaseous exchange                            | 3.070×10 <sup>-2</sup> |
| 13 | GO:BP  | GO:0015850 | organic hydroxy compound transport                                    | 3.618×10 <sup>-2</sup> |
| 14 | GO:BP  | GO:0014826 | vein smooth muscle contraction                                        | 4.439×10 <sup>-2</sup> |
| 15 | GO:CC  | GO:0033162 | melanosome membrane                                                   | 1.356×10 <sup>-5</sup> |
| 16 | GO:CC  | GO:0032993 | protein-DNA complex                                                   | 1.661×10 <sup>-3</sup> |

|            |                        |
|------------|------------------------|
| Cluster 13 |                        |
| version    | e111_eg58_p18_f463989d |
| date       | 8/26/2024, 6:34:23 PM  |
| organism   | hsapiens               |

g:Profiler

Figure S9k

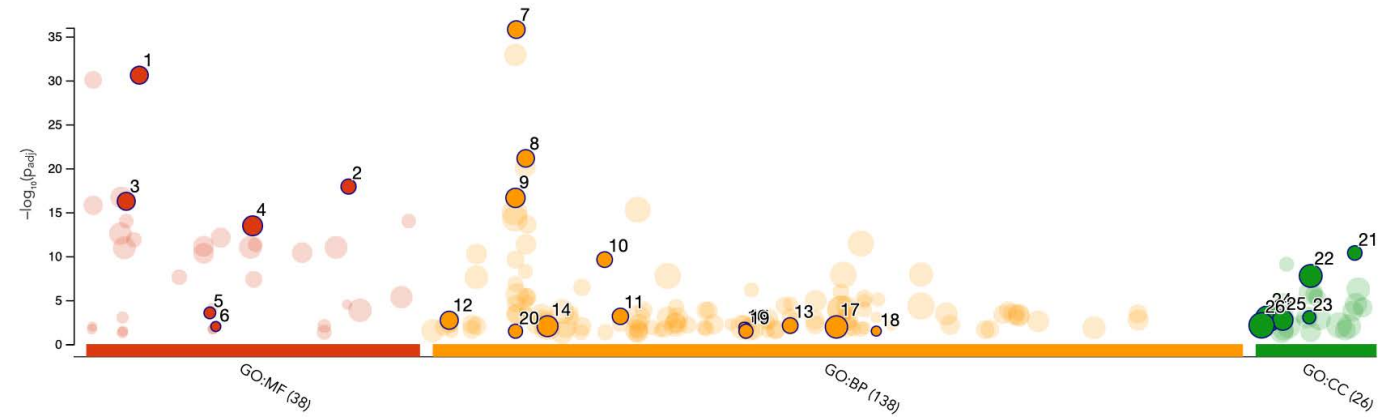

| ID | Source | Term ID    | Term Name                                                                 | Padj (query_1)          |
|----|--------|------------|---------------------------------------------------------------------------|-------------------------|
| 1  | GO:MF  | GO:0008528 | G protein-coupled peptide receptor activity                               | 2.569×10 <sup>-31</sup> |
| 2  | GO:MF  | GO:0071855 | neuropeptide receptor binding                                             | 1.210×10 <sup>-18</sup> |
| 3  | GO:MF  | GO:0005179 | hormone activity                                                          | 5.682×10 <sup>-17</sup> |
| 4  | GO:MF  | GO:0042277 | peptide binding                                                           | 3.494×10 <sup>-14</sup> |
| 5  | GO:MF  | GO:0031628 | opioid receptor binding                                                   | 2.798×10 <sup>-4</sup>  |
| 6  | GO:MF  | GO:0031893 | vasopressin receptor binding                                              | 9.945×10 <sup>-3</sup>  |
| 7  | GO:BP  | GO:0007218 | neuropeptide signaling pathway                                            | 1.666×10 <sup>-36</sup> |
| 8  | GO:BP  | GO:0007631 | feeding behavior                                                          | 7.475×10 <sup>-22</sup> |
| 9  | GO:BP  | GO:0007188 | adenylate cyclase-modulating G protein-coupled receptor signaling pathway | 2.323×10 <sup>-17</sup> |
| 10 | GO:BP  | GO:0019098 | reproductive behavior                                                     | 2.437×10 <sup>-10</sup> |
| 11 | GO:BP  | GO:0019933 | cAMP-mediated signaling                                                   | 6.923×10 <sup>-4</sup>  |
| 12 | GO:BP  | GO:0001936 | regulation of endothelial cell proliferation                              | 1.933×10 <sup>-5</sup>  |
| 13 | GO:BP  | GO:0045761 | regulation of adenylate cyclase activity                                  | 7.763×10 <sup>-3</sup>  |
| 14 | GO:BP  | GO:0009991 | response to extracellular stimulus                                        | 9.213×10 <sup>-3</sup>  |
| 15 | GO:BP  | GO:0042418 | epinephrine biosynthetic process                                          | 1.110×10 <sup>-2</sup>  |
| 16 | GO:BP  | GO:0042309 | homeiothermy                                                              | 1.110×10 <sup>-2</sup>  |
| 17 | GO:BP  | GO:0048878 | chemical homeostasis                                                      | 1.120×10 <sup>-2</sup>  |
| 18 | GO:BP  | GO:0060183 | apelin receptor signaling pathway                                         | 3.326×10 <sup>-2</sup>  |
| 19 | GO:BP  | GO:0042423 | catecholamine biosynthetic process                                        | 3.403×10 <sup>-2</sup>  |
| 20 | GO:BP  | GO:0007190 | activation of adenylate cyclase activity                                  | 3.403×10 <sup>-2</sup>  |
| 21 | GO:CC  | GO:0098992 | neuronal dense core vesicle                                               | 4.300×10 <sup>-11</sup> |
| 22 | GO:CC  | GO:0043005 | neuron projection                                                         | 1.754×10 <sup>-8</sup>  |
| 23 | GO:CC  | GO:0042583 | chromaffin granule                                                        | 8.911×10 <sup>-4</sup>  |
| 24 | GO:CC  | GO:0005886 | plasma membrane                                                           | 1.260×10 <sup>-3</sup>  |
| 25 | GO:CC  | GO:0030133 | transport vesicle                                                         | 1.826×10 <sup>-3</sup>  |
| 26 | GO:CC  | GO:0005576 | extracellular region                                                      | 7.429×10 <sup>-3</sup>  |

**Cluster 14**  
**version**  
**date**  
**organism**

e111\_eg58\_p18\_f463989d  
8/26/2024, 6:34:55 PM  
hsapiens

g:Profiler

Figure S9I

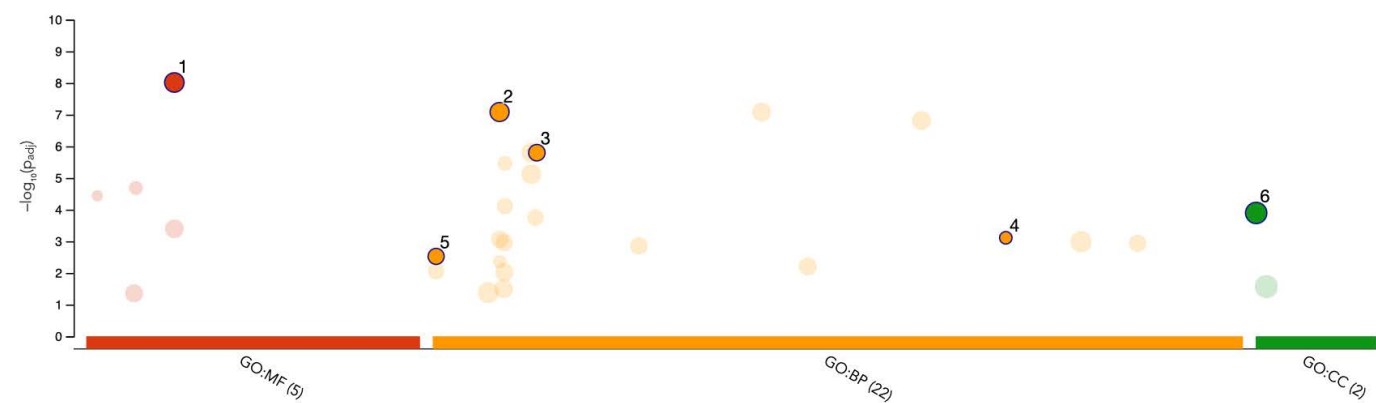

| ID | Source | Term ID    | Term Name                                                | p <sub>adj</sub> (query_1) |
|----|--------|------------|----------------------------------------------------------|----------------------------|
| 1  | GO:MF  | GO:0016757 | glycosyltransferase activity                             | 9.660×10 <sup>-9</sup>     |
| 2  | GO:BP  | GO:0006486 | protein glycosylation                                    | 8.254×10 <sup>-8</sup>     |
| 3  | GO:BP  | GO:0009311 | oligosaccharide metabolic process                        | 1.594×10 <sup>-6</sup>     |
| 4  | GO:BP  | GO:0097503 | sialylation                                              | 7.763×10 <sup>-4</sup>     |
| 5  | GO:BP  | GO:0000381 | regulation of alternative mRNA splicing, via spliceosome | 2.998×10 <sup>-3</sup>     |
| 6  | GO:CC  | GO:0000139 | Golgi membrane                                           | 1.274×10 <sup>-4</sup>     |

**Cluster 16**  
**version**  
**date**  
**organism**

e111\_eg58\_p18\_f463989d  
8/26/2024, 6:36:06 PM  
hsapiens

g:Profiler

Figure S9m

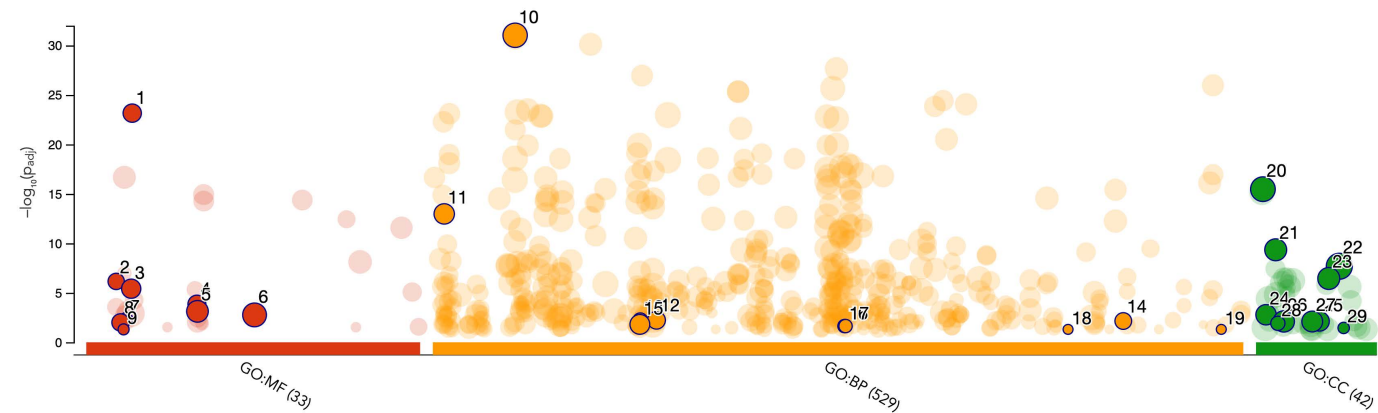

| ID | Source | Term ID    | Term Name                                                               | Padj (query_...)        |
|----|--------|------------|-------------------------------------------------------------------------|-------------------------|
| 1  | GO:MF  | GO:0008083 | growth factor activity                                                  | 6.958×10 <sup>-24</sup> |
| 2  | GO:MF  | GO:0004714 | transmembrane receptor protein tyrosine kinase activity                 | 7.050×10 <sup>-7</sup>  |
| 3  | GO:MF  | GO:0005539 | glycosaminoglycan binding                                               | 3.860×10 <sup>-6</sup>  |
| 4  | GO:MF  | GO:0019838 | growth factor binding                                                   | 1.390×10 <sup>-4</sup>  |
| 5  | GO:MF  | GO:0019900 | kinase binding                                                          | 7.505×10 <sup>-4</sup>  |
| 6  | GO:MF  | GO:0042802 | identical protein binding                                               | 1.715×10 <sup>-3</sup>  |
| 7  | GO:MF  | GO:0005172 | vascular endothelial growth factor receptor binding                     | 4.502×10 <sup>-3</sup>  |
| 8  | GO:MF  | GO:0004896 | cytokine receptor activity                                              | 9.862×10 <sup>-3</sup>  |
| 9  | GO:MF  | GO:0005030 | neurotrophin receptor activity                                          | 4.979×10 <sup>-2</sup>  |
| 10 | GO:BP  | GO:0007166 | cell surface receptor signaling pathway                                 | 9.377×10 <sup>-32</sup> |
| 11 | GO:BP  | GO:0001667 | ameboidal-type cell migration                                           | 1.062×10 <sup>-13</sup> |
| 12 | GO:BP  | GO:0031623 | receptor internalization                                                | 5.856×10 <sup>-3</sup>  |
| 13 | GO:BP  | GO:0030212 | hyaluronan metabolic process                                            | 6.146×10 <sup>-3</sup>  |
| 14 | GO:BP  | GO:1902893 | regulation of miRNA transcription                                       | 7.110×10 <sup>-3</sup>  |
| 15 | GO:BP  | GO:0030198 | extracellular matrix organization                                       | 1.554×10 <sup>-2</sup>  |
| 16 | GO:BP  | GO:0050930 | induction of positive chemotaxis                                        | 2.307×10 <sup>-2</sup>  |
| 17 | GO:BP  | GO:0050966 | detection of mechanical stimulus involved in sensory perception of pain | 2.307×10 <sup>-2</sup>  |
| 18 | GO:BP  | GO:1900625 | positive regulation of monocyte aggregation                             | 4.974×10 <sup>-2</sup>  |
| 19 | GO:BP  | GO:2000446 | regulation of macrophage migration inhibitory factor signaling pathway  | 4.974×10 <sup>-2</sup>  |
| 20 | GO:CC  | GO:0005615 | extracellular space                                                     | 3.354×10 <sup>-16</sup> |
| 21 | GO:CC  | GO:0009986 | cell surface                                                            | 4.504×10 <sup>-10</sup> |
| 22 | GO:CC  | GO:0071944 | cell periphery                                                          | 2.080×10 <sup>-8</sup>  |
| 23 | GO:CC  | GO:0070161 | anchoring junction                                                      | 3.567×10 <sup>-7</sup>  |
| 24 | GO:CC  | GO:0005769 | early endosome                                                          | 1.653×10 <sup>-3</sup>  |
| 25 | GO:CC  | GO:0045121 | membrane raft                                                           | 7.652×10 <sup>-3</sup>  |
| 26 | GO:CC  | GO:0030424 | axon                                                                    | 7.840×10 <sup>-3</sup>  |
| 27 | GO:CC  | GO:0043235 | receptor complex                                                        | 7.951×10 <sup>-3</sup>  |
| 28 | GO:CC  | GO:0016327 | apicolateral plasma membrane                                            | 1.211×10 <sup>-2</sup>  |
| 29 | GO:CC  | GO:0097180 | serine protease inhibitor complex                                       | 3.560×10 <sup>-2</sup>  |

#### Cluster 17

version e111\_eg58\_p18\_f463989d  
date 9/6/2024, 6:37:45 PM  
organism hsapiens

g:Profiler

Figure S9n

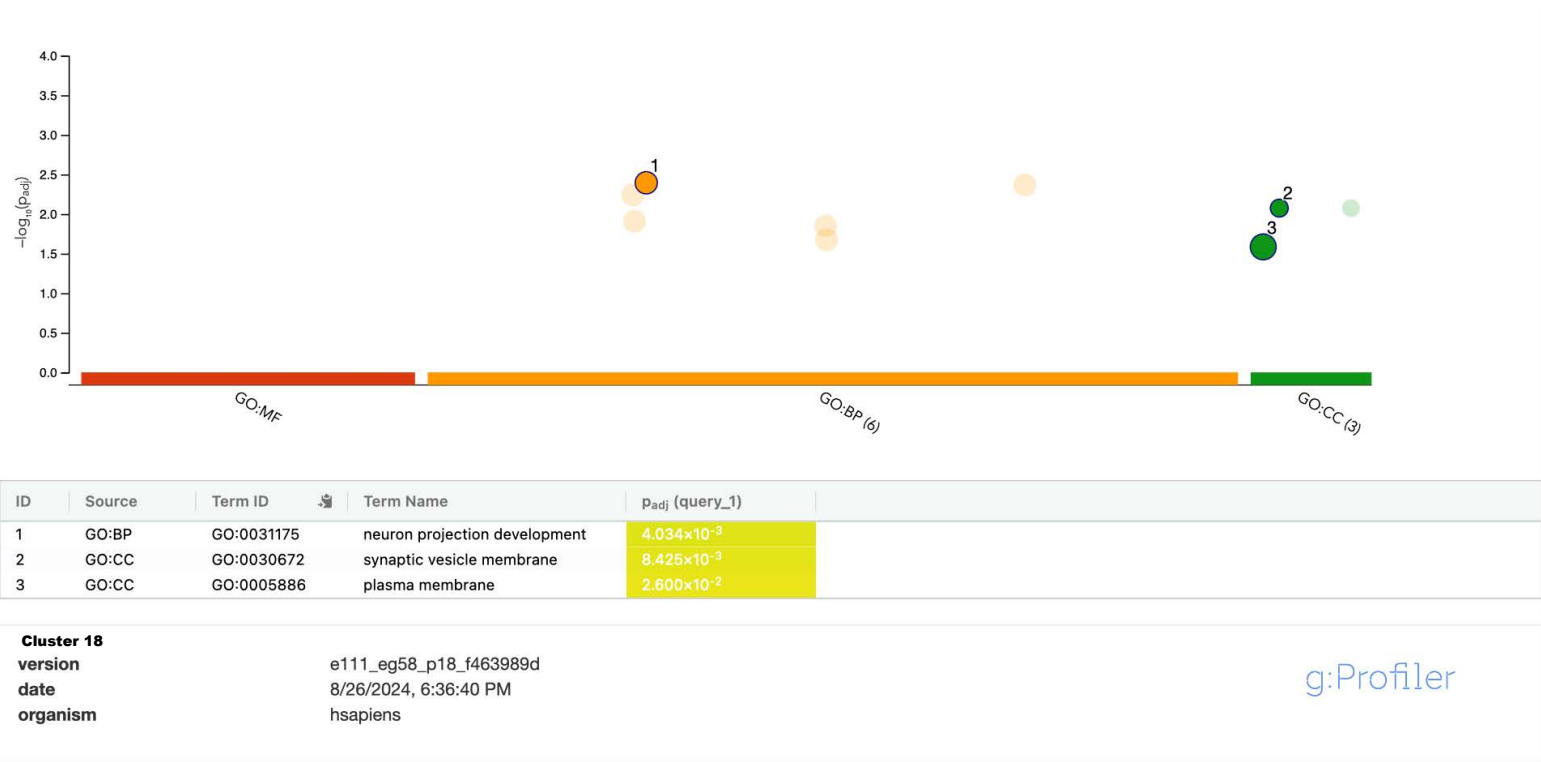

Figure S9o

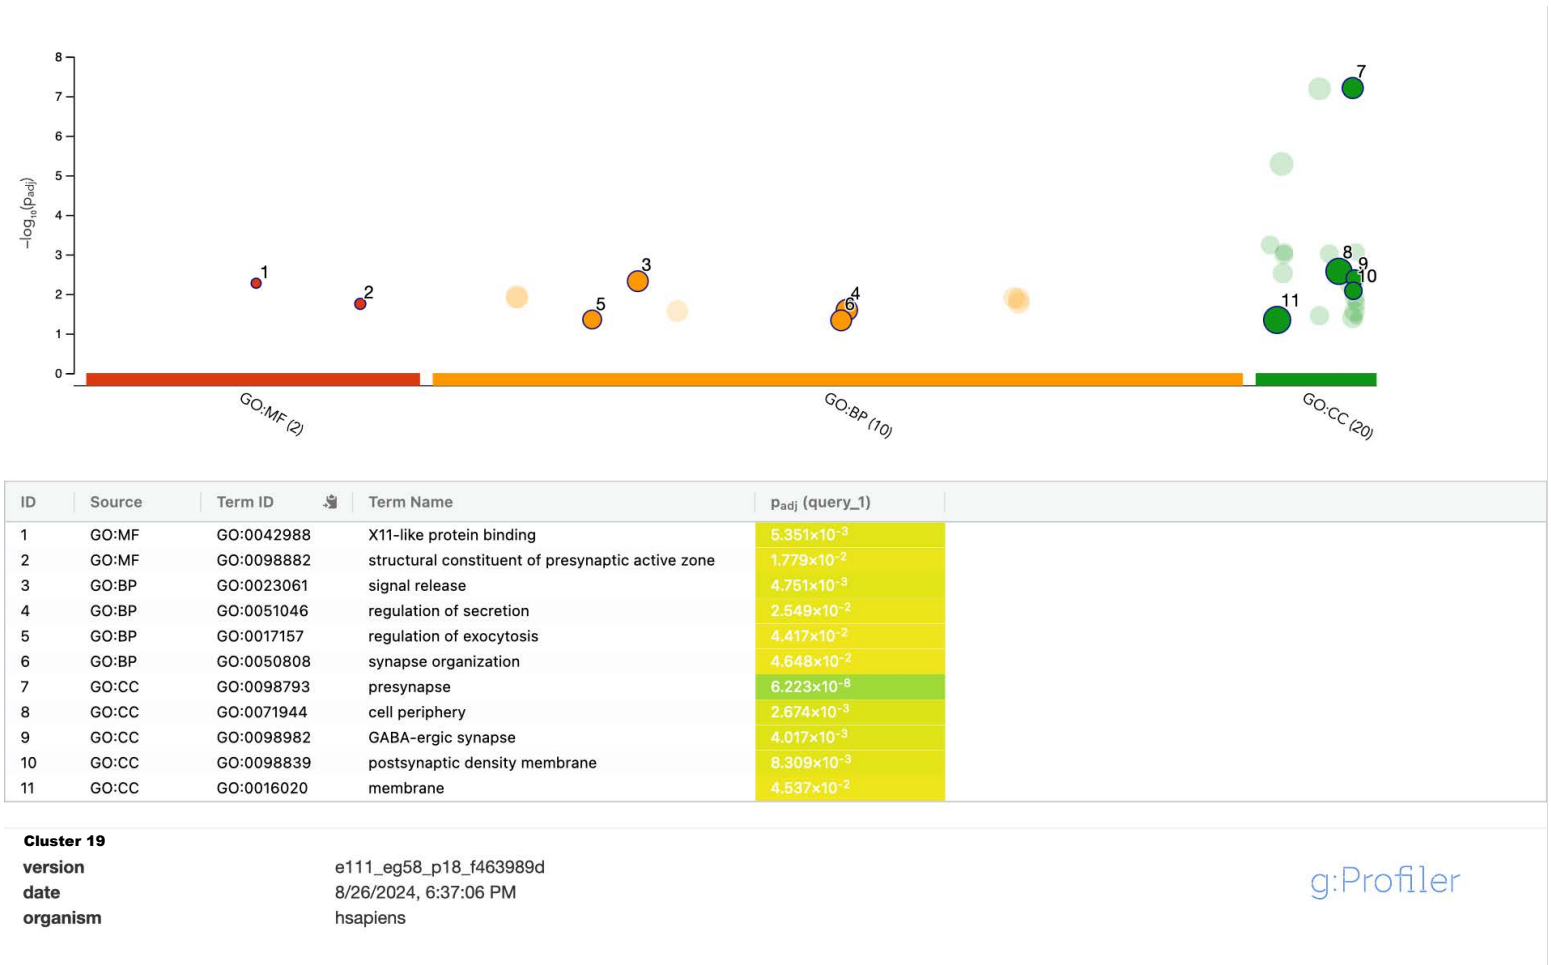

Figure S9p

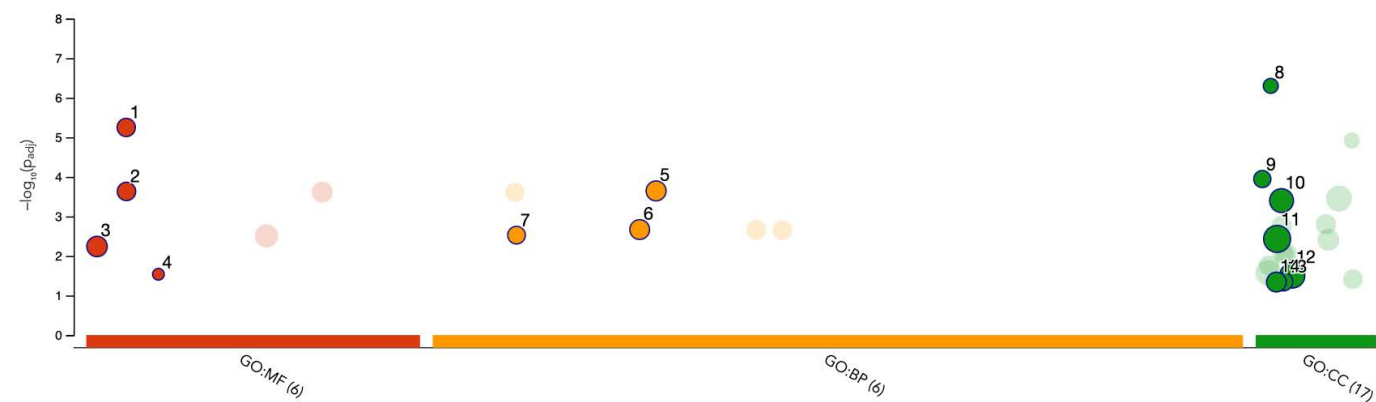

| ID | Source | Term ID    | Term Name                                   | padj (query_1)         |
|----|--------|------------|---------------------------------------------|------------------------|
| 1  | GO:MF  | GO:0005178 | integrin binding                            | $5.640 \times 10^{-6}$ |
| 2  | GO:MF  | GO:0005201 | extracellular matrix structural constituent | $2.337 \times 10^{-4}$ |
| 3  | GO:MF  | GO:0003779 | actin binding                               | $5.773 \times 10^{-3}$ |
| 4  | GO:MF  | GO:0015220 | choline transmembrane transporter activity  | $2.909 \times 10^{-2}$ |
| 5  | GO:BP  | GO:0031589 | cell-substrate adhesion                     | $2.270 \times 10^{-4}$ |
| 6  | GO:BP  | GO:0030198 | extracellular matrix organization           | $2.156 \times 10^{-3}$ |
| 7  | GO:BP  | GO:0007229 | integrin-mediated signaling pathway         | $2.982 \times 10^{-3}$ |
| 8  | GO:CC  | GO:0008305 | integrin complex                            | $5.016 \times 10^{-7}$ |
| 9  | GO:CC  | GO:0005604 | basement membrane                           | $1.137 \times 10^{-4}$ |
| 10 | GO:CC  | GO:0030054 | cell junction                               | $3.993 \times 10^{-4}$ |
| 11 | GO:CC  | GO:0016020 | membrane                                    | $3.713 \times 10^{-3}$ |
| 12 | GO:CC  | GO:0031982 | vesicle                                     | $3.132 \times 10^{-2}$ |
| 13 | GO:CC  | GO:0030426 | growth cone                                 | $4.481 \times 10^{-2}$ |
| 14 | GO:CC  | GO:0014069 | postsynaptic density                        | $4.580 \times 10^{-2}$ |

**Cluster 20**  
**version**  
**date**  
**organism**

e111\_eg58\_p18\_f463989d  
8/26/2024, 6:37:35 PM  
hsapiens

g:Profiler

Figure S9q

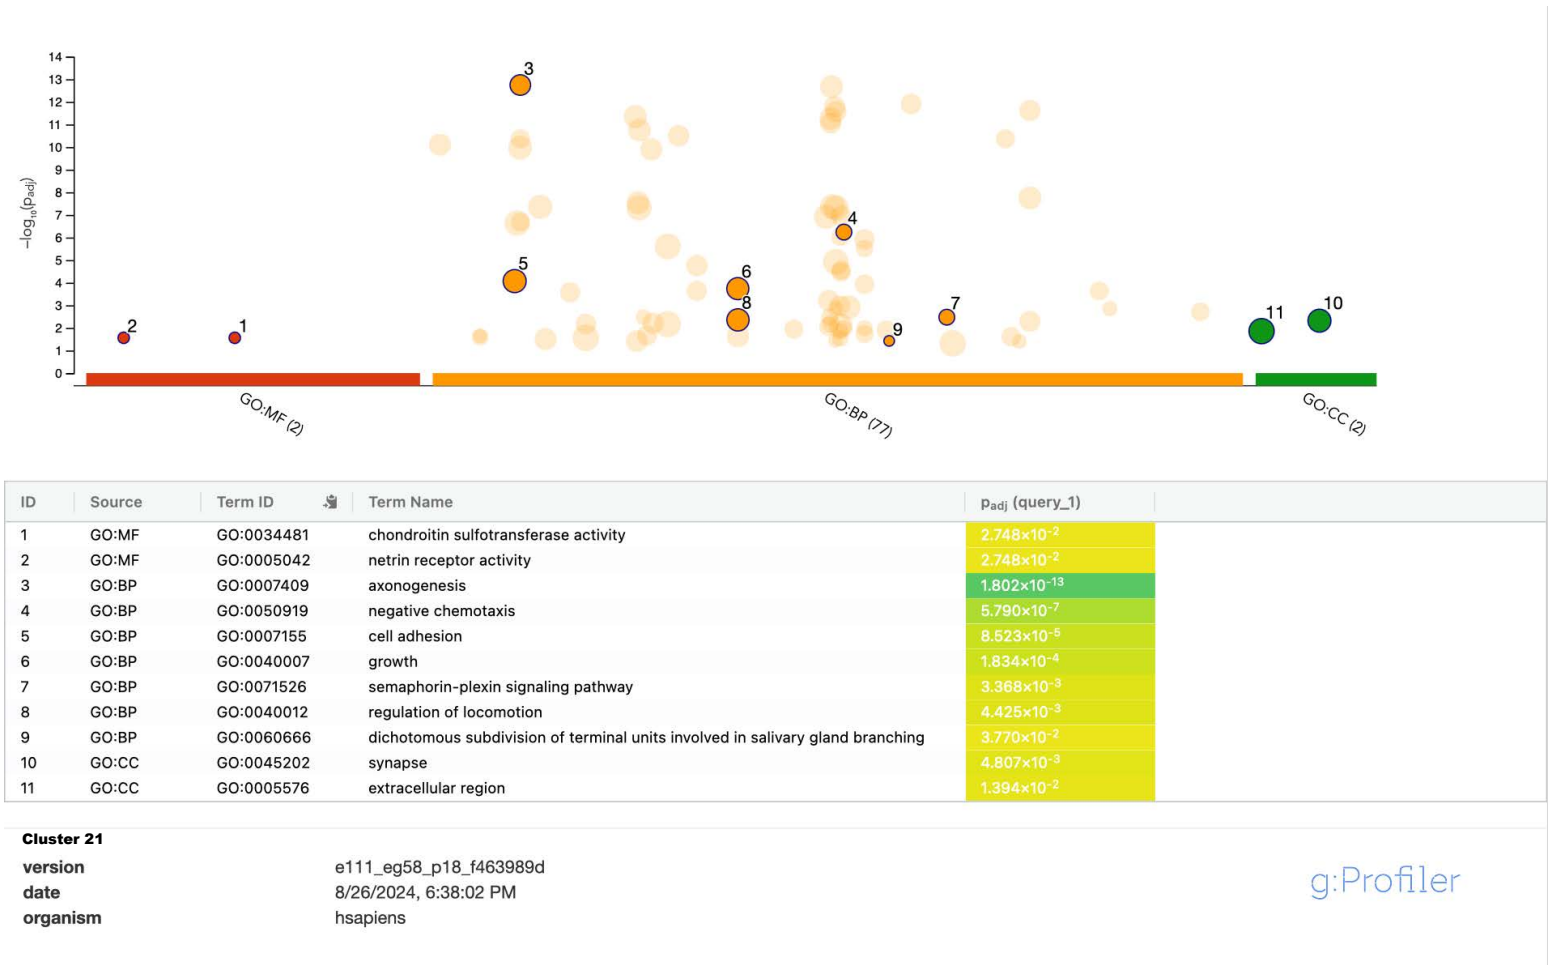

Figure S9r

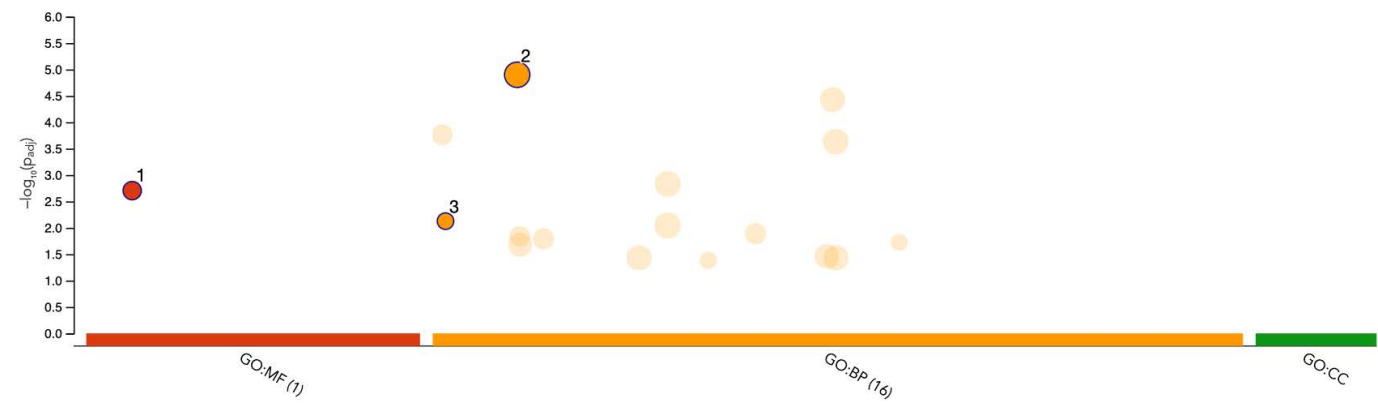

| ID | Source | Term ID    | Term Name                          | Padj (query_1)         |
|----|--------|------------|------------------------------------|------------------------|
| 1  | GO:MF  | GO:0008083 | growth factor activity             | $1.976 \times 10^{-3}$ |
| 2  | GO:BP  | GO:0007275 | multicellular organism development | $1.261 \times 10^{-5}$ |
| 3  | GO:BP  | GO:0001756 | somitogenesis                      | $7.482 \times 10^{-3}$ |

**Cluster 22**  
**version**  
**date**  
**organism**

e111\_eg58\_p18\_f463989d  
8/26/2024, 6:38:35 PM  
hsapiens

g:Profiler

Figure S9s

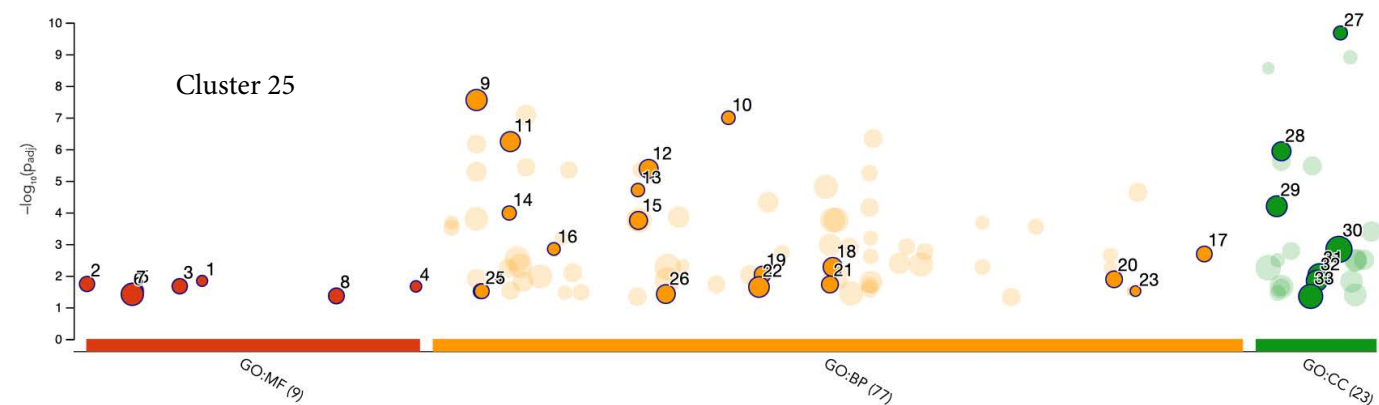

| ID | Source | Term ID    | Term Name                                                              | Padj (query_1)          |
|----|--------|------------|------------------------------------------------------------------------|-------------------------|
| 1  | GO:MF  | GO:0030298 | receptor signaling protein tyrosine kinase activator activity          | 1.457×10 <sup>-2</sup>  |
| 2  | GO:MF  | GO:0000146 | microfilament motor activity                                           | 1.830×10 <sup>-2</sup>  |
| 3  | GO:MF  | GO:0017080 | sodium channel regulator activity                                      | 2.156×10 <sup>-2</sup>  |
| 4  | GO:MF  | GO:1990239 | steroid hormone binding                                                | 2.184×10 <sup>-2</sup>  |
| 5  | GO:MF  | GO:0008307 | structural constituent of muscle                                       | 2.918×10 <sup>-2</sup>  |
| 6  | GO:MF  | GO:0005391 | P-type sodium:potassium-exchanging transporter activity                | 3.053×10 <sup>-2</sup>  |
| 7  | GO:MF  | GO:0008092 | cytoskeletal protein binding                                           | 3.878×10 <sup>-2</sup>  |
| 8  | GO:MF  | GO:0060590 | ATPase regulator activity                                              | 4.362×10 <sup>-2</sup>  |
| 9  | GO:BP  | GO:0003013 | circulatory system process                                             | 2.800×10 <sup>-8</sup>  |
| 10 | GO:BP  | GO:0036376 | sodium ion export across plasma membrane                               | 1.017×10 <sup>-7</sup>  |
| 11 | GO:BP  | GO:0006936 | muscle contraction                                                     | 5.774×10 <sup>-7</sup>  |
| 12 | GO:BP  | GO:0031032 | actomyosin structure organization                                      | 4.198×10 <sup>-6</sup>  |
| 13 | GO:BP  | GO:0030007 | intracellular potassium ion homeostasis                                | 1.966×10 <sup>-5</sup>  |
| 14 | GO:BP  | GO:0006883 | intracellular sodium ion homeostasis                                   | 1.044×10 <sup>-4</sup>  |
| 15 | GO:BP  | GO:0030048 | actin filament-based movement                                          | 1.796×10 <sup>-4</sup>  |
| 16 | GO:BP  | GO:0010248 | establishment or maintenance of transmembrane electrochemical gradient | 1.434×10 <sup>-3</sup>  |
| 17 | GO:BP  | GO:1990573 | potassium ion import across plasma membrane                            | 2.064×10 <sup>-3</sup>  |
| 18 | GO:BP  | GO:0048738 | cardiac muscle tissue development                                      | 5.326×10 <sup>-3</sup>  |
| 19 | GO:BP  | GO:0043462 | regulation of ATP-dependent activity                                   | 9.141×10 <sup>-3</sup>  |
| 20 | GO:BP  | GO:1902475 | L-alpha-amino acid transmembrane transport                             | 1.302×10 <sup>-2</sup>  |
| 21 | GO:BP  | GO:0048644 | muscle organ morphogenesis                                             | 1.894×10 <sup>-2</sup>  |
| 22 | GO:BP  | GO:0043269 | regulation of monoatomic ion transport                                 | 2.280×10 <sup>-2</sup>  |
| 23 | GO:BP  | GO:1903416 | response to glycoside                                                  | 3.069×10 <sup>-2</sup>  |
| 24 | GO:BP  | GO:0003171 | atrioventricular valve development                                     | 3.105×10 <sup>-2</sup>  |
| 25 | GO:BP  | GO:0003209 | cardiac atrium morphogenesis                                           | 3.105×10 <sup>-2</sup>  |
| 26 | GO:BP  | GO:0032412 | regulation of monoatomic ion transmembrane transporter activity        | 3.816×10 <sup>-2</sup>  |
| 27 | GO:CC  | GO:0090533 | cation-transporting ATPase complex                                     | 2.122×10 <sup>-10</sup> |
| 28 | GO:CC  | GO:0030017 | sarcomere                                                              | 1.167×10 <sup>-6</sup>  |
| 29 | GO:CC  | GO:0015629 | actin cytoskeleton                                                     | 6.385×10 <sup>-5</sup>  |
| 30 | GO:CC  | GO:0071944 | cell periphery                                                         | 1.472×10 <sup>-3</sup>  |
| 31 | GO:CC  | GO:0045202 | synapse                                                                | 9.662×10 <sup>-3</sup>  |
| 32 | GO:CC  | GO:0044297 | cell body                                                              | 1.448×10 <sup>-2</sup>  |
| 33 | GO:CC  | GO:0042995 | cell projection                                                        | 4.515×10 <sup>-2</sup>  |

**Cluster 24**  
**version** e111\_eg58\_p18\_f463989d  
**date** 8/26/2024, 6:39:30 PM  
**organism** hsapiens

g:Profiler

Figure S9t

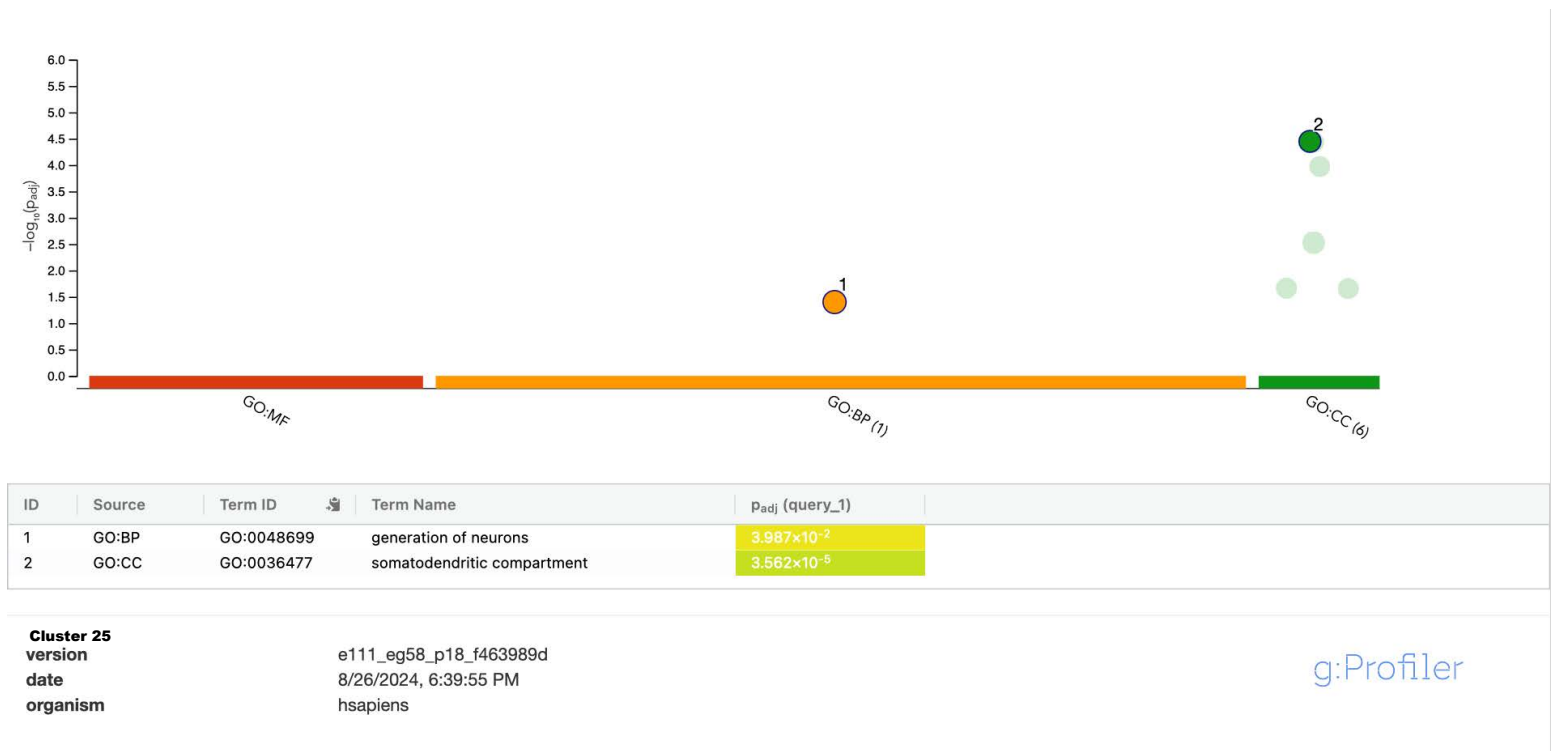

Figure S9t

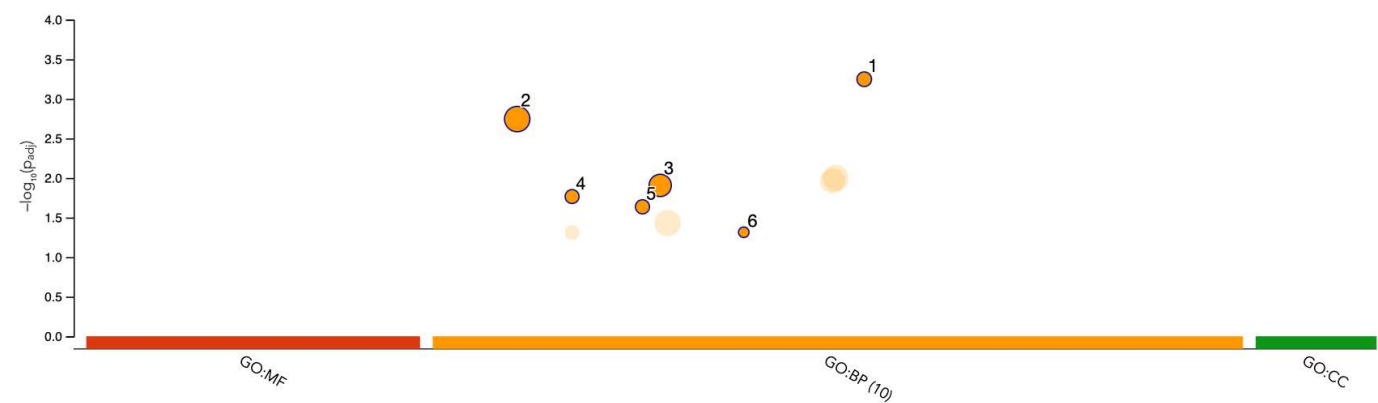

| ID | Source | Term ID    | Term Name                                                | Padj (query_1)         |
|----|--------|------------|----------------------------------------------------------|------------------------|
| 1  | GO:BP  | GO:0051953 | negative regulation of amine transport                   | $5.659 \times 10^{-4}$ |
| 2  | GO:BP  | GO:0007275 | multicellular organism development                       | $1.803 \times 10^{-3}$ |
| 3  | GO:BP  | GO:0032101 | regulation of response to external stimulus              | $1.243 \times 10^{-2}$ |
| 4  | GO:BP  | GO:0014048 | regulation of glutamate secretion                        | $1.718 \times 10^{-2}$ |
| 5  | GO:BP  | GO:0030431 | sleep                                                    | $2.314 \times 10^{-2}$ |
| 6  | GO:BP  | GO:0042321 | negative regulation of circadian sleep/wake cycle, sleep | $4.854 \times 10^{-2}$ |

Cluster 1  
version  
date  
organism

e111\_eg58\_p18\_f463989d  
8/26/2024, 6:40:31 PM  
hsapiens

g:Profiler

Figure S10a

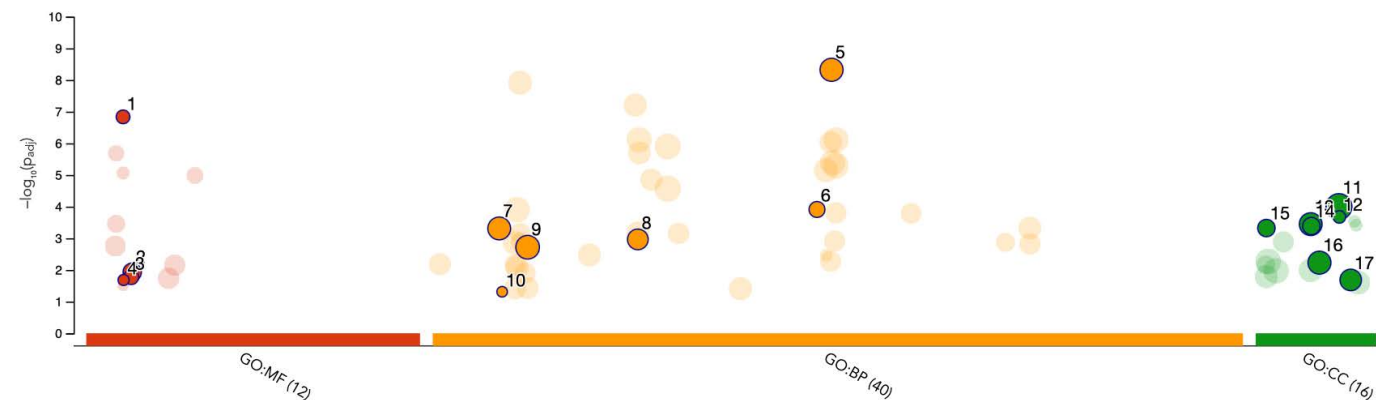

| ID | Source | Term ID    | Term Name                                  | Padj (query_1)         |
|----|--------|------------|--------------------------------------------|------------------------|
| 1  | GO:MF  | GO:0005003 | ephrin receptor activity                   | 1.461×10 <sup>-7</sup> |
| 2  | GO:MF  | GO:0008083 | growth factor activity                     | 1.182×10 <sup>-2</sup> |
| 3  | GO:MF  | GO:0005540 | hyaluronic acid binding                    | 1.689×10 <sup>-2</sup> |
| 4  | GO:MF  | GO:0005030 | neurotrophin receptor activity             | 2.078×10 <sup>-2</sup> |
| 5  | GO:BP  | GO:0048699 | generation of neurons                      | 4.771×10 <sup>-9</sup> |
| 6  | GO:BP  | GO:0048013 | ephrin receptor signaling pathway          | 1.231×10 <sup>-4</sup> |
| 7  | GO:BP  | GO:0006468 | protein phosphorylation                    | 4.888×10 <sup>-4</sup> |
| 8  | GO:BP  | GO:0023061 | signal release                             | 1.085×10 <sup>-3</sup> |
| 9  | GO:BP  | GO:0008283 | cell population proliferation              | 1.918×10 <sup>-3</sup> |
| 10 | GO:BP  | GO:0006583 | melanin biosynthetic process from tyrosine | 4.887×10 <sup>-2</sup> |
| 11 | GO:CC  | GO:0071944 | cell periphery                             | 1.004×10 <sup>-4</sup> |
| 12 | GO:CC  | GO:0072534 | perineuronal net                           | 2.121×10 <sup>-4</sup> |
| 13 | GO:CC  | GO:0043005 | neuron projection                          | 3.582×10 <sup>-4</sup> |
| 14 | GO:CC  | GO:0043202 | lysosomal lumen                            | 4.109×10 <sup>-4</sup> |
| 15 | GO:CC  | GO:0005796 | Golgi lumen                                | 4.756×10 <sup>-4</sup> |
| 16 | GO:CC  | GO:0045202 | synapse                                    | 5.883×10 <sup>-3</sup> |
| 17 | GO:CC  | GO:0098552 | side of membrane                           | 2.069×10 <sup>-2</sup> |

**Cluster 2**

version e111\_eg58\_p18\_f463989d  
date 8/26/2024, 6:40:59 PM  
organism hsapiens

g:Profiler

**Figure S10b**

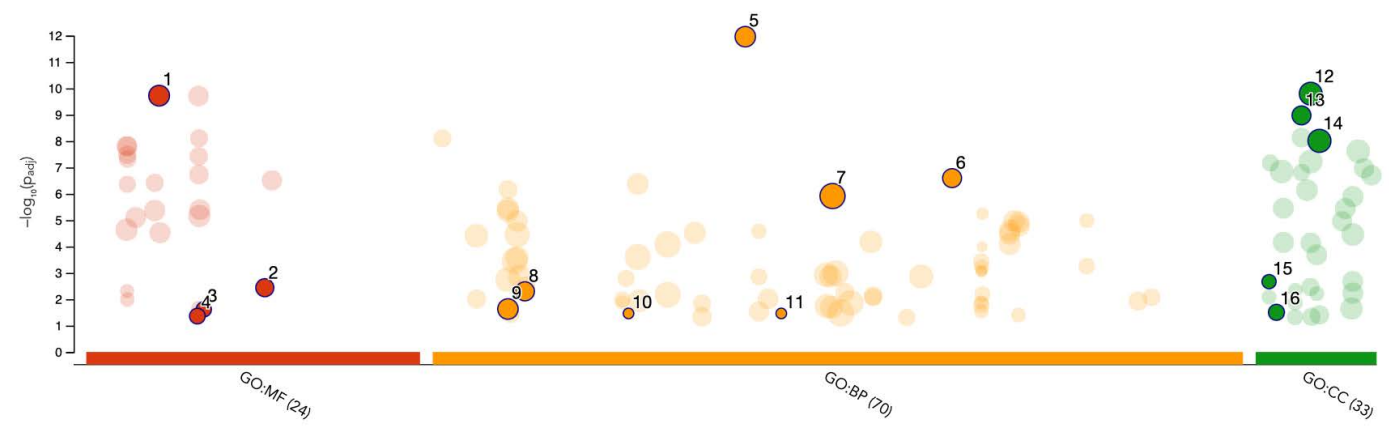

| ID | Source | Term ID    | Term Name                                      | Padj (query_1)          |
|----|--------|------------|------------------------------------------------|-------------------------|
| 1  | GO:MF  | GO:0015267 | channel activity                               | $1.897 \times 10^{-10}$ |
| 2  | GO:MF  | GO:0044325 | transmembrane transporter binding              | $3.652 \times 10^{-3}$  |
| 3  | GO:MF  | GO:0030551 | cyclic nucleotide binding                      | $2.420 \times 10^{-2}$  |
| 4  | GO:MF  | GO:0019894 | kinesin binding                                | $4.372 \times 10^{-2}$  |
| 5  | GO:BP  | GO:0042391 | regulation of membrane potential               | $1.099 \times 10^{-12}$ |
| 6  | GO:BP  | GO:0071805 | potassium ion transmembrane transport          | $2.549 \times 10^{-7}$  |
| 7  | GO:BP  | GO:0048731 | system development                             | $1.218 \times 10^{-6}$  |
| 8  | GO:BP  | GO:0007601 | visual perception                              | $5.026 \times 10^{-3}$  |
| 9  | GO:BP  | GO:0006816 | calcium ion transport                          | $2.344 \times 10^{-2}$  |
| 10 | GO:BP  | GO:0021759 | globus pallidus development                    | $3.458 \times 10^{-2}$  |
| 11 | GO:BP  | GO:0045163 | clustering of voltage-gated potassium channels | $3.458 \times 10^{-2}$  |
| 12 | GO:CC  | GO:0043005 | neuron projection                              | $1.595 \times 10^{-10}$ |
| 13 | GO:CC  | GO:0034703 | cation channel complex                         | $1.063 \times 10^{-9}$  |
| 14 | GO:CC  | GO:0045202 | synapse                                        | $9.808 \times 10^{-9}$  |
| 15 | GO:CC  | GO:0005922 | connexin complex                               | $2.150 \times 10^{-3}$  |
| 16 | GO:CC  | GO:0014704 | intercalated disc                              | $3.139 \times 10^{-2}$  |

**Cluster 3**  
**version**  
**date**  
**organism**

e111\_eg58\_p18\_f463989d  
8/26/2024, 6:41:29 PM  
hsapiens

Figure S10c

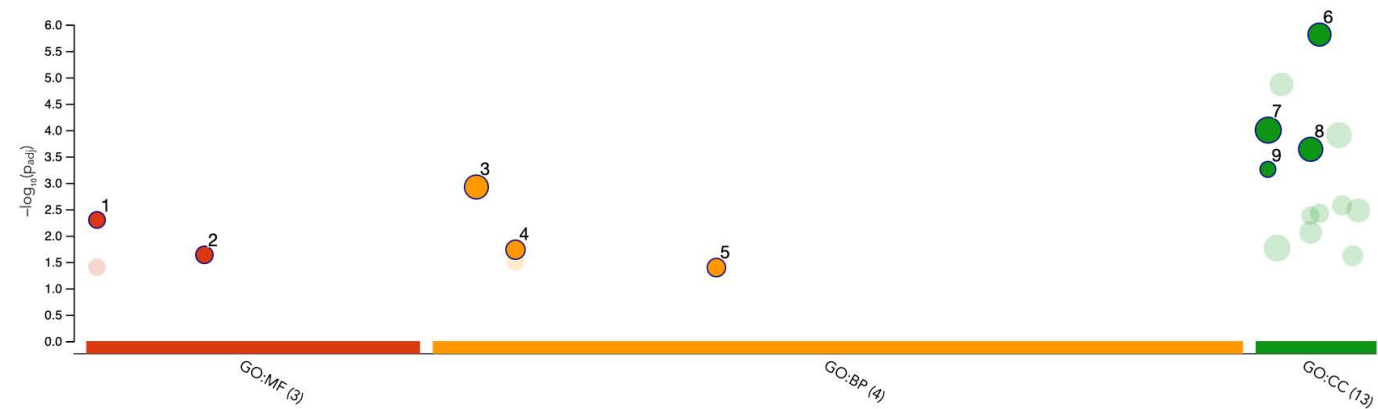

| ID | Source | Term ID    | Term Name                                                                 | Padj (query_1)         |
|----|--------|------------|---------------------------------------------------------------------------|------------------------|
| 1  | GO:MF  | GO:0003777 | microtubule motor activity                                                | $5.046 \times 10^{-3}$ |
| 2  | GO:MF  | GO:0030594 | neurotransmitter receptor activity                                        | $2.316 \times 10^{-2}$ |
| 3  | GO:BP  | GO:0003008 | system process                                                            | $1.197 \times 10^{-3}$ |
| 4  | GO:BP  | GO:0007188 | adenylate cyclase-modulating G protein-coupled receptor signaling pathway | $1.851 \times 10^{-2}$ |
| 5  | GO:BP  | GO:0035725 | sodium ion transmembrane transport                                        | $4.036 \times 10^{-2}$ |
| 6  | GO:CC  | GO:0045202 | synapse                                                                   | $1.544 \times 10^{-6}$ |
| 7  | GO:CC  | GO:0005886 | plasma membrane                                                           | $9.999 \times 10^{-5}$ |
| 8  | GO:CC  | GO:0042995 | cell projection                                                           | $2.307 \times 10^{-4}$ |
| 9  | GO:CC  | GO:0005871 | kinesin complex                                                           | $5.542 \times 10^{-4}$ |

**Cluster 4**  
**version**  
**date**  
**organism**

e111\_eg58\_p18\_f463989d  
8/26/2024, 6:42:02 PM  
hsapiens

g:Profiler

Figure S10d

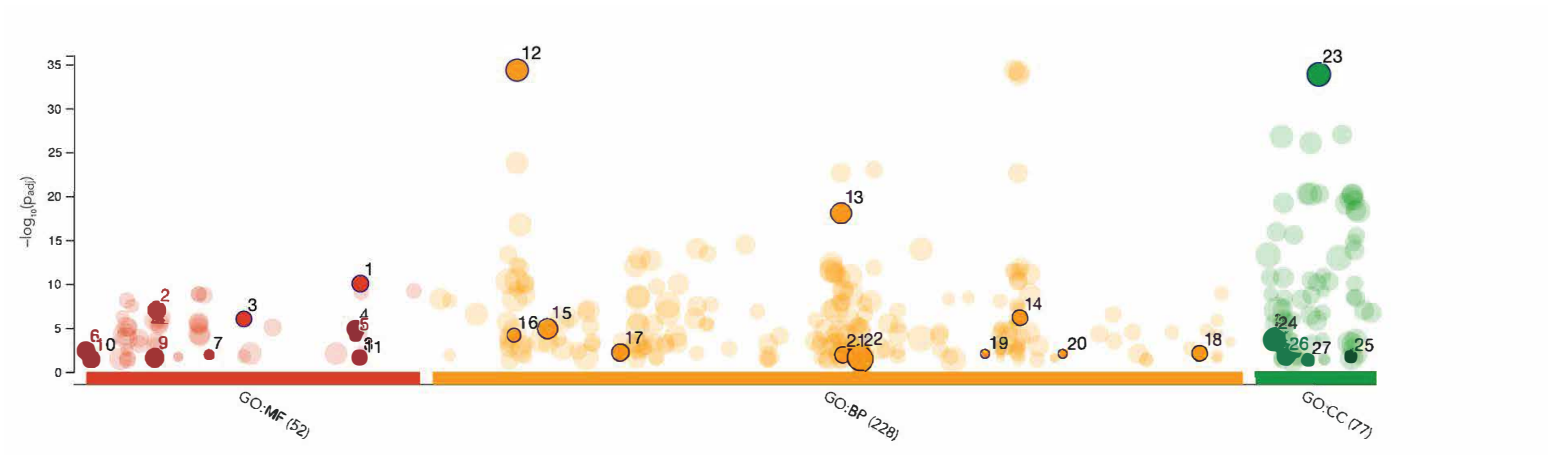

| ID | Source | Term ID    | Term Name                                                   | Padj (query_1)          |
|----|--------|------------|-------------------------------------------------------------|-------------------------|
| 1  | GO:MF  | GO:0098960 | postsynaptic neurotransmitter receptor activity             | 9.236×10 <sup>-11</sup> |
| 2  | GO:MF  | GO:0015171 | amino acid transmembrane transporter activity               | 9.488×10 <sup>-8</sup>  |
| 3  | GO:MF  | GO:0035254 | glutamate receptor binding                                  | 9.607×10 <sup>-7</sup>  |
| 4  | GO:MF  | GO:0097110 | scaffold protein binding                                    | 1.283×10 <sup>-5</sup>  |
| 5  | GO:MF  | GO:0097109 | neuroligin family protein binding                           | 8.249×10 <sup>-5</sup>  |
| 6  | GO:MF  | GO:0000149 | SNARE binding                                               | 3.793×10 <sup>-3</sup>  |
| 7  | GO:MF  | GO:0031687 | A2A adenosine receptor binding                              | 1.002×10 <sup>-2</sup>  |
| 8  | GO:MF  | GO:0098918 | structural constituent of synapse                           | 2.592×10 <sup>-2</sup>  |
| 9  | GO:MF  | GO:0015079 | potassium ion transmembrane transporter activity            | 2.984×10 <sup>-2</sup>  |
| 10 | GO:MF  | GO:0001540 | amyloid-beta binding                                        | 3.327×10 <sup>-2</sup>  |
| 11 | GO:MF  | GO:0098919 | structural constituent of postsynaptic density              | 3.330×10 <sup>-2</sup>  |
| 12 | GO:BP  | GO:0007268 | chemical synaptic transmission                              | 4.534×10 <sup>-35</sup> |
| 13 | GO:BP  | GO:0050808 | synapse organization                                        | 9.738×10 <sup>-19</sup> |
| 14 | GO:BP  | GO:0099601 | regulation of neurotransmitter receptor activity            | 7.018×10 <sup>-7</sup>  |
| 15 | GO:BP  | GO:0010038 | response to metal ion                                       | 1.443×10 <sup>-5</sup>  |
| 16 | GO:BP  | GO:0007158 | neuron cell-cell adhesion                                   | 7.726×10 <sup>-5</sup>  |
| 17 | GO:BP  | GO:0021510 | spinal cord development                                     | 6.213×10 <sup>-3</sup>  |
| 18 | GO:BP  | GO:1990090 | cellular response to nerve growth factor stimulus           | 7.820×10 <sup>-3</sup>  |
| 19 | GO:BP  | GO:0090125 | cell-cell adhesion involved in synapse maturation           | 8.863×10 <sup>-3</sup>  |
| 20 | GO:BP  | GO:1900451 | positive regulation of glutamate receptor signaling pathway | 8.863×10 <sup>-3</sup>  |
| 21 | GO:BP  | GO:0050885 | neuromuscular process controlling balance                   | 1.354×10 <sup>-2</sup>  |
| 22 | GO:BP  | GO:0051716 | cellular response to stimulus                               | 2.732×10 <sup>-2</sup>  |
| 23 | GO:CC  | GO:0045202 | synapse                                                     | 1.159×10 <sup>-34</sup> |
| 24 | GO:CC  | GO:0009986 | cell surface                                                | 2.371×10 <sup>-4</sup>  |
| 25 | GO:CC  | GO:0098635 | protein complex involved in cell-cell adhesion              | 2.087×10 <sup>-2</sup>  |
| 26 | GO:CC  | GO:0031045 | dense core granule                                          | 2.521×10 <sup>-2</sup>  |
| 27 | GO:CC  | GO:0042584 | chromaffin granule membrane                                 | 4.987×10 <sup>-2</sup>  |

Cluster 5

version

e111\_eg58\_p18\_f463989d

date

8/26/2024, 6:42:28 PM

organism

hsapiens

g:Profiler

Figure S10e

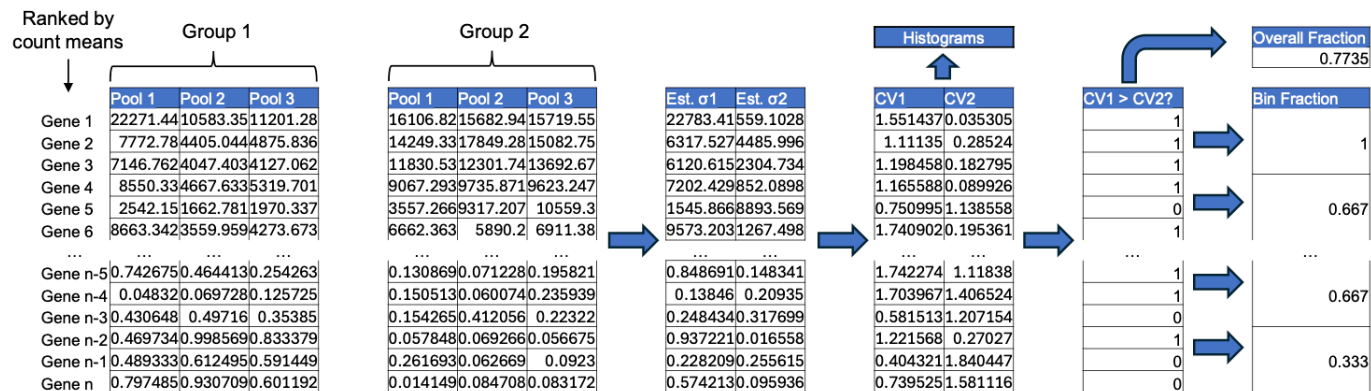

Figure S11

# Supplementary material for: Engineered Living Systems With Self‐Organizing Neural Networks: From Anatomy to Behavior and Gene Expression
**Source:** Adv Sci (Weinh). 2026 Feb 20;13(28):e08967. doi: 10.1002/advs.202508967
**Supplement:** Supplementary file 2 — Supporting File 2: advs74389‐sup‐0002‐SuppMat.docx.

**Figure S1.** Comparison between physical and kinematic parameters between biobots and sham neurobots. There was no significant difference between roundness index (**a**), area (**b**), complexity index (**c**) and Minimum Speed (**d**) between biobots and sham neurobots (Kruskal- Wallis test, p=0.89, 0.943,0.11 and 0.35, respectively).

**Figure S2.** Anti-synapsin-1 antibody labeling of putative synapses in neurobots. **a.** Confocal image from the center of a neurobot stained with anti-synapsin-1 primary antibody and Alexa Fluor 488–conjugated secondary antibody, showing punctate labeling consistent with putative synapses. **b.** Equivalent optical plane from a different neurobot stained with secondary antibody only, showing no detectable signal (secondary-only control). Scale bars, 40 µm.

**Figure S3.** Examples of Z-projected confocal fluorescent images of neurobots. The first two columns show staining of acetylated alpha tubulin, which labels multiciliated cells and neurons (color code represents depth in the confocal stack). The last column shows the nuclear stain in the same neurobot shown on that row, with the same set of plane shown in the middle panel. The first column shows the Z-projection of the full stack, where as the next two columns show partial stacks to reveal the interior of the neurobot. All neurobots contain processes within the bot and those that extend towards the surface. They also contain a central region with seemingly no nuclei present, which we hypothesize might be filled with extracellular matrix materials.

**Figure S4.** Structural composition of the neurobot cavity revealed by multiphoton imaging and immunostaining. Representative image of a collapsed z-stack (30 µm total thickness) of a neurobot showing: (**a**) nuclei stained with Hoechst 33342, (**b**) second harmonic generation (SHG) signal representing extracellular matrix collagen, (**c**) multi-ciliated cells and neurons labeled with acetylated α-tubulin, and (**d**) Alexa Fluor 647–conjugated phalloidin staining of filamentous actin in all cells. (**e**) Enlarged view showing all four channels overlaid. Collagen fibers and puncta-like structures (green arrows), as well as neuronal processes labeled by phalloidin alone or by both phalloidin and acetylated α-tubulin (blue and purple arrows, respectively), are visible within the cavity; however, most of the cavity appears free of nuclei, cell bodies, fibers, and collagen. Scale bars, 100 µm.

**Figure S5.** Comparison of various kinematic parameters between biobots and neurobots. There was no significant difference in total distance traveled (**a**), average speed (**b**), average acceleration (**c**) and the percentage of the well area visited (**d**) between biobots (n=22) and neurobots (n=47). (Kruskal- Wallis test, p=0.5, 0.5,0.28 and 0.43, respectively)

**Figure S6.** Neurobots had a significantly smaller density of multiciliated cells. Kruskal- Wallis test was used to obtain the p-value (p=0.027).

**Figure S7.** Impact of treatment with zolmitriptan on neural expression patterns in neurobots. **a-c** Treatment with zolmitriptan increased number of terminals, total length of neurites and neurite density. There was no significant change in complexity index (Kruskal- Wallis test, p=0.05, 0.04,0.1 and 0.03, respectively) (**d**). **e.** Pairwise correlation between structural parameters of zolmitriptan-treated neurobots and Complexity Index, N_terminals_ = total number of endings, L_Neurite_=total length of neurites, L_Neuritenorm_=total length of neurites normalized to area, N_MCC_=total number of multiciliated cells on the top surface, N_MCCnorm_= N_MCC_ normalized to area, RI= Roundness Index, Neu/Ect= ratio of the areas of neural implant to ectoderm shell. Pearson correlation coefficients are depicted for each pair. Values in red correspond to statistically significant correlations (two-tailed Student’s t-test, P<0.05).

**Figure S8.** Enrichment analysis performed using Gene Ontology annotations **a**. sham neurobots vs biobots (4-fold upregulated pathways) and **b.** neurobots with biobots (4- fold downregulated pathways)

**Figure S9.** Enriched pathways in neurobots when compared to biobots, across clusters identified based on network analysis.

**Figure S10.** Enriched pathways in sham neurobots when compared to biobots, across clusters identified based on network analysis.

**Figure S11.** Method for quantifying variability in gene expression. For a chosen pair of groups, genes were ranked by the mean count value across all pools of both groups, and the CV of each gene’s counts across the pools of each group was calculated. The CV list was split into 100 bins (percentiles) containing equal numbers of genes, and the fraction of genes in the bin for which the CV of the first group was greater than that of the second group was found and plotted.

# Supplementary material for: Engineered Living Systems With Self‐Organizing Neural Networks: From Anatomy to Behavior and Gene Expression
**Source:** Adv Sci (Weinh). 2026 Feb 20;13(28):e08967. doi: 10.1002/advs.202508967
**Supplement:** Supplementary file 7 — Supporting File 7: advs74389‐sup‐0007‐SuppMat.docx.

Supplementary Video Legends

Supp. Vid. 1. Example of calcium activity measured in a freely moving neurobot implanted with GCaMP labeled neural precursor cells. Video is sped up 120 times.

Supp. Vid. 2. Same video as in Supp. Vid. 1, after motion correction. Video is sped up 120 times.

Supp, Vid. 3. A neurobot moving within a well of an 8-well plate. Video is sped up 10 times.

Supp. Vid. 4. Exemplar bots moving in 8 well plates. The left plate contains Biobots and the right one neurobots. Video is sped up 30 times.

How the deposited data were processed for this re-analysis (not part of the article)

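Bulk RNA was sequenced by the authors from 12 pools of whole bots, 4 of neurobots (NB1 to NB4), 4 of biobots (BB1 to BB4) and 4 of sham neurobots (SH1 to SH4, named NN in the paper's methods). Pools were assigned to groups from the submitters' labels and from the paper's list of bots per sample, and every deposited column of values matched 1 pool. By the paper's methods, reads with adapters or low quality were removed, the clean reads were aligned to version 10.1 of the Xenopus laevis genome with Hisat2, and FeatureCounts counted the reads on each gene. NB1 and BB1 were submitted before the other pools, so a difference between submissions can be separated from the bot type only within neurobots and within biobots, and the sham pools cannot be compared across submissions.

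The authors deposited read counts per gene without normalization, and the same genes as FPKM. The FPKM values that the authors deposited follow from the counts, the gene lengths of the table and an effective library size equal to DESeq2's size factor multiplied by the geometric mean of the totals (largest relative difference 5.1e-15). Of the 44478 genes, 44453 were matched by gene identifier to the gene table of the same assembly, all with the same start, and gene coordinates are those of the authors' files. The size factors ran from 0.851 to 1.13 (lowest 0.8515). The counting is not stated to use strand, so genes that overlap on opposite strands are uncertain, as are homeologs and other near-identical copies, which can share reads.

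Totals per library ran from 27265034 to 37985824 counts, with a median of 31373707. A count of 3 or fewer in every library of a group was taken as the floor, and fold differences from such a group are lower bounds computed against 3 counts. Counting error is covered by these floors, while the spread between pools is measured by the replicates.

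Differences between groups were tested in R 4.3.3 with edgeR 4.0.16 on the counts as deposited: TMM normalization, filterByExpr with its minimum count of 10 and minimum total of 15, estimateDisp, glmQLFit with robust estimation and glmQLFTest, on the 8 libraries of each comparison, with Benjamini-Hochberg adjustment and a threshold of 0.05 for the adjusted p. A log2 fold change of 4 in either direction, the paper's limit, was used for the lists of strongly changed genes. The test, DESeq2 and limma were tested on data simulated from the real means and library sizes, with the spread taken from edgeR's fit. The 200 changed genes were drawn only from genes with mean counts well above the filter's minimum. Recovery of genes with few counts was therefore not measured. Of the changed genes, DESeq2 recovered 97%, 94.5% and 100% and limma 93%, 90% and 97.5% (neurobots against biobots, neurobots against shams, shams against biobots), and 5.58%, 4.26% and 6.25% of limma's calls were false.

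Named genes followed a rule written before the analysis: the genes that the paper singles out for Dact-4, skin, synaptic plasticity, opsins and extracellular matrix, with both homeologs; the 3 genes with a symbol that rose most and the 3 that fell most in neurobots, among genes called in the same direction against both other bot types whose libraries did not overlap; and the 3 in each direction for shams against biobots. Genes outside the rule are named as members of the paper's lists, or are said to have been chosen after their values were seen. Symbols of the paper's lists and clusters were matched to gene names without the homeolog suffix.

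Marker lists were written from general knowledge for neurons, neural progenitors, photoreceptors, retinal pigment epithelium and melanocytes, lens, neural crest, cement gland, multiciliated cells, ionocytes, epidermal keratinocytes, goblet and mucus cells, small secretory cells, heart, skeletal muscle, notochord, endothelium and blood, endoderm, and the stress response. They were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) computed from the authors' deposited counts, with the correlation between genes estimated, over lists with at least 3 tested genes. The tests of lists were also run on simulated data: in 100 lists of 20 genes, camera and fry called the raised and the lowered list and 0 of the others. The other lists held only unchanged genes, simulated independently. The simulation therefore did not test lists of correlated genes, or lists in data where many genes changed.

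Correlations, principal components and coefficients of variation were computed from the deposited FPKM with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The coefficient of variation followed the paper's methods, with genes that had a 0 in any pool of the compared groups left out, 100 bins of mean FPKM and 1000 shuffles of the gene order. On 24302 simulated genes with equal spread, 49.9% had the larger value in the first of 2 groups of 3 pools, where theory gives 50.0%, and with the spread of the first group doubled it was 80.5%, where theory gives 80.0%.

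Alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, scaling by library size alone, no filter on counts, at least 10 counts in every library, all 12 libraries in one fit, a prior count of 2, limma on log2(FPKM + 1), the replicate number as a block, the submission as a covariate, fits without the first submission, and each library left out. For the FPKM measures they were Spearman's correlation, log2(FPKM + 1), scaling to unit variance, a mean FPKM of at least 1, TMM-normalized CPM, no factor for pool size, subtraction of the Poisson counting variance and all 4 pools of each group; for the marker lists, fry and camera with a preset correlation of 0.01. Gene Ontology enrichment, the protein interaction network and its clustering, and the phylostratigraphic analysis were not analysed here, because they need databases that were not used here.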

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

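The tests of exchanged labels for BB1 and SH2 were chosen only after the result they test had been seen. The readings of these tests, of the difference between submissions and of the neural tissue of NB1 are more cautious than the rule written beforehand. This change was made after the values were seen.

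In each group of 4 pools, the gap between the highest or lowest pool and its nearest neighbour was divided by the range of the group, for correlations, marker lists and named genes. Of 157 such groups 17 stood out at the 95% limit of Dixon's test, where 1 in 20, or 7.85 groups, would by chance alone. NB1 accounts for 5 of the 17, SH1 for 4, and BB1 and SH2 for 2 each.

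NB1 was the lowest neurobot pool in the mean log2 CPM of photoreceptor markers (-0.05 against 2.34 to 2.80 in the others; gap 0.84 of the range), cement gland markers (3.83 against 6.31 to 6.63; 0.885), heart markers (0.49 against 1.45 to 1.59; 0.875) and endoderm markers (-0.55 against 0.47 to 0.54; 0.936), and the highest in kcna4.S (3.47 CPM against 1.04 to 1.37; 0.863). NB1 was also sequenced in the earlier submission and came from a pool of 14 bots. A difference between submissions would move BB1, the other pool of that submission, in the same genes. Across genes, the deviations of NB1 and BB1 from their groups correlated at 0.0733. This was the fourth highest of the 16 pairs of a neurobot and a biobot library, which ran from -0.144 to 0.21. No shared shift between submissions showed beyond that spread, but a smaller one cannot be excluded. NB1 and BB1 were each the pool farthest from its group in mean r. With the submission as a covariate 8801 genes were called against biobots, against 7657. A smaller amount of neural tissue in NB1 is a candidate explanation. Its deviation from the neurobot mean went against the difference between neurobots and shams (correlation across genes -0.288, where biobots had at most 0.134 in size) and against that between neurobots and biobots (-0.377, where SH1 had 0.279 and the other shams at most 0.134 in size). Markers of neural and eye tissue did not fall alike in NB1, however: the neuron score was 2.94 against 3.36 to 3.55 in the other neurobot pools, while photoreceptors fell further. In 1 pool, a smaller amount of neural tissue cannot be told apart from another make-up of the implant. Bots per pool and age of the bots stay open and untested.

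BB1 had the lowest mean r with its group (0.979 against 0.988 to 0.989; gap 0.854 of the range) and the lowest ionocyte score (5.69 against 6.07 to 6.14; 0.843), and SH2 had the lowest score for multiciliated cells (3.87 against 4.40 to 4.43; 0.946) and the lowest kcna4.S (16.0 CPM against 29.1 to 29.7; 0.961). When BB1 and SH2 exchanged places, 1060 genes were called between shams and biobots, against 1306 with the labels as given, and the libraries of the exchanged groups did not overlap for 16.8% of the genes, against 16.4% as labelled; the median over all splits was 1.56%. On log2(FPKM + 1), mean r of BB1 was 0.9858 with the other biobots and 0.9853 with the other shams, and that of SH2 was 0.9881 with the other shams and 0.9879 with the other biobots. Along the difference between the other shams (1) and the other biobots (0) over the tested genes, BB1 lay at 0.5 and SH2 at 0.673, while each of the other biobots lay at 0.143 or below and each of the other shams at 0.848 or above when left out in the same way. Of the 18 marker lists, 5 placed both pools nearer their own group, among them neurons, neural crest and heart, and 4 placed both nearer the other group, among them multiciliated cells and keratinocytes. BB1 came from a submission with no sham pool, which goes against an exchange, but with both pools between the groups and lists that go both ways an exchange of these labels cannot be told apart from the labels as given. With BB1 left out 2884 genes were called, and with SH2 left out 2828. A sham implant that left little trace in SH2, or the larger pool of 16 bots in BB1, would be biological or design differences, and neither was tested.

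SH1 was the highest sham pool in camk2b.L (1.29 CPM against 0.03 to 0.209; gap 0.858 of the range), igfbpl1.L (0.123 CPM, with 0 in the other shams; 1.0), narf.S (0.83 CPM against 0 to 0.0348; 0.958) and LOC108711676 (0.307 CPM against 0.0348 to 0.0604; 0.906), and SH4 in fbln1.L (0.695 CPM against 0.0695 to 0.123; 0.915). Reads carried over from neurobot libraries would place genes absent from biobots in shams at one fraction of their neurobot level. Over 12 genes with at least 30 CPM in neurobots and 3 counts or fewer in each biobot library, the sham share ran from 0.0218% to 2.48% of the neurobot level (median 0.522%), and the chi-square per degree of freedom around one common fraction was 52, far from the value near 1 that carry-over alone would give. Carry-over of reads at one fraction is therefore unlikely as the whole cause. Some neural differentiation in the implants of SH1 stays a hypothesis. Its neuron score was -0.13 against -1.16 to -0.97 in the other shams, and its deviation from the sham mean correlated at 0.279 across genes with the difference between neurobots and biobots, against -0.134 to -0.0887 in the other shams. Both values go with that hypothesis, but its scores for neural progenitors (-1.92, against -2.26 to -1.93) and photoreceptors (-2.44, against -2.61 to -2.31) did not stand apart from those of the other shams, and all describe 1 pool.

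Among biobots, BB3 was highest in endoderm markers (0.26 against -1.44 to -1.18; gap 0.849 of the range), BB4 in efr3b.S (1.75 CPM against 0.41 to 0.593; 0.863) and BB2 in LOC108708112 (2.49 CPM against 0.297 to 0.471; 0.921). Each concerns a single pool with few counts, and no technical or biological explanation was tested for them.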

How the results depend on the processing

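The alternatives were set before the data were examined, apart from matching symbols through the gene descriptions and the fits that left out single libraries for the paper's lists, the overlap, the marker lists, the correlations, the principal components and the coefficients of variation over all 4 pools, which were added after seeing the data. No test in this part was chosen only after its result was seen. Where a result moved and no construction of the alternative explains it, the cause was not tested.

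In both comparisons with neurobots, more genes were higher than lower under every alternative, and fits with DESeq2's size factors in edgeR moved no count by more than 1.5 times. The number of genes with a log2 fold change above 4 depended on how low counts were treated. Against biobots it was 1346, but 2447 with DESeq2, 2455 with no filter, 52 with at least 10 counts in every library, 36 with limma on log2(FPKM + 1) and 2048 without the first submission. Against shams it was 1148, but 2026, 2000, 59 and 35 under the first 4 of these. Fewer genes are tested when 10 counts are required in every library, and the genes called higher then numbered 2861 and 3078. Genes below -4 against biobots were 12, but 63 with DESeq2, 81 with no filter, 1 with at least 10 counts in every library, 26 with all 12 libraries in one fit, 7 with a prior count of 2, 3 with limma, 133 without the first submission, 31 with the submission as a covariate, and 12 (without BB4) to 125 (without NB1) with single libraries left out. Against shams they were 27, but 116 with DESeq2, 128 with no filter, 1 with at least 10 counts in every library, 13 with a prior count of 2, 0 with limma (0 also at an unadjusted p under 0.05), 131 without the first submission, and 30 (without SH1) to 131 (without NB1) with single libraries left out. Genes called lower than in biobots numbered 4767 without the first submission and 1986 (without BB4) to 4629 (without NB1) with single libraries left out, and those lower than in shams 2010 (without SH3) to 4790 (without NB1). The genes lower than in both ran from 1331 (without SH3) to 3232 (without NB1).

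Shams against biobots was the comparison that moved most. Its 808 genes higher became 1724 with DESeq2, 1303 with library size only, 214 with all 12 libraries in one fit, 524 with limma, 1724 without the first submission, and 187 (without SH4) to 1724 (without BB1) with single libraries left out. Its 498 genes lower became 1422 with DESeq2, 231 with library size only, 137 with all 12 libraries in one fit, 1160 without the first submission, and 98 (without SH4) to 1216 (without SH2) with single libraries left out. The percent of calls that were higher, 61.9%, was 84.9% with library size only and 50.5% with limma. Genes above 4 were 18, but 111 with DESeq2, 59 with no filter, 0 with at least 10 counts in every library and 0 with limma (0 for both also at an unadjusted p under 0.05), 8 with a prior count of 2, 74 without the first submission, and 17 (without SH1) to 74 (without BB1) with single libraries left out. Genes below -4 were 5, but 39 with DESeq2, 25 with no filter, 0 with at least 10 counts (0 at an unadjusted p under 0.05), 10 with all 12 libraries, 2 with a prior count of 2, 1 with limma, 23 without the first submission, and 2 (without BB4) to 23 (without BB1) with single libraries left out. For this comparison, 18.7% of DESeq2's calls were false in simulated data with 200 changed genes, against 6.28% of edgeR's. The simulated spread was taken from edgeR's fit. Neither share carries over to the data, where the number of changed genes is not known.

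Replicate numbers are shared by the groups, but they do not pair the samples: the correlations of the deviations of same-numbered pools were 0.0733, -0.0105, -0.144 and 0.0427 for neurobots and biobots, -0.286, 0.287, -0.0227 and 0.0543 for neurobots and shams, and 0.102, -0.0821, -0.00211 and -0.00557 for shams and biobots. With the replicate number as a block, 6518, 7018 and 929 genes were called in these comparisons, 31 genes lay below -4 against biobots and 43 against shams.

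In the paper's clusters, genes called higher against biobots numbered 1059, and 1654 with DESeq2. Those against shams numbered 78, and 245 when symbols were also matched through the description. For the sham cluster it was 1 gene, 3 with DESeq2, 4 with matching through the description, and 0 to 1 with single libraries left out (0 without SH1). Marker lists past the adjusted threshold numbered 1 against biobots, 11 with the preset correlation of 0.01, 13 with fry and 0 (without BB1) to 5 (without NB1: neurons, neural progenitors, photoreceptors, cement gland, and endothelium and blood) with single libraries left out; against shams 0, with 8 and 13; and for shams against biobots 0, with 2 and 2. The lists past the unadjusted threshold were 3 against shams and 1 for shams against biobots.

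The exact p of the first principal component, 0.0545, was 0.00202 on log2(FPKM + 1) and also 0.00202 after scaling to unit variance, 0.025 without the first submission, and 0.00909 (without SH1) to 0.182 (without NB4) with single libraries left out. The first component held 31.95% of the variance after scaling to unit variance, and the second 16.6% on log2(FPKM + 1) and 18.4% (without NB2) to 33.3% (without NB3) with single libraries left out. Median correlations kept their order between groups, biobots with shams above neurobots with either, for Pearson's r on FPKM and on log2(FPKM + 1) and for Spearman's.

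Over the pools that the paper used, larger variability in neurobots than in biobots reversed without NB2: the share of genes ran from 40.6% (without NB2) to 80.2% with single pools left out, and the rank correlation with expression from -0.133 to 0.966. Against shams it ran from 30.5% to 78.7%, and the rank correlation from -0.923 to 0.947; the share was 56.4% with no factor for pool size, 55.6% with TMM-normalized CPM and no factor, and 57.5% after the Poisson variance was subtracted. Shams against biobots reversed to 37.45% with all 4 pools of each group (equal spread between pools gives 37.4% there), and ran from 51.1% to 70.1% with single pools left out. With all 4 pools of each kind and single pools left out, the share ran from 61.1% (without NB1) to 89.72% (without BB1) for neurobots against biobots, from 74.47% (without NB1) to 90.69% (without SH2) for neurobots against shams, and for shams against biobots from 25.9% (without SH2) to 41.83% (without SH4; 41.22% without SH3), except for 63.92% without BB1.

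For single genes, single lists and other details, 1613 values were computed under an alternative: 1456 kept their direction and their side of the threshold, 67 moved, 62 became stronger, 26 became weaker and 2 reversed. Depth limits the results for receptors and retinal cell types: many genes of these lists had too few counts to be tested, with libraries of 27265034 to 37985824 counts.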

Differences from the paper's values

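LOC108711676 and LOC108708110 were looked up only after the data were seen, and the other tests in this part were not. The paper's methods name DESeq2, and with DESeq2 1.42.0 none of the 7 numbers that differ by more than 1.5 times from the paper's differed by that much.

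The number of genes higher in neurobots than in biobots with a log2 fold change above 4 was 1346, against the paper's 2445. Of the alternatives set before the data were examined, DESeq2 (2447), no filter on counts (2455) and fits without the first submission (2048) came within 1.5 times of it, as did fits without NB1, BB1, BB2, BB3 or BB4 (1901 to 1990). DESeq2's size factors in edgeR (1350), library size only (1398), at least 10 counts in every library (52), all 12 libraries in one fit (1420), a prior count of 2 (1040), limma (36), the replicate block (1359) and the submission as a covariate (1353) did not. Against shams the number was 1148, against the paper's 2026, and DESeq2 (2026), no filter (2000), fits without the first submission, which leaves out NB1 (1674), and fits without any one of SH1, SH2, SH3 and SH4 (1530 to 1715) came within that distance. The other alternatives gave from 35 (limma) to 1167 (all 12 libraries in one fit).

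With a log2 fold change below -4, 12 genes were lower in neurobots than in biobots, against the paper's 63. DESeq2 (63) and no filter (81) came within 1.5 times, and the others, from 1 with at least 10 counts in every library to 133 without the first submission, did not. Against shams there were 27, against the paper's 116, with 116 under DESeq2, 128 with no filter and 131 without the first submission; the others gave from 0 (limma, 0 also at an unadjusted p under 0.05) to 43 (replicate block), and up to 60 (without NB4) with other libraries left out. Shams against biobots gave 5, against the paper's 38, and only DESeq2 (39) came within 1.5 times; no filter gave 25 and fits without the first submission 23.

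In shams against biobots, 808 genes were higher, against the paper's 1733. DESeq2 (1724), library size only (1303), fits without the first submission (1724) and fits without SH2 (1612) came within 1.5 times, and the other alternatives, from 187 (without SH4) to 833 (no filter), did not. The number lower was 498, against the paper's 1429. DESeq2 (1422), fits without the first submission (1160) and fits without SH2 (1216) came within 1.5 times, and the others, from 98 (without SH4) to 546 (DESeq2's size factors in edgeR), did not.

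The paper names gp2 and muc17 among skin genes lowered in neurobots. The 2 gp2 homeologs had 9 counts or fewer in any library, and gp2.L was called neither with DESeq2 (adjusted p = 0.624) nor with no filter (0.539), and the symbol muc17 is not listed. LOC108711676, described as mucin-17, was at least 89.6-fold higher in neurobots than in biobots, but whether the paper's muc17 is this gene is not clear. LOC108708110, described as glycoprotein 2, had a log2 fold change of -0.96 that was not called in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 0.0678), and it was called with DESeq2 (adjusted p = 0.0374), with all 12 libraries in one fit (0.0321), with the replicate block (0.033), with the submission as a covariate (0.00977), without the first submission (0.0117) and without NB1 (0.00823).

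The paper lists col4a2 as raised against biobots. col4a2.L was not called (adjusted p = 0.165 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.112 with DESeq2), except without the first submission (0.0123) and without NB1 (0.00971), and col4a2.S, with 14 counts or fewer, was called with DESeq2 (0.0399) and with no filter (0.0304). Among the cholinergic receptors that the paper lists as raised, chrna2.S fell by 1.87 on the log2 scale, also with DESeq2 (adjusted p = 0.000408), while chrna2.L was higher (adjusted p = 0.000545), and chrna7.S, chrnb4.S and chrm4.L were called neither in edgeR's quasi-likelihood test, with or without its filter, nor with DESeq2; chrna7.L and chrnb4.L were called with DESeq2 (adjusted p = 0.00014 and 0.000148) and chrm4.S too (0.00148).

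Several genes the paper lists were not tested for want of counts, but were called with DESeq2 and with no filter: opn4.L (adjusted p = 0.00647 and 0.0127), opn5.L (0.000308 and 0.0035), pou4f1.L (0.00026 and 0.00259), lhx1.L (2.29e-07 and 0.000881), lhx1.S (0.00167 and 0.00423), unc5d.S (4.54e-07 and 0.000228), prdm13.L (0.00545 and 0.0114), htr1b.L (8.05e-07 and 0.000561), htr1e.L (6.47e-07 and 0.000493) and htr2a.L (0.00213 and 0.00568), all by Benjamini-Hochberg adjustment. The glycine receptor gene glra3.S was called in the same way (0.0234 and 0.0258).

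The paper describes neurobots as clearly separated from shams and biobots in the principal component analysis of FPKM. On the first component, where 10 genes held 82.55% of the squared weights, NB1 scored -4925, among the biobots (-8430 to -4299). On the second the lowest neurobot score, -272.9, lay below the highest score of the others, 1836. Overlap on each component alone does not decide separation in the plane of both. Neurobots did differ on the second component (two-sided exact permutation p = 0.00808). Without NB2 their scores there (2010 or more) lay above all others (1899 or less). On log2(FPKM + 1) the first component separated all neurobot pools. The paper also describes sham pools as more variable than biobot pools. With all 4 pools of each kind 37.45% of genes had the larger coefficient of variation in shams, and with the pools that the paper used 63.9% did; equal spread between pools, with the factor for pool size, gives 37.4% and 52.7%.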

Other observations

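The tests of NB2 as the source of the variability of neurobots were chosen only after the result they test had been seen. For the factor for pool size, the neural tissue of the pools, and the library size and the mitochondrial percent as sources of the second component, the readings are more cautious than the rule written beforehand, a change made after the values were seen.

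Other splits of the libraries were fitted in the same way as the bot types. Only 1 of the 35 splits of the 8 neurobot and biobot libraries, the one by bot type, gave as many called genes as 7657, and only 1 of the 35 splits of neurobots and shams gave as many as 8065. For shams and biobots 1 of 35 splits gave as many as 1306, and the next highest, 1060, exchanged BB1 and SH2. These differences are therefore unlikely to come from an arbitrary split of the libraries.

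More genes were higher than lower in neurobots than in biobots under each technical explanation tried. With the other scalings the lowest percent of called genes that were higher was 62.04%, so the TMM scaling is unlikely to be the source. In the third of tested genes of the shortest length, 58.1% of 2097 called genes were higher (56.8% of 2715 and 68.0% of 2845 in the other groups of length), which argues against gene length as the source. After all libraries were thinned to the smallest total, 60.8% of 7477 called genes were higher, which argues against library size. With at least 10 counts in every library 55.81% of the called genes were higher. Against shams, which also received implanted cells, 59.79% of the called genes were higher in neurobots. Between shams and biobots 61.87% of the called genes were higher in shams. That share moved from 50.48% with limma to 84.94% with library size only. The excess alone therefore does not single out the neural tissue of the neurobots, which remains the hypothesis that the design names.

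Epidermal markers fell unequally in neurobots. If neural cells only diluted the epidermis, all epidermal lists would fall by the same log2 amount. The difference in mean log2 CPM between neurobots and biobots was -2.74 for ionocytes, -1.29 for small secretory cells, -0.52 for multiciliated cells, 0.15 for goblet and mucus cells and 0.28 for keratinocytes, a range of 3.02, and only 1 of the 35 splits of the libraries gave a range as large. Dilution alone is therefore unlikely. Fewer ionocytes in neurobots may be a hypothesis to follow: ionocyte scores were 5.31 in NB1 and 1.96, 2.67 and 3.12 in NB2, NB3 and NB4, against 5.69 to 6.14 in biobots and 5.39 to 6.01 in shams. All 24 ionocyte genes tested were counted in every biobot library, no symbol of the list is in another list and 1 is named or clustered by the paper. The median log2 fold change was -2.28 to -4.16 with single libraries left out. The list passed the correction in fry and in camera with the preset correlation, not in camera with the estimated correlation. The paper does not report it.

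Over the pools that the paper used, the larger variability of neurobots was lost when 1 pool was left out. Without NB2 the share of genes with the larger coefficient of variation in neurobots was 40.6% against biobots and 30.5% (30.51%) against shams, below the 42.3% and 39.1% that equal spread per bot gives and the 56.3% and 54.7% of equal spread between pools, while it stayed above 70% without any other neurobot pool. NB2 is a candidate source of both results, as is a property of that pool that was not recorded. Without NB2 only NB3 and NB4 remain, whose r of 0.9974 was the highest of all pairs of libraries. A deviant NB2 therefore cannot be told apart from an unusually alike NB3 and NB4. With all 4 pools of each kind NB2 is unlikely to be the only source, since without it the shares were 68.26% against biobots and 78.52% against shams, above the 58.2% and 68.3% of equal spread between pools; NB1, from the earlier submission, then enters the spread, and without NB1 the shares were 61.1% and 74.47%. Other splits of the pools were tried without the factor for pool size, after centring each group and rescaling for its number of pools. The bot types then gave 64.93% against biobots, 59.7% against shams and 61.69% for shams against biobots. Against biobots all 10 of the 10 splits gave a share as far from 50%. Against shams 24 of the 35 splits did, and for shams against biobots 15 of the 35 did. A design of 3 pools against 3 allows no share of splits under 0.1. With unequal numbers of pools, equal spread does not give 50%, which this distance ignores. Chance therefore cannot be told apart for the shares without the factor, and the splits do not test the shares with it. Without the factor for pool size the share was 64.93% against biobots and 56.41% against shams, where single pools moved it by more, so the part of the factor cannot be told apart from the spread between pools; for shams against biobots it was 64.69%, so the factor is unlikely to be the source there. Counting noise is unlikely to be the source, since after the Poisson variance was subtracted the shares were 67.31%, 57.53% and 66.14% for neurobots against biobots, neurobots against shams and shams against biobots, and the rank correlation of the share with expression was 0.961. The number of pools is unlikely to be the source of the 63.92% for shams against biobots, since 4 pools against 3 give 53.5% with equal spread per bot, and with 3 pools against 3 the share was 57.37% without SH1, 64.54% without SH3 and 64.86% without SH4. Without SH2 it was 51.12%, near the 50% of equal spread per bot, so the result rests on that pool.

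If pools differed in their amount of neural tissue, their deviations from the group mean would follow the difference between neurobots and biobots across genes. The median size of that correlation over the 4 neurobot pools was 0.244 (NB1 -0.377, NB2 0.252, NB3 0.237, NB4 0.131), where the 4 sham pools had a median of 0.121 (SH1 0.279, the others at most 0.134 in size). SH1 lies within the range of the neurobot pools and may hold neural cells itself, and the deviations of 4 pools sum to 0, so an unequal amount of neural tissue cannot be told apart from the spread between pools. Along the difference between shams and biobots, the deviations correlated with -0.268 for NB1, -0.07 for NB2, 0.293 for NB3 and 0.264 for NB4.

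On log2(FPKM + 1) the second principal component, with 16.6% of the variance, did not follow the bot types: NB1 (53.05), NB2 (20.9), the biobots (4.27 to 28.1) and SH2 (11.3) scored above 0, and NB3 (-31.4), NB4 (-27.5), SH1 (-45.9), SH3 (-16.2) and SH4 (-21.6) below. Within bot types the scores went with the mitochondrial percent at r = 0.3 (permutation p = 0.658; Spearman's rho 0.427, permutation p = 0.29; r 0.678 without the 2 farthest libraries), so the mitochondrial share cannot be told apart from chance. Trends over gene length are unlikely to be the whole source, since the scores correlated at 0.9587 with those after each library's trend was removed, but the share of the variance fell from 17.86% to 12.21% over genes with a mean FPKM of at least 1, so a part of it went with gene length. Sequencing depth as such is unlikely to be the source, since the scores correlated at 1 with those of libraries thinned to 27265034 counts. Library size went with the scores within bot types (r = 0.747, exact permutation p = 0.046; Spearman's rho 0.671, permutation p = 0.0754), but with Benjamini-Hochberg adjustment over 2 relations the p was 0.092 (0.658 for the mitochondrial percent), and r was 0.63 without the 2 farthest libraries, so a property of the samples that goes with library size, such as the amount of RNA, cannot be told apart from chance. The first submission holds 1 pool of each of 2 kinds and gives no value of its own.

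The remaining marker lists, against biobots and by camera with the estimated correlation, did not pass the correction. Median log2 fold changes were 3.25 for cement gland (7 of 8 genes higher; 3.93 and 8 of 9 against shams), 2.00 for heart (4 of 6 genes higher; 3.13 without BB1), 2.65 for notochord (3 of 3 genes higher), 1.22 for endothelium and blood (4 of 11 genes higher; 5.46 without BB4), 0.67 for neural crest (6 of 13 genes higher, 2 lower) and -0.07 for the stress response (5 of 22 genes higher, 5 lower). The adjusted p was 0.265 for cement gland, heart, and endothelium and blood, and 0.613 for the stress response. Without NB1 cement gland and endothelium and blood passed (adjusted p = 0.0419 for both), and in fry cement gland, heart, notochord, endothelium and blood, and neural crest passed (adjusted p from 0.000317 to 0.00229). In shams against biobots the heart list had the lowest p (0.0324, Benjamini-Hochberg adjusted 0.518; median log2 fold change 0.93 over 5 genes), and neural crest had 5 genes higher and 1 lower; in fry both lists passed (adjusted p = 0.0131 and 0.00212). Skeletal muscle and endoderm had fewer than 3 tested genes against biobots. Skeletal muscle had a median of -0.38 over 3 genes against shams, but its sign changed with single libraries left out (-0.75 without NB3, 1.53 without SH1).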
